# Methylation of Structured RNA by the m^6^A Writer METTL16 Is Essential for Mouse Embryonic Development

**DOI:** 10.1016/j.molcel.2018.08.004

**Published:** 2018-09-20

**Authors:** Mateusz Mendel, Kuan-Ming Chen, David Homolka, Pascal Gos, Radha Raman Pandey, Andrew A. McCarthy, Ramesh S. Pillai

**Keywords:** METTL16, m^6^A, Mat2a, U6 snRNA, SAM synthetase, splicing, SAM availability, morula, blastocysts, crystal structure

## Abstract

Internal modification of RNAs with *N*^*6*^-methyladenosine (m^6^A) is a highly conserved means of gene expression control. While the METTL3/METTL14 heterodimer adds this mark on thousands of transcripts in a single-stranded context, the substrate requirements and physiological roles of the second m^6^A writer METTL16 remain unknown. Here we describe the crystal structure of human METTL16 to reveal a methyltransferase domain furnished with an extra N-terminal module, which together form a deep-cut groove that is essential for RNA binding. When presented with a random pool of RNAs, METTL16 selects for methylation-structured RNAs where the critical adenosine is present in a bulge. Mouse 16-cell embryos lacking *Mettl16* display reduced mRNA levels of its methylation target, the SAM synthetase *Mat2a*. The consequence is massive transcriptome dysregulation in ∼64-cell blastocysts that are unfit for further development. This highlights the role of an m^6^A RNA methyltransferase in facilitating early development via regulation of SAM availability.

## Highlights

• Structure of the METTL16 m^6^A writer domain with a unique N-terminal module
• N-terminal module of METTL16 is essential for charge-based binding to RNA
• METTL16 preferentially methylates adenosines within structured RNAs
• Regulation of *Mat2a* mRNA by *Mettl16* is essential for mouse embryonic development

## Introduction

Methylation of adenosines at the *N*^*6*^ position (*N*^*6*^-methyladenosine or m^6^A) is a highly conserved internal RNA modification with a huge impact on gene regulation (Fu et al., 2014). The modification is added by methyltransferase “writers” and can be removed by RNA demethylase “erasers,” and a major part of its functions is mediated by YTH domain “reader” proteins that can recognize the m^6^A mark. Readers of the m^6^A modification are shown to modulate mRNA splicing, RNA export, RNA stability, and translation (Patil et al., 2018). Alterations in RNA structure are also a consequence of m^6^A methylation (Liu et al., 2015). The m^6^A pathway is physiologically important, as mutations in the writer protein METTL3 in mice lead to embryonic lethality (Batista et al., 2014, Geula et al., 2015), while in flies it affects sex determination (Haussmann et al., 2016, Lence et al., 2016). The only nuclear reader protein YTHDC1 is essential for early embryonic development, and its conditional deletion causes infertility in the germline where it acts via modulation of splicing and alternative polyadenylation site usage (Kasowitz et al., 2018). Loss of the cytoplasmic reader YTHDF2 in fish impairs embryonic development as a result of defective maternal RNA clearance during maternal-zygotic transition (Zhao et al., 2017), while in mice loss of YTHDF2 results in defective maternal RNA metabolism during oocyte maturation, leading to female-specific infertility (Ivanova et al., 2017). In contrast, mouse YTHDC2 is essential for proper progression through meiosis and fertility in both sexes (Bailey et al., 2017, Hsu et al., 2017, Jain et al., 2018, Wojtas et al., 2017). Thus, gene regulation by m^6^A plays a critical role in a variety of developmental processes.

The heterodimeric m^6^A writer complex METTL3/METTL14 co-transcriptionally (Knuckles et al., 2017, Slobodin et al., 2017) installs this mark on thousands of transcripts in the cell (Dominissini et al., 2012, Schwartz et al., 2013). While METTL3 is the active component, METTL14 facilitates substrate RNA binding (Śledź and Jinek, 2016, Wang et al., 2016a, Wang et al., 2016b). METTL16 is the second m^6^A methyltransferase identified, and its known substrates include U6 snRNA and the human *MAT2A* mRNA that encodes for *S*-adenosylmethionine (SAM) synthetase (Pendleton et al., 2017). SAM is a methyl donor for methylation reactions in the cell, including those of DNA, RNA, and protein. While METTL3 prefers to methylate single-stranded RNAs (ssRNAs) in a sequence context RR**A**CH (R = A or G; H = A,C or U), METTL16 uses structured RNAs carrying a specific nonamer sequence (UAC**A**GAGAA; methylated adenosine is underlined) (Pendleton et al., 2017). Methylation of *MAT2A* mRNA within specific hairpin structures in the 3ʹ UTR is proposed to be used by YTHDC1 to mediate downregulation of the mRNA under high-SAM conditions (Shima et al., 2017). Apart from this enzymatic role, METTL16 is also reported to act as a splicing enhancer during low-SAM conditions when it occupies its binding site on the six *MAT2A* hairpins (hp) to promote splicing of a 3ʹ terminal intron that is frequently retained. This results in increased mature *MAT2A* mRNA production and acts as a feedback loop ensuring optimal production of the SAM synthetase in response to low SAM levels (Pendleton et al., 2017). Unlike the METTL3/METTL14 complex which mainly methylates exonic sequences (Ke et al., 2017), METTL16 was shown to have binding sites on several intronic sequences in pre-mRNAs and structured noncoding RNAs, some of which carry m^6^A marks (Brown et al., 2016, Warda et al., 2017). How METTL16 recognizes its RNA substrates and the physiological importance of having a second m^6^A methyltransferase is currently not known.

METTL16 is a highly conserved enzyme with orthologs found in *E.coli* (Sergiev et al., 2008) to human (Figure S1A). Here, we examine the crystal structure of the methyltransferase (MTase) domain from human METTL16 and identify key features that are essential for RNA binding and methylation activity. We define the RNA substrate requirements *in vitro* using a randomized RNA library to find that structured RNAs with a bulged adenosine are preferred. Finally, we generate a knockout *Mettl16* mouse mutant to show that the protein is essential for early embryonic development. Our studies show that METTL16 is essential for embryonic development around implantation stage and acts via regulation of the *Mat2a* mRNA which encodes the SAM synthetase.

## Results

### Crystal Structures of the Human m^6^A Methyltransferase METTL16

We produced the recombinant full-length (FL) human METTL3/METTL14 heterodimeric complex and FL human METTL16 (1–562 aa) in a eukaryotic expression system (Figures S1B and S1C; Star Methods). Together with the methyl donor *S*-adenosylmethionine (SAM), the enzymes were presented with either a single-stranded RNA (ssRNA, MET1) carrying the RR**A**CH consensus site or a 29 nt hairpin RNA (RNA6) derived from the human *MAT2A* mRNA, carrying the nonamer methylation site for METTL16 (UAC**A**GAGAA) (Table S1) (Pendleton et al., 2017). While the METTL3/METTL14 complex efficiently methylated the ssRNA, it did not use the hairpin RNA as a substrate (Figure 1A). On the contrary, METTL16-FL methylated only the hairpin substrate, but not the ssRNA. Both enzymes also sensed the sequence context of their respective substrates, as single nucleotide mutations within the RNA consensus sites either reduced (for METTL3/14 complex) or abolished (for METTL16) the methylation activity (Figure 1A). The METTL16-FL protein was also capable of using U6 snRNA and the full-length *MAT2A* hairpin (hp) 1 as substrates for methylation (Figure S1D). Thus, the purified m^6^A methyltransferases are able to discriminate their respective RNA substrates *in vitro*.

**Figure 1:**
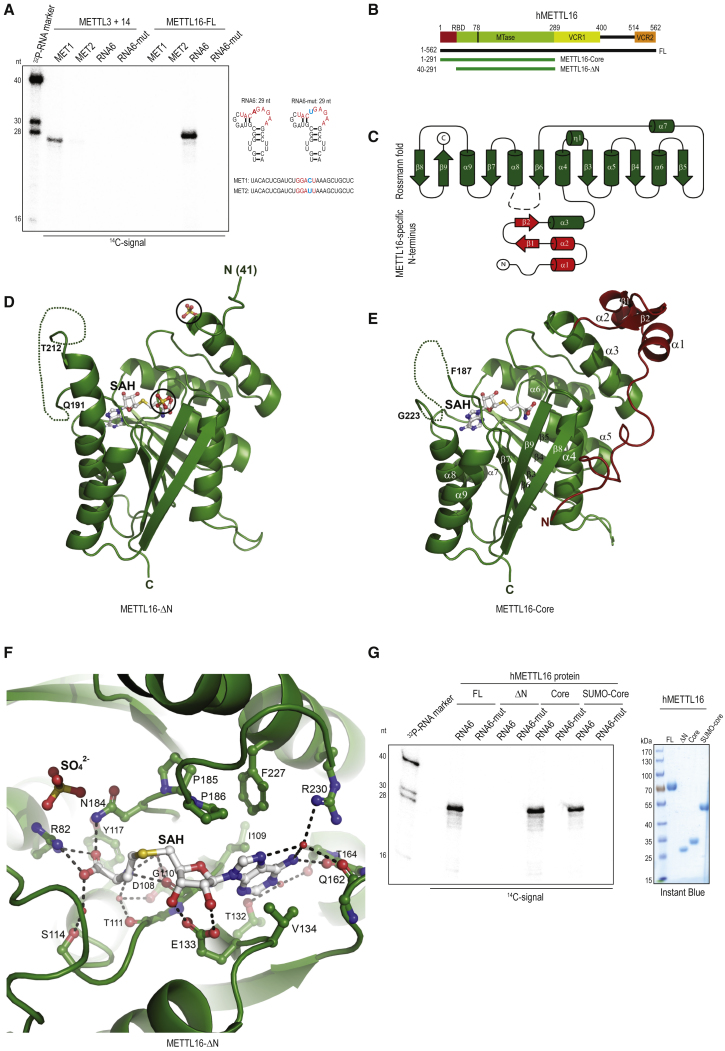
Structure of Human METTL16 Reveals an N-Terminal Module Essential for Activity (A) *In vitro* methylation assays of indicated full-length (FL) human m^6^A methyltransferases with ^14^C-SAM and different RNA substrates (right). Predicted structure of a short hairpin RNA (RNA6) derived from the longer *MAT2A* hairpin 1 (Pendleton et al., 2017) and its mutant (RNA6-mut) with A→U mutation of the methylated adenosine are shown. The MET1 RNA has the consensus site for methylation by the METTL3+METTL14 complex, while the MET2 RNA has a point mutation (C→U) of a conserved residue in the methylation consensus site (see Table S1). Single-stranded RNA markers (length in nucleotides, nt) are ^32^P-end-labeled. See also Figure S1D. (B) Domain architecture of human METTL16. RBD, RNA-binding domain (1–78 aa); MTase, methyltransferase domain; VCR, vertebrate conserved region. Boundaries of the two protein constructs crystallized in this study are indicated (in green). The ΔN version has an N-terminal deletion. (C) Schematic view of the MTase domain. Cylinders represent α helices, and arrows represent β strands. Regions shaded in red (α1-2 and β1-2) are seen only in the METTL16-core structure and together with α3 form a separate N-terminal module. (D) Model of the METTL16-ΔN construct (PDB 6GFK). Two-sulfate (SO_4_^2-^) ions visualized in the crystal structure are circled. A disordered loop between α8 and β6 is connected by a dotted line. SAH, S-adenosyl homocysteine. (E) Model of the METTL16-core construct (PDB 6GFN). The additional regions at the N terminus seen in this structure are shown in red. See also Figure S1G. (F) A zoom of the catalytic pocket in the METTL16-ΔN structure showing coordination of SAH. Catalytic residues N184, P185, P186, and F187 and position of a sulfate (SO_4_^2-^) ion are indicated. See also Figure S2A. (G) *In vitro* methylation assays showing that METTL16-ΔN protein is inactive. The METTL16-Core protein was used as untagged or tagged (SUMO) versions. See also Figure S2C. Quality of proteins used is shown on the right. Protein molecular weight markers (in kilo Daltons, kDa) are indicated.

To obtain structural information on METTL16, we identified stable protein domains by limited proteolysis (Figure S1E). Two constructs (core, 1–291 aa; and ΔN, 40–291 aa) encompassing the methyltransferase domain (MTase) were expressed in *E. coli* and crystallized (Star Methods) (Figures 1B and S1B). Consistent with the SAM-dependent methyltransferase activity of METTL16, both structures reveal a Rossmann fold composed of a central seven-stranded β sheet (strands β3–β9) flanked by three α helices each (helices α4–α6 and α7–α9) (Figures 1C–1E). The complexed byproduct of the SAM-dependent methylation reaction, *S*-adenosyl homocysteine (SAH), is coordinated by a hydrogen bond interaction network with the highly conserved (Figure S1A) amino acid residues R82, D108, G110, T111, S114, E133, Q162, N184, and R230 (Figures 1F, S1G, and S2A). The methyl donor SAM is presumed to fit into the same surface-exposed pocket. The catalytic residues NPPF (184–187 aa) are present in a loop positioned in close proximity to the SAH molecule (Figures 1E, 1F, and S2A). Point mutations (PP185–186AA or F187G) of these residues abolish m^6^A RNA methyltransferase activity on a *MAT2A* hairpin substrate when tested *in vitro* (Figures 2D and S2D). All these key features define METTL16 as a SAM-dependent methyltransferase.

**Figure 2:**
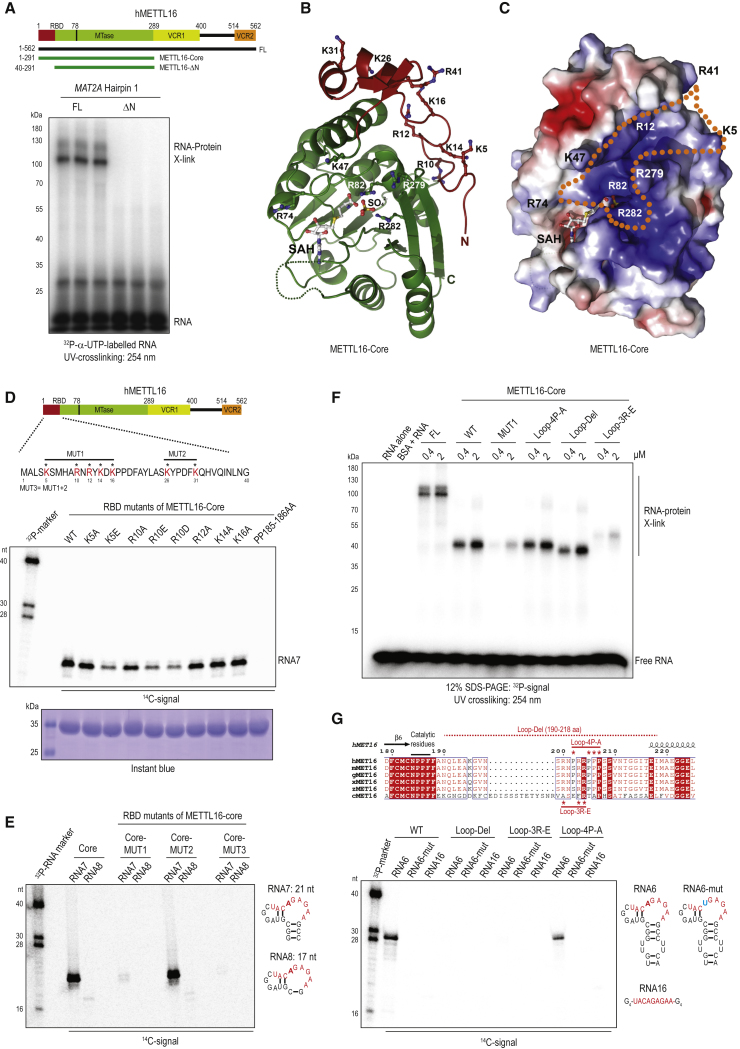
The N-Terminal Module of Human METTL16 Is Required for Substrate RNA Binding (A) Domain architecture of human METTL16. UV crosslinking assay (triplicate reactions) showing RNA-protein crosslinks (X-link) between human full-length (FL) METTL16 and *MAT2A* hairpin 1 RNA. See also Figure S2C for *in vitro* methylation with the same proteins and RNA. (B) Overview of the METTL16-core MTase domain. Key positively charged residues that create the RNA-binding groove are indicated. Note that residues K26 and K31 when mutated (MUT2) do not affect activity. SAH, S-adenosyl homocysteine; SO_4_^2-^, position of a sulfate ion as seen in METTL16-ΔN is shown. The disordered loop with catalytic residues is shown as a dotted line. (C) Surface charge representation of the METTL16-core MTase domain showing a positively charged (blue) groove (outlined) leading from the N terminus to the catalytic pocket. (D) Cartoon showing the N-terminal 40 amino acids of human METTL16, with the highlighted positively charged residues that were mutated (red, with asterisks). Gel shows the *in vitro* methylation assay with wild-type (WT) or indicated point mutant METTL16-core proteins. Quality of recombinant proteins used is shown below the gel. RNA7 was used as an RNA substrate (see Table S1). Single-stranded RNA markers (length in nucleotides, nt) are ^32^P-end-labeled. See also Figure S2D. (E) *In vitro* methylation assay with RNAs indicated and mutants carrying multiple point mutations on the N-terminal module (see D). See also Figure S2E for additional mutations within the RNA binding groove. (F) UV crosslinking assay with METTL16 proteins indicated and ^32^P-end-labeled RNA6. The positions of the free RNA and RNA-protein crosslinks (X-link) are shown. Control binding reactions are carried out without any protein (RNA alone) or with bovine serum albumin (BSA). (G) Sequence alignment of METTL16 orthologs showing the catalytic residues and disordered loop region. See also Figure S1A. Deletions and mutations introduced into the loop in the context of the METTL16-core construct are indicated. *In vitro* methylation assay with indicated proteins and RNAs is shown below. Quality of proteins used is shown in Figure S2F.

Three additional observations can be made from our structures. First, and most striking, is the presence of an N-terminal module (1–78 aa) in the core structure that is appended to the α4 of the Rossmann fold and that consists of three helices (α1–α3) and two short β strands (β1 and β2) (Figures 1C and 1E). This module is flexible, as shown by proteolysis, with only α3 remaining in the ΔN structure (Figures 1D and S1E). Second, the loop containing the catalytic residues NPPF (N184–F187) is part of a larger stretch of 35 amino acids that links β6 to α8, and it is disordered in both structures (dotted lines in Figures 1D and 1E). While 20 residues between Q191 and T212 are not visible in the ΔN structure, a much larger region (35 residues) between F187 and G223 lacks density in the core structure (Figures 1D and 1E). This loop in *C. elegans* is even longer (48 aa) and shows poor overall sequence conservation with its vertebrate orthologs (Figure S1A). Given its strategic location, it may be involved in contacting the bound RNA substrate during catalysis. Third, the ΔN structure reveals the presence of two sulfate ions (SO_4_^2-^) (Figure 1D), one of which is next to R82 (one of the residues coordinating SAH), likely mimicking how an RNA substrate might access the catalytic pocket (Figure 1F).

To test whether these structures are representative of catalytically active versions of the METTL16 MTase domain, we incubated the recombinant proteins with ^14^C-SAM and a 29 nt RNA (RNA6) derived from the *MAT2A* hp 1. The full-length METTL16 and the core domain versions were able to methylate this RNA (RNA6) at a specific adenosine residue (A17) within the nonamer UAC**A**GAGAA motif (Figure 1G). In contrast, a mutant hairpin (RNA6-mut) with A17U mutation was not methylated. To our surprise, even though the ΔN-truncated version (40–291 aa) has a similar conformation in terms of the Rossmann fold and catalytic residues, it was inactive (Figure 1G). A similar situation is seen even when the full-length *MAT2A* hairpin 1 is used (Figure S2C). Taken together, our two structures reveal an architecture where the MTase domain is attached to a METTL16-specific N-terminal module that is essential for activity.

### The N-Terminal Module of METTL16 Is Essential for RNA Binding, while a Disordered Loop Is Required for Catalysis

Given that the METTL16-ΔN domain is inactive as an MTase, we examined whether it can bind RNA substrates using UV crosslinking experiments. Incubation of METTL16-FL with a body-labeled *MAT2A* hp 1 RNA gave an RNA-protein crosslink consistent with RNA binding, while the ΔN version did not reveal such an interaction (Figure 2A). This aligns with the observed lack of methylation activity of the ΔN protein when the same RNA substrate was used (Figure S2C). Examination of the primary sequence of the N-terminal module revealed the presence of several highly conserved positively charged residues that can potentially be involved in mediating interaction with RNAs (Figure S1A). Indeed, when mapped onto the METTL16-core structure, these reveal a positively charged cluster (K5, R10, R12, K14, K16, and R41) that forms the entrance of a wide deep-cut groove (Figures 2B and 2C). With additional contributions from the N-terminal module (K47 and R74) and those from within the Rossmann fold (R82, R279, and R282), the groove runs all the way to the catalytic pocket containing the bound SAH (Figures 2B and 2C). The residues K47 and R279 serve to constrict the space within this groove, while R74 overlooks the ridge that surrounds the SAH-binding pocket. Crucially, R82 and R282, that are centrally located close to the SAH molecule itself, coordinate one of the negatively charged sulfate ions (SO_4_^2-^) that we found in the ΔN structure (Figures 1D and 2C), potentially mimicking how an RNA substrate might position itself on the enzyme.

To directly examine the role of these N-terminal residues in RNA-binding and hence catalytic activity, we individually converted positively charged residues to neutral alanine. Interestingly, mutant METTL16-core versions carrying the single point mutations K5A, R10A, R12A, K14A, and K16A did not affect RNA methylation activity (Figures 2D and S2D). However, individual mutations into a negatively charged residue (K5E, R10E, and R10D) had a more discernible impact by reducing RNA methylation activity (Figure 2D). These individual mutations did not completely abolish activity as seen in the catalytic-dead mutant PP185-186AA, indicating that these might merely reduce RNA binding. Strikingly, a combined mutant with all five residues converted to alanine (MUT1: K5A, R10A, R12A, K14A, and K16A) completely eliminated RNA methylation activity (Figure 2E). In contrast, a combined mutation of charged residues not lining the potential RNA-binding groove (MUT2: K26A and K31A) (Figure 2B) did not affect RNA methylation activity (Figure 2E). Consistently, a further mutant (MUT3) containing all the mutations made in MUT1 and MUT2 did not show any activity. To examine RNA binding, we performed UV crosslinking experiments (Figure 2F). As expected, the full-length METTL16 and the METTL16-core version bound the 5′ end-labeled RNA. In contrast, the METTL16-core version carrying the combined MUT1 mutations showed highly reduced binding. These results provide a structural rationale for absence of RNA binding and RNA methylation activity in the METTL16-ΔN protein.

We extended the mutational analyses to the other positively charged residues lining the putative RNA-binding groove. Mutation of the residues K47 and R279 that form a claw-like constriction of the groove either reduces (in the case of K47E) or abolishes (in R279E or double mutant K47E+R279E) methylation activity (Figure S2E). Mutation of other residues R82E, R282E, and R74E also abolishes activity, confirming their involvement in construction of the putative RNA-binding groove.

Next, we probed the importance of the disordered loop containing the catalytic residues (Figure 2G). Confirming its critical role, deletion of most of the loop (190–218 aa) abolishes *in vitro* methylation. In fact, loss of methylation can be reproduced by just three point mutations (Loop-3R-E: RRR-200-203-204-EEE) converting positive charges to negative residues, while mutation of four prolines (Loop-4P-A) within the loop did not affect methylation activity (Figure 2G). Interestingly, deletion of the disordered loop did not have an adverse effect on RNA binding, as measured by UV crosslinking (Figure 2F). However, the Loop3R-E mutant displayed highly reduced RNA binding, probably due to repulsion of RNA. These results indicate that the loop, per se, is not required for RNA binding, but has a potential catalytic role by directly contacting the RNA for proper positioning within the catalytic pocket.

In conclusion, our structure-informed mutagenesis study traces an RNA-binding groove lined by positively charged residues contributed by the N-terminal module and the MTase domain itself. This facilitates RNA binding, and thus promotes RNA methylation activity. In addition, we identify a disordered loop that is essential for catalysis.

### METTL16 Prefers Structured RNAs as Substrates for m^6^A Methylation *In Vitro*

The two known methylation targets of METTL16 are structured RNAs: the U6 snRNA and *MAT2A* hp 1 (Pendleton et al., 2017, Warda et al., 2017). To identify the RNA features that can allow *in vitro* methylation by METTL16, we carried out truncations/mutations of the *MAT2A* hp1. The *MAT2A* hp RNAs with reductions in the stem region beyond three base pairs fail to get methylated (Figures 3A, S2B, S3A, and S3B) (Pendleton et al., 2017). Activity can be restored by an artificial six base pair C/G stem (RNA5), indicating the critical requirement for any stem region (Figures 3A and S1D). On the other hand, presence of the nonamer motif in a single-stranded context, when flanked by a run of Gs (RNA16), did not support methylation (Figure 3B). Interestingly, an RNA where the nonamer motif is flanked by a run of Us (RNA9) is a substrate (albeit weak) for METTL16, likely because it has the potential to form a structured feature (Figures 3A, 3B, and S3B). To test the importance of the nonamer itself, we introduced three mutations within this motif (RNA30), which abolished activity (Figure 3C). Additional mutations, in the form of randomizations of the motif sequences (RNA28 and RNA29), also abolished activity (Figure 3C). Lastly, an RNA with only the central C**A**G flanked by Us (RNA10) was inactive, reaffirming the importance of this nonamer motif for methylation (Figure 3A). Taken together, these studies indicate that the nonamer sequence in the context of a secondary structure feature is essential for METTL16 methylation activity *in vitro*.

**Figure 3:**
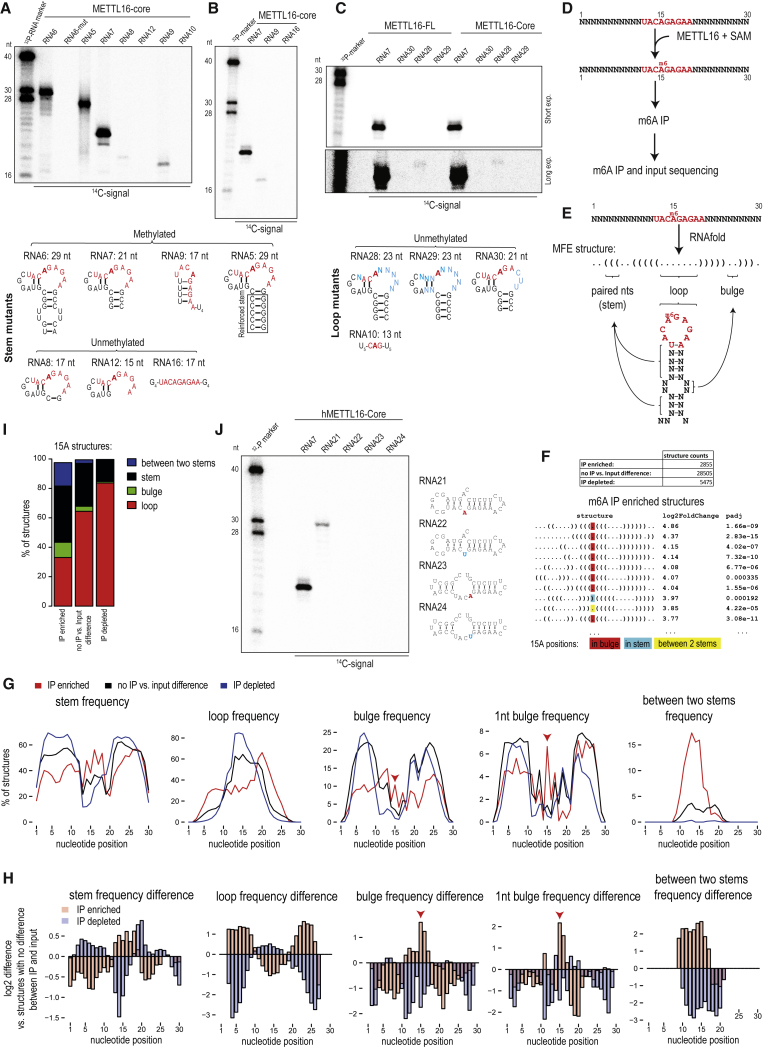
METTL16 Requires Structured RNA for m^6^A Methylation (A) *In vitro* methylation assay with RNAs carrying truncations of the stem region. See also Figure S3A. The predicted structures of RNAs used are shown below. (B) *In vitro* methylation assay. (C) *In vitro* methylation assay with RNAs carrying mutations in the nonamer consensus sequence (shown below). Short and long exposures of the gel are shown. (D) Scheme of an *in vitro* methylation experiment using a library of randomized (N = any of the four nucleotides) RNA oligos. (E) For each sequence, we predicted the minimum free energy (MFE) secondary structure using RNAfold (STAR Methods). A model structure is shown in dot bracket notation. (F) The representation of individual structures (corresponding to unique dot bracket notation) was compared between m^6^A-IP samples and input samples. Top ten IP-enriched structures are shown. The 15th position adenosine (A) that is in the consensus nonamer sequence is highlighted. (G) Frequency of structures forming stem, loop and other selected features at individual positions is shown. The IP-enriched structures have increased frequency of 15A (red arrowhead) in a bulge and surrounded by double-stranded regions (stems), pointing to specific structural requirements of RNA substrates for METTL16. (H) Structures enriched or depleted in m^6^A IP were compared to those that do not show such difference (between IP and input). While the IP-enriched structures have higher proportion of 15A (red arrowhead) forming a bulge or lying between two stems, the IP-depleted structures show the opposite trend, with lack of structures with 15A in a bulge or in between two stems. (I) The barplot shows the proportion of structural features in which the 15A was found. Note the high proportion of structures with 15A in the bulge and between two stems, among the m^6^A IP-enriched structures. See also Figure S3. (J) *In vitro* methylation assay with METTL16-core protein and RNAs (RNA21 and RNA23) selected from randomized library methylation experiment (D). This confirms the specific methylation of 15A which is in a 1 nt bulge (in RNA21, but not in mutant RNA22).

To probe the secondary structure requirements in an unbiased manner, we carried out *in vitro* methylation reactions with recombinant full-length METTL16 and a library of randomized 30 nt single-stranded RNAs carrying a central nonamer motif (Figure 3D). 

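The deposited table of this experiment gives, for each predicted structure, a value in 2 input libraries and 2 m6A-IP libraries, from the methylation reactions numbered 11 and 12. The authors summed the reads of all RNAs that share a structure and divided them by a DESeq2 size factor of the library. The table lists 36835 structures, each a fold of the whole 30-nt RNA in dot bracket notation, so that position 15 is the adenosine of the nonamer that can be methylated. Divided by the step between its values, the table holds 20454163 and 18106811 reads for the input libraries of reactions 11 and 12, 22118622 reads for the m6A-IP library of reaction 11 and 1154715 reads for that of reaction 12. These are between 95.7% and 96.0% of the filtered reads in Table S2. The median structure had 106, 95, 114 and 6 reads in these 4 libraries, and 843 structures had no read in the m6A-IP library of reaction 12, so its values are coarse. For the test, 5 was added to the values, log2 was taken, and the m6A-IP libraries were compared with the input libraries by limma's moderated test with a mean-variance trend, with Benjamini-Hochberg adjustment and a threshold of 0.1 on the adjusted p. The files hold no library from RNA that was not incubated with METTL16, so enrichment is always relative to the input of the same reactions.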

Subsequently, a part was retained as input while the rest was used for immunoprecipitation (IP) of methylated RNAs with the anti-m^6^A antibody (Figure 3D). Sequences were identified by deep sequencing and preferred secondary structures of these sequences were examined using RNAfold (STAR Methods; Table S2) (Figure 3E). We identified ∼2,800 predicted structures (referring to unique dot bracket notations) to be enriched in the m^6^A-IP library (Figure 3F).

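In the limma test, 4621 structures were enriched in the m6A-IP libraries, 10036 were depleted and 22178 showed no difference, so 31.5% of the structures past the threshold were enriched. When the libraries were scaled to their totals in place of the authors' size factors, the median log2 fold change of all structures moved from -0.27 to -0.06, and 8299 structures were enriched and 9130 depleted, 47.6% of those past the threshold. The number of enriched structures was 11188 without the m6A-IP library of reaction 12, 8436 without that of reaction 11, 871 without the input library of reaction 11 and 855 without that of reaction 12. In the authors' deposited table, whose adjusted p come from DESeq2, 2855 structures are enriched and 5475 depleted at the same threshold. Of these, 2708 (94.9%) and 5429 (99.2%) were also enriched or depleted in the limma test, and none passed the threshold in the opposite direction. On simulated values for the 36835 structures with 200 of them changed, the limma test found 73% of those changed by 2 on the log2 scale and 26% of those changed by 1, with 0 false calls. Far more structures pass in the data, where adjustment is less strict, so these percentages do not give the power of the test there. The simulation gave all libraries a dispersion of 0.005, the lowest value allowed, set from the input libraries. In the data the m6A-IP libraries varied more, with limma array weights of 0.256 each against 3.91 for the input libraries. The 0 false calls therefore do not measure false calls in the data.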

To find out whether specific structural features are important for methylation, we focused on selected secondary structural features (i.e., stems, loops, bulges, and nucleotides lying between two stems) and compared the frequencies of these features for individual nucleotide positions between the m^6^A-enriched, non-enriched, and m^6^A-depleted structures (Figures 3G and 3H), or directly between the sequenced oligos (Figures S3C and S3D). Analysis indicates that the nonamer sequence motif of m^6^A-enriched structures occurs with a higher frequency in a paired stem region. However, the 15th nt adenosine that is expected to be methylated within the motif is often not paired and more frequently present in a 1 nt bulge. 

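Pairing was counted over the 9 positions of the nonamer, positions 12 to 20 of the RNA. On average 3.33 ± 2.10 of these positions (SD over 4621 structures) were paired in enriched structures, 2.86 ± 1.69 (SD over 22178) in structures without a difference and 2.71 ± 1.62 (SD over 10036) in depleted structures. At least 3 of the 9 positions were paired in 65.4% of the enriched structures and in 61.0% of those without a difference (two-sided Fisher's exact test across structures, p = 3.3e-08), and in 56.2% of the depleted structures (p = 4.9e-16 against those without a difference). Structures are not independent replicates. Position 15 itself was in a stem in 37.7% of the enriched structures (95% Wilson interval 36.4% to 39.1%), in 30.8% (30.2% to 31.4%) of those without a difference and in 16.4% (15.7% to 17.2%) of the depleted structures. The first of these differences had p = 9.5e-20 in Fisher's exact test. Without the input library of reaction 11 the percentage in enriched structures was 31.3% and the difference was not past the threshold of 0.05 (p = 0.081), and without that of reaction 12 it was 30.9% (p = 0.135).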

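Position 15 formed a 1-nt bulge in 156 of the 4621 enriched structures (3.38%, 95% Wilson interval 2.89% to 3.94%), in 106 of the 22178 without a difference (0.478%, 0.395% to 0.578%) and in 7 of the 10036 depleted structures (0.0697%, 0.0338% to 0.144%). Two-sided Fisher's exact test across structures gave p = 1.1e-53 for enriched structures and p = 1.3e-10 for depleted structures, each against those without a difference. These intervals do not cover the choice of libraries. The percentage in enriched structures was 10.7% without the input library of reaction 11, 11.0% without that of reaction 12, 2.11% without the m6A-IP library of reaction 11 and 1.95% without that of reaction 12. In depleted structures it was 0% without either input library, and 0.266% and 0.106% without the m6A-IP library of reactions 11 and 12. Structures without a difference had 0.464% and 0.334% in these last fits. Among the 10 enriched structures with the largest log2 fold change in the limma test, 9 had position 15 in a 1-nt bulge, and among the top 100 there were 43. The structure with the largest change, .........(((((.(((...)))))).)), had normalized values of 7.78 and 5.85 in the input libraries and 165 and 104 in the m6A-IP libraries, a log2 fold change of 3.53 (standard error 0.30, limma adjusted p = 0.014). It held 15 reads in the m6A-IP library of reaction 12. Of the structures with a mean of at least 1000, ...........(((.((((...))))))). ranked highest, with values of 182 and 191 in the input libraries and 2160 and 1553 in the m6A-IP libraries, a log2 fold change of 3.26 (standard error 0.20, limma adjusted p = 0.014). Position 15 is in a 1-nt bulge in both. By the log2 fold change in the authors' deposited table, the first of them ranks 2, with 4.37. It comes behind ...((....))(((.(((....)))))).., with 4.86, which also has position 15 in a 1-nt bulge. In a bulge of any size or an interior loop, position 15 was found in 9.37% of the enriched structures, 4.12% of those without a difference and 1.02% of the depleted structures. Adding the reads of all structures with a 1-nt bulge at a given position, the mean log2 ratio of m6A-IP to input was 1.55 at position 15, and its median over the other 25 positions was -0.22. It was above 0 at 6 of these, among them position 16 with 0.81 (21 structures), position 17 with 0.62 (553 structures) and position 20 with 1.31 (3 structures).

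**Figure D1:**
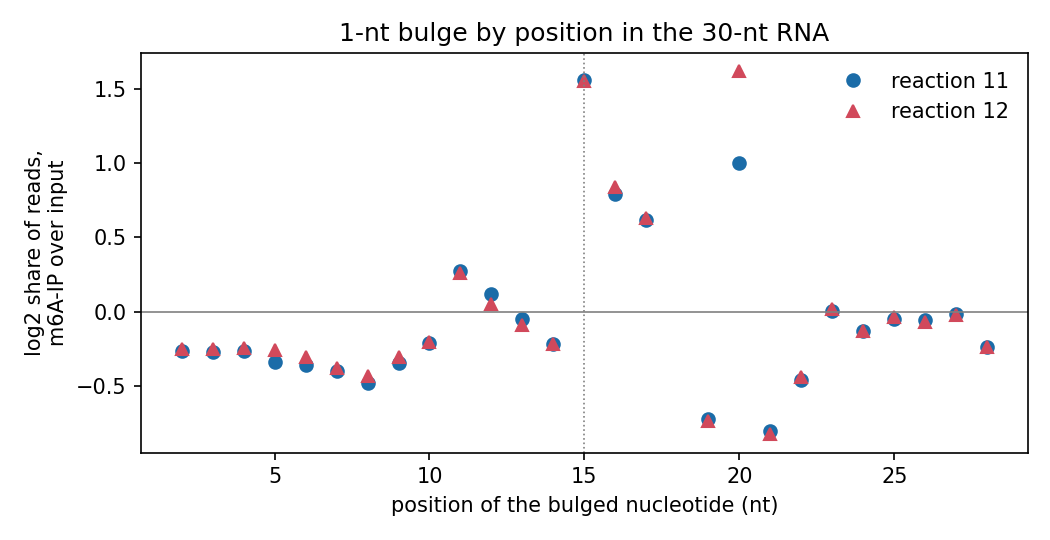
Log2 ratio of the share of m6A-IP reads to the share of input reads in structures with a 1-nt bulge, by position of the bulged nucleotide in the 30-nt RNA, for reactions 11 (circles) and 12 (triangles). Position 15 is at 1.56 and 1.55, and position 20, with 3 structures, is at 1.00 and 1.62.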

There is also a higher frequency for the unpaired 15A to lie between two stems (Figures 3G–3I). m^6^A IP-enriched and IP-depleted sequences show an opposing trend affirming the importance of an unpaired adenosine surrounded by local double-strands for methylation (Figure 3H). Indeed, an RNA (RNA 21) representative of the structure enriched in the m^6^A-IP (15th position adenosine in a bulge between two stems) supports methylation by METTL16 (Figure 3J). This is specific as methylation is abolished when the 15th position A is mutated to U (RNA22) (Figure 3J). However, another RNA (RNA23) did not show any methylation activity (Figure 3J). These results show that the nonamer motif does not necessarily have to adopt a loop structure for activity but that the target adenosine must be unpaired and surrounded by stems. 

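Position 15 lay unpaired between both stems of a structure in 600 of the enriched structures (13.0%, 95% Wilson interval 12.0% to 14.0%), in 544 of those without a difference (2.45%, 2.26% to 2.66%) and in 3 of the depleted structures (0.0299%, 0.0102% to 0.0879%), with p = 4.5e-171 and 1.0e-83 in Fisher's exact test against those without a difference. The percentage in enriched structures was 23.4% and 23.3% without the input library of reactions 11 and 12, and 9.02% and 8.51% without the m6A-IP library of these reactions. In depleted structures it was 0% without either input library, and 0.673% and 0.139% without the m6A-IP library of reactions 11 and 12. These last values lie outside the interval above but below the 3.18% and 1.66% of structures without a difference in the same fits. Placed at each position in turn, this arrangement exceeded its percentage in structures without a difference by 11.1 percentage points at position 13 and by 10.5 at position 15. In a hairpin loop, position 15 was found in 38.9% (37.5% to 40.3%) of the enriched structures, 62.3% (61.6% to 62.9%) of those without a difference and 82.5% (81.7% to 83.2%) of the depleted structures, with p = 8.3e-187 and 2.6e-306. Weighting each structure by its input reads left the order for the hairpin loop, at 21.5% of enriched, 35.1% of unchanged and 72.4% of depleted structures. The 3 depleted structures with the largest change have position 15 in a hairpin loop, with log2 fold changes from -3.18 to -3.15, and had no read in the m6A-IP library of reaction 12. Their values ranged from -4.95 to -4.33 without the m6A-IP library of reaction 11 and from -1.97 to -1.40 without that of reaction 12, and 2 of the 3 did not pass the threshold in the authors' deposited table. The paper concludes that an unpaired adenosine next to double-stranded regions is important for methylation by METTL16. It draws on opposite frequencies in enriched and depleted structures and on methylation assays of single RNAs. Position 15 was in a stem, however, in 37.7% of the enriched structures, 30.8% of those without a difference and 16.4% of the depleted structures. An unpaired position 15 by itself was thus not more frequent in enriched structures, where it was less often in a hairpin loop.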

Taken together, we reveal that besides the sequence motif there is a structural requirement for a nonamer to serve as a substrate for METTL16 methylation.

### Mouse METTL16 Regulates Embryonic *Mat2a* mRNA Levels and This Is Essential for Embryonic Development

To uncover the endogenous targets of METTL16, we created a knockout allele (*Mettl16*^*-*^) by inserting a triple-stop codon cassette into exon 3 of the mouse *Mettl16* genomic locus (Figures 4A, S4A, and S4B; STAR Methods). Heterozygous (HET) *Mettl16*^*+/−*^ mice of both sexes are viable and fertile. Intercrosses between them provided litters that were completely devoid of any homozygous (KO) *Mettl16*^*−/−*^ animals, indicating potential embryonic lethality (Figure S4C).

**Figure 4:**
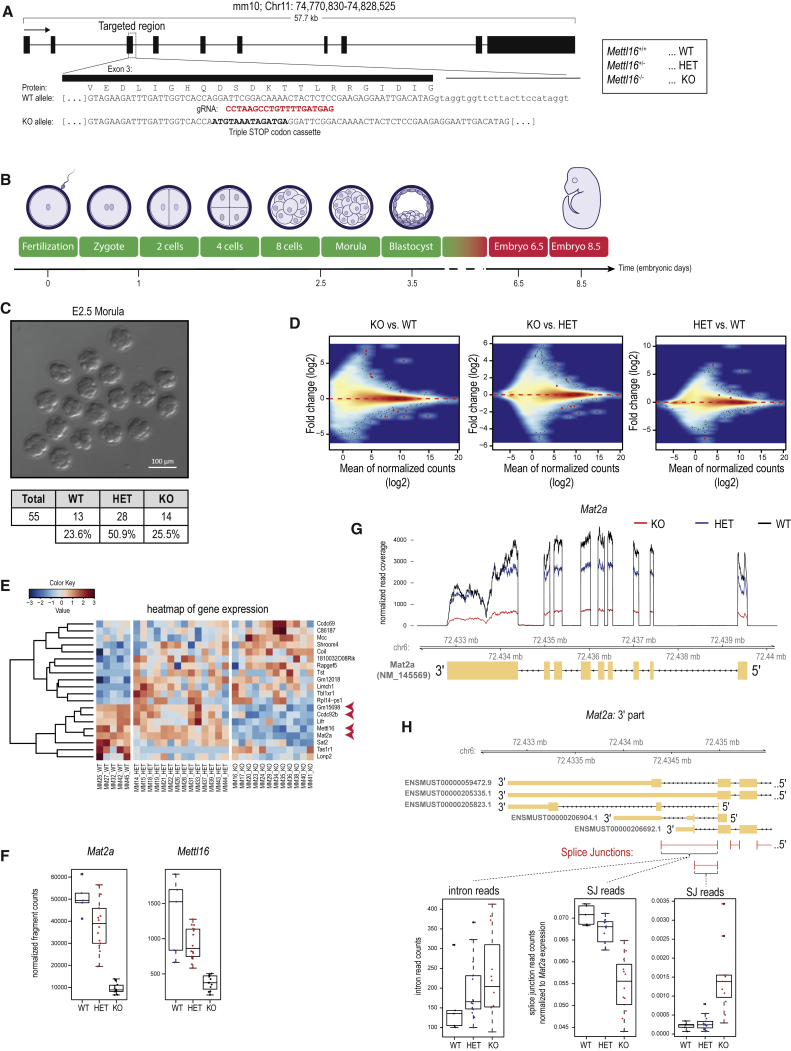
Reduced *Mat2a* mRNA Levels and Embryonic Lethality around Implantation Stage in the *Mettl16* Mutant Mice (A) Generation of a *Mettl16* knockout (KO) allele. See also Figure S4A and STAR Methods. (B) Timeline of mouse embryogenesis. Embryonic day 2.5 (E2.5) embryos referring to 16-cell morula stage, E3.5 blastocysts, and E6.5 and E8.5 embryos were collected for genotyping. KO embryos were detected in expected Mendelian ratios till E3.5 (colored in green), but at sub-Mendelian ratios at E6.5 or none beyond (colored in red). See also Figures S4C–S4F. (C) Genotyping of E2.5 embryos from *Mettl16*^+/−^ x *Mettl16*^+/−^ crosses confirmed the expected Mendelian ratios among the genotypes. Scale bar in μm is indicated. (D) Transcriptome of individual isolated E2.5 embryos of *Mettl16*^−/−^ (KO), *Mettl16*^+/−^ (HET), and *Mettl16*^+/+^ (WT) was sequenced and compared between the genotypes. The MA plots show a very limited number of differentially expressed genes (red dots, adjusted p ≤ 0.1). See also Figure S5. (E) Heatmap shows the expression of genes with significant differential expression between any two genotypes (adjusted p ≤ 0.1). Genes differentially expressed in *Mettl16*^−/−^(KO) when compared to both *Mettl16*^+/−^ (HET) and *Mettl16*^+/+^ (WT) are marked by red arrowhead. (F) The boxplots show the expected downregulation of the targeted gene (*Mettl16*) in KO samples, as well as the downregulation of *Mat2a*. Transcript levels of individual samples are shown as dots. See also Figure S5C. (G) Normalized read coverage along the *Mat2a* locus demonstrates the overall depletion in the KO. Note that the gene is on the Crick strand, so it goes from right to left. (H) Lack of METTL16 results in aberrant splicing of the last intron. The reads spanning the splice junction (SJ) of last *Mat2a* (ENSMUST00000059472.9) intron are significantly depleted in the KO even when normalized to overall *Mat2a* transcript levels. This is accompanied by slight increase for intron reads and increased usage of alternative 3ʹ splice-site characteristic for the ENSMUST00000206904.1 and ENSMUST00000206692.1 variants. See also Figure S5D.

After fertilization of the oocyte by the sperm, the 1-cell zygote goes through mitotic divisions to take it through a totipotent 2-cell stage, followed later by the pluripotent 16-cell morula seen at embryonic day 2.5 (E2.5) and 32- to 64-cell blastocyst at E3.5. Subsequently, the embryo becomes implanted in the uterine wall and proceeds into post-implantation development (Figure 4B). To examine the embryonic arrest in the *Mettl16* mutant, we first isolated E2.5 morula from superovulated *Mettl16*^*+/−*^ females crossed with *Mettl16*^*+/−*^ males (Figure 4C). Visual examination revealed no apparent differences in the embryos at this stage. Examination of E3.5 blastocysts resulted in a similar conclusion (Figure 5A). Indeed, genotyping of individual embryos confirmed the presence of all genotypes in the expected Mendelian ratios at both E2.5 and E3.5 (Figures 4C and 5A). However, examination of post-implantation embryos at E8.5 and E12.5 indicated a total absence of the knockout genotype, but E6.5 KO embryos (1.9%) were detected at sub-Mendelian ratios (Figures S4D–S4F). These results indicate that the *Mettl16*^*−/−*^ knockout mutation allows embryonic development until blastocyst stage but causes developmental arrest around the time of implantation.

**Figure 5:**
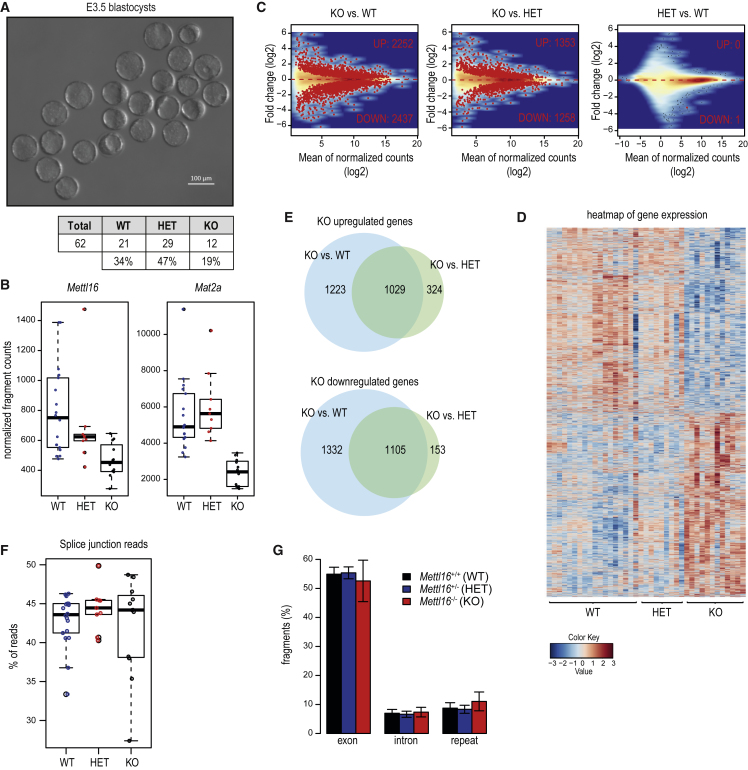
E3.5 *Mettl16*^−/−^ Blastocysts Display Normal Morphology but Vast Transcriptome Dysregulation (A) E3.5 *Mettl16*^−/−^ KO embryos display normal morphology and their counts from *Mettl16*^+/−^ x *Mettl16*^+/−^ crosses correspond to expected Mendelian ratios among the genotypes. Scale bar in μm is indicated. (B) The boxplots show the expected downregulation of the targeted gene (*Mettl16*) in KO samples, as well as the downregulation of *Mat2a*. Transcript levels of individual samples are shown as dots. See also Figure S6A. (C) MA plots comparing the expression between the genotypes reveal that the vast number of genes are dysregulated in the *Mettl16*^−/−^ KO embryos. The genes with significantly different expression are shown as red dots (adjusted p ≤ 0.1). (D) Heatmap shows the expression of 5,166 genes with significant differential expression between any two genotypes (adjusted p ≤ 0.1). Note the massive dysregulation in the KO embryos. See also Figures S6B–S6D. (E) Venn diagrams compare the lists of dysregulated genes when *Mettl16*^−/−^ expression is compared to *Mettl16*^+/−^ or to *Mettl16*^+/+^. (F) Comparison of proportion of reads encompassing splice junctions does not reveal a difference in splicing between individual genotypes. (G) Global transcription from exons, introns, and repeats is not affected in *Mettl16*^−/−^. Error bars refer to SD.

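The data on E2.5 embryos are the authors' own DESeq2 comparisons of 5 WT, 14 HET and 12 KO embryos, 31 in all. One deposited table lists 20330 genes, from estimated counts by Salmon on RefSeq transcripts, and another the single exons and introns of transcripts on mm10, counted by featureCounts. Each row gives the mean normalized count over all embryos, a log2 fold change and an adjusted p, and no value per embryo, so no SD between embryos can be given and no embryo can be left out. Mean normalized counts per genotype were derived here from the overall mean, the fold changes and the embryo numbers, and are approximate. Where an adjusted p occurs only once in its column, the unadjusted p and the standard error were calculated back from it, and of 5000 simulated genes this could be done for 475, for which it returned the standard errors used. Table S2 gives 23023349 to 34131480 reads per WT embryo (median 31126991), 28734242 to 35295970 per HET embryo (median 33258307) and 29378767 to 36987647 per KO embryo (median 32467706). An adjusted p of at most 0.1 counts as differentially expressed here.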

To evaluate the impact of loss of METTL16, we sequenced the transcriptomes of individual 16-cell morulas at E2.5 originating from heterozygous *Mettl16*^*+/−*^ crosses. Embryos were genotyped based on presence or absence of specific *Mettl16* reads (STAR Methods), and gene expression levels were compared between different genotypes (Figure 4D). We find 20 genes to be differentially expressed between the different genotypes (WT, HET, and KO) (Figure 4E; Table S3). However, only four genes are consistently different in the KO embryos when compared to both WT and HET (marked with red arrowheads in Figures 4E and S5B). 

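In the authors' deposited table, 12 genes pass the threshold in KO against WT (6 higher and 6 lower), 8 in KO against HET (3 higher and 5 lower) and 7 in HET against WT (5 higher and 2 lower), 20 different genes in all. These are 0.0672% of the 17854 genes with an adjusted p in KO against WT and 0.0396% of 20193 in KO against HET. Many of the 20 have few counts. Tst, for example, had a derived mean of 0.208 normalized counts in WT, 17.5 in HET and 22.7 in KO embryos. The derived totals of normalized counts differed between genotypes by -0.07 on the log2 scale in KO against WT and 0.02 in KO against HET.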

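The 4 genes that the authors' deposited table lists past the threshold in both KO comparisons are Mat2a, Mettl16, Gm15698 and Ccdc92b, all lower in KO embryos. Both comparisons use the same KO embryos, so their fold changes are correlated without any effect. Over 8161 genes with a mean of at least 100, Pearson's r across genes was 0.286, against 0.398 in 100 simulations of unchanged groups of these sizes, and no gene was called in both comparisons in the simulations. Since the simulated groups hold no changed gene, few calls of any kind can arise in them. The KO against HET fold change had the sign of KO against WT in 57.8% of the genes, against 63.0% simulated. Mat2a lies on chromosome 6 and the other 3 genes lie on chromosome 11.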

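The gene targeted in the KO line lies on chromosome 11 of mm10 from 74770830 to 74828525. Its derived mean in E2.5 embryos was 1328 normalized counts in WT, 929 in HET and 373 in KO, so KO embryos had 28.1% of the WT and 40.1% of the HET level of Mettl16. The authors' deposited table gives log2 fold changes of -1.83 against WT (DESeq2 adjusted p = 4.3e-11) and -1.32 against HET (adjusted p = 3.1e-10), with standard errors of 0.23 and 0.17 calculated back from these. HET embryos had 69.9% of the WT level, a difference that did not pass the threshold. Each of the 10 exons of Mettl16 was lower in KO than in WT embryos, with log2 fold changes from -2.13 to -1.33 in the authors' deposited table, while 5 of its 9 introns were higher and 4 lower and none passed the threshold.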

Examination of transcript changes in the individual embryos reveals an expected and consistent downregulation of *Mettl16* in the KO embryos (Figure 4F). 

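Mat2a, on chromosome 6 of mm10 from 72432799 to 72439558 on the minus strand, had a derived mean of 50596 normalized counts in WT, 38081 in HET and 9545 in KO embryos at E2.5. The authors' deposited table gives log2 fold changes of -2.41 in KO against WT (DESeq2 adjusted p = 2.7e-31, back-calculated standard error 0.19) and -2.00 in KO against HET (adjusted p = 5.0e-40, back-calculated standard error 0.14), the smallest adjusted p of all genes in both comparisons. KO embryos thus had 18.9% of the WT and 25.1% of the HET level, or 5.30-fold and 3.99-fold less. Summing the authors' exon counts in place of the Salmon estimates gave -2.42 against WT.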

Strikingly, the most significantly dysregulated transcript was *Mat2a*, which displays a 5-fold downregulation in the KO embryos. 

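Apart from Mat2a and Mettl16, Ccdc92b and Gm15698 were lower in KO than in both WT and HET embryos at E2.5. Ccdc92b, on chromosome 11 from 74619605 to 74641516, had a derived mean of 687 normalized counts in WT, 583 in HET and 222 in KO embryos, and log2 fold changes of -1.63 against WT (DESeq2 adjusted p = 0.048) and -1.39 against HET (adjusted p = 0.0064) in the authors' deposited table. Gm15698, named Elobl in the annotation and placed on chromosome 11 from 88964658 to 88966931, had 2900, 2175 and 487 normalized counts in WT, HET and KO embryos, and log2 fold changes of -2.58 (adjusted p = 6.4e-07) and -2.16 (adjusted p = 1.6e-09) in the authors' deposited table. Within 20 Mb of the targeted gene, 4 of 571 tested genes passed the threshold in KO against WT, against 7 of 17016 elsewhere (two-sided Fisher's exact test across genes, p = 3.0e-04).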

Two additional transcripts *Ccdc92b* and *Gm15698* also display significant downregulation in the KO embryos (Figure S5C).

Identification of *Mat2a* as a downregulated transcript in the *Mettl16* knockout embryos is interesting, as it is already an established target of METTL16 in human cell lines (Pendleton et al., 2017). METTL16 was proposed to promote splicing of the terminal intron, failure of which leads to intron-retention and transcript degradation (Pendleton et al., 2017). 

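Mat2a has 9 exons and 8 introns in the authors' deposited table of exons and introns. At E2.5 each exon passed the threshold in KO against WT, with log2 fold changes from -2.51 to -2.26, and in KO against HET, from -2.09 to -1.90. The introns of Mat2a ranged from -0.46 to 0.58 in KO against WT (6 higher and 2 lower) and from -1.15 to 0.51 in KO against HET (2 higher and 6 lower), and none passed the threshold (smallest DESeq2 adjusted p = 0.903). The last intron had derived means of 157, 196 and 231 normalized counts in WT, HET and KO embryos.

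**Figure D2:**
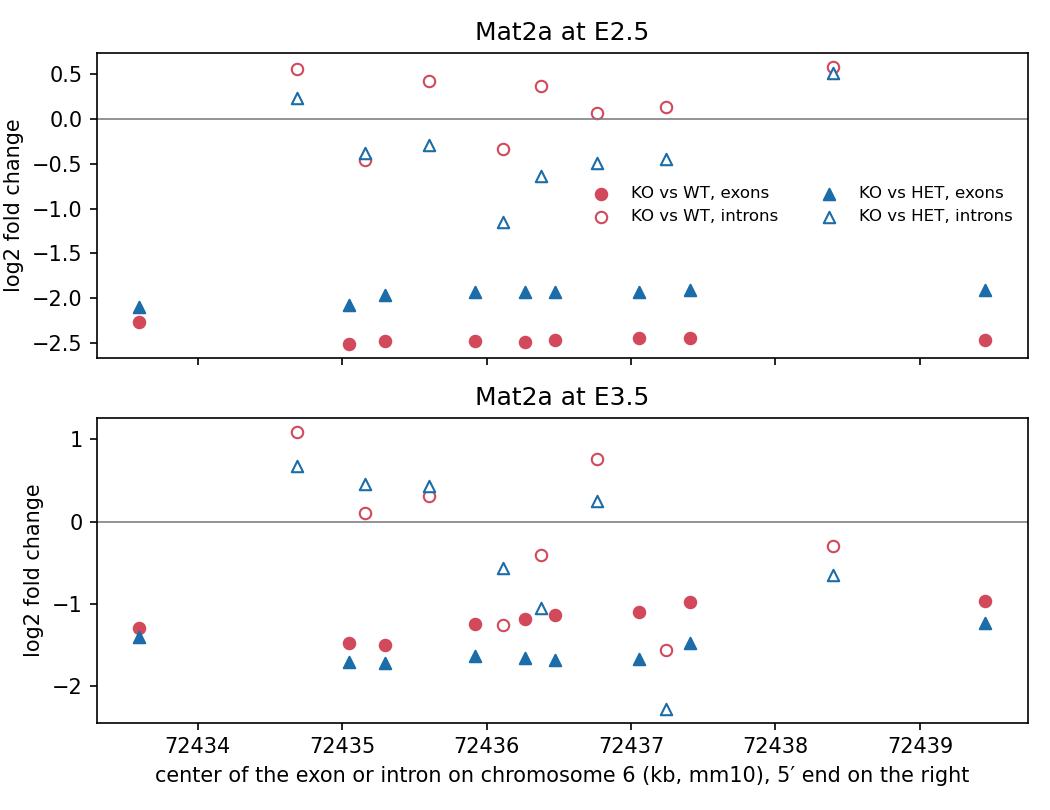
Log2 fold changes of the exons (filled) and introns (open) of Mat2a along chromosome 6 (kb, mm10) in the authors' deposited tables, in KO against WT (circles) and KO against HET (triangles), at E2.5 (upper panel) and E3.5 (lower panel). The 5′ end is on the right, and the exons lie between -2.51 and -1.90 at E2.5 while the introns lie between -1.15 and 0.58.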

Examination of the read count distribution over the exons and introns of *Mat2a* reveals that while the exonic reads are consistently decreased in the KO, we did not observe any dramatic change in intronic reads (Figures 4G and S5D). The same was true for the two other transcripts downregulated in the KO embryos (Figure S5E). Nevertheless, a closer examination around the terminal intron of the *Mat2a* indicates a differential usage of splice junctions in the KO accompanied by a slight increase in the terminal intronic reads (Figure 4H). 

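Of Ccdc92b, 1 of 4 exons passed the threshold in KO against WT at E2.5 and none of its 3 introns. The exon that fell furthest had a log2 fold change of -1.64, and its introns ranged from -1.60 to 0.49 in the authors' deposited table. Of Gm15698, 1 of 2 exons passed, with -1.66 and -1.29, and its single intron, at -1.21, did not (DESeq2 adjusted p = 0.844).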

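The last intron of Mat2a, intron 8, lies on chromosome 6 of mm10 from 72434396 to 72434980. In the authors' deposited tables its log2 fold change was 0.55 in KO against WT and 0.23 in KO against HET at E2.5, without passing the threshold, and 1.09 (DESeq2 adjusted p = 0.031) and 0.68 at E3.5. Relative to the summed exons of Mat2a, its derived count was 0.174% in WT, 0.294% in HET and 1.37% in KO embryos at E2.5, and 0.216%, 0.238% and 1.10% at E3.5. The ratio was thus 7.85-fold higher in KO than in WT at E2.5 and 5.08-fold higher at E3.5, while the summed exons changed by -2.42 and -1.25 on the log2 scale. At both stages the fall of the exons makes up the larger part of this rise. At E3.5 the derived counts of the last intron were only 14.2 in WT, 19.0 in HET and 30.3 in KO embryos. The other introns of Mat2a, summed, changed by 0.34 at E2.5 and by -0.19 at E3.5 in KO against WT on the log2 scale. Relative to the exons, these other introns therefore rose as well, so the rise of the ratio is not specific to the last intron. In KO against HET they changed by -0.06 and -0.49, so the sign at E2.5 depends on the control. Reads across splice junctions are not in the tables and were not analysed here. The paper concludes that METTL16 regulates the level of Mat2a mRNA in early embryos.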

In conclusion, we demonstrate that *Mettl16* is essential for viability of early mouse embryos where it regulates the levels of *Mat2a* mRNA.

### Loss of METTL16 Leads to Dramatic Alterations in the E3.5 Blastocyst Transcriptome

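For E3.5 the deposited tables have the form of those at E2.5, with DESeq2 comparisons by the authors of 18 WT, 9 HET and 12 KO blastocysts, 39 in all, and 21199 genes. Table S2 gives 26071380 to 103815156 reads per WT embryo (median 39306046), 26518367 to 62009799 per HET embryo (median 38949449) and 24036687 to 46106111 per KO embryo (median 31267269). Each stage was normalized and tested by itself, so levels are compared only within a stage. Over 9273 genes with a mean of at least 100, the fold changes of KO against WT from Salmon estimates and from summed exon counts had a Spearman correlation of 0.92 across genes, and 97.4% of the 4577 genes past the threshold with a summed exon count, whatever their mean, had the same sign in both.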

To examine whether the downregulation of very few transcripts in E2.5 embryos has further consequences in the E3.5 blastocysts, we collected such embryos from superovulated *Mettl16*^*+/−*^ females crossed with *Mettl16*^*+/−*^ males (Figure 5A). Sequencing of single embryos revealed the expected downregulation of *Mettl16* and *Mat2a* (Figure 5B). 

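At E3.5 the derived mean of Mettl16 was 794 normalized counts in WT, 690 in HET and 467 in KO embryos, so KO embryos had 58.9% of the WT level. The authors' deposited table gives log2 fold changes of -0.76 against WT (DESeq2 adjusted p = 2.4e-04) and -0.56 against HET (adjusted p = 0.052). Mat2a had 5481, 6096 and 2363 normalized counts, and log2 fold changes of -1.21 against WT (adjusted p = 8.6e-11) and -1.37 against HET (adjusted p = 2.3e-09) in the authors' deposited table, so that KO embryos had 43.1% of the WT level. Of the 10 exons of Mettl16, 8 were lower in KO than in WT and 6 passed the threshold.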

Strikingly, ∼5,000 other transcripts were either upregulated or downregulated in the KO, when compared to the WT embryos, while up to half that number was altered in the KO versus HET comparison (Figures 5C, 5D, and S6D). Examination of these altered-gene lists indicates that up to 1,000 genes are either commonly up- or downregulated in the KO when compared to both WT and HET embryos (Figure 5E). 

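In the authors' deposited table, 4689 of the 15900 genes with an adjusted p (29.5%) passed the threshold in KO against WT, 2252 higher and 2437 lower, and 2611 of 14677 (17.8%) in KO against HET, 1353 higher and 1258 lower. In HET against WT, 1 gene passed, Slc43a2, which lies near Mettl16 on chromosome 11. The derived totals of normalized counts differed by 0.04 on the log2 scale in KO against WT and by -0.01 in KO against HET. Among the genes past the threshold in both comparisons, the largest rises were of Phlda3, Gm5891, Gm6902, Cdkn1a and Gm4565 and the largest falls of Lifr, Entpd1, Cenpv, Npr2 and Nxf7. Cdkn1a had derived means of 539, 407 and 3348 normalized counts in WT, HET and KO embryos and a log2 fold change of 2.63 against WT (DESeq2 adjusted p = 1.0e-07), and Lifr 1604, 1188 and 163 and -3.30 (adjusted p = 7.9e-24), both from the authors' deposited table.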

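Both KO comparisons at E3.5 share 2134 genes past the threshold in the authors' deposited table, 1029 higher and 1105 lower in KO embryos, and none in opposite directions. These are 81.7% of the genes past the threshold against HET and 45.5% of those against WT. The comparisons share their KO embryos. Over 9443 genes with a mean of at least 100, Pearson's r across genes was 0.877 against 0.506 in 100 simulations of unchanged groups, 83.0% of the genes had the same sign against 66.9%, and no gene was called in both comparisons in the simulations. No gene is changed in these simulations, so few calls can arise in them. Their lack of shared calls does not show how much of the overlap comes from the shared KO embryos. From the many changed genes at E3.5, the paper proposes that these changes build up from the initial downregulation of Mat2a.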

A previous study identified key transcription and chromatin factors that define specific developmental stage transcriptomes (Mohammed et al., 2017). Examination of these factors in our datasets did not reveal any altered expression profile between the genotypes (Figures S6B and S6C). 

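A list of 68 genes of splicing factor families, fixed from their symbols in place of Gene Ontology terms, had a median log2 fold change of 0.21 at E3.5 in KO against WT, above 99.99% of 10000 random lists matched on mean expression (95% of these between -0.04 and 0.12). Of the 68 genes, 56 were higher and 12 lower in KO embryos, 23 higher and 4 lower genes passed the threshold over all genes tested, and 31 passed when adjusted over the list alone. In KO against HET the median was 0.15, above 99.95% of random lists, with 13 higher and 2 lower genes past the threshold. In both comparisons 11 were higher and 1 lower, and the 5 of these with the smallest p against WT were Prpf3, Prpf39, Srsf11, Sf3b4 and Snrpc. By family, 7 of 13 Prpf genes, 6 of 12 Snrp genes and 4 of 11 Srsf genes passed as higher in KO against WT, whereas 1 Prpf gene passed as lower, none of 7 Snrnp genes passed, and of 13 Lsm genes 2 passed as higher and 3 as lower. Prpf3 had a log2 fold change of 1.03 (DESeq2 adjusted p = 5.2e-23) and Prpf39 of 1.36 (adjusted p = 2.5e-13) against WT in the authors' deposited table. Splice junction reads were not analysed here.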

A Gene Ontology (GO) term analysis of the altered transcripts revealed an upregulation in splicing-related factors (Table S3), but analysis of splice junction reads did not reveal any changes in the KO embryos (Figure 5F). 

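The deposited tables allow the share of introns in all normalized counts on 221199 distinct exons and 199024 distinct introns to be derived per genotype, with no spread between embryos. It was 8.54% in WT, 7.98% in HET and 9.75% in KO embryos at E3.5, and 5.59%, 6.19% and 5.88% at E2.5. The KO share was thus higher than in WT by 1.21 percentage points at E3.5 and by 0.293 at E2.5. Reads on repeats were not analysed here.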

We also did not observe any dramatic changes in the representation of exon, intron, and repeat reads in the different libraries (Figure 5G). Taken together, even though the molecular effect of the loss of METTL16 is already seen in E2.5 embryos in the form of reduced mRNA levels of its methylation target *Mat2a*, its consequences are amplified in the E3.5 KO embryos. Here, a massive dysregulation of gene expression is observed, such that mutant embryos undergoing implantation are doomed to fail in further development.

## Discussion

Crystal structures now reveal how two RNA methyltransferases are built to recognize distinct RNA targets and install the same m^6^A mark. The two methyltransferase (MTase) domains in the heterodimeric METTL3/METTL14 complex interact to create a narrow groove lined with conserved positively charged residues into which single-stranded RNAs can fit (Śledź and Jinek, 2016, Wang et al., 2016a, Wang et al., 2016b). This interaction facilitates stabilization of a large “interface loop” in METTL3 that contributes to the catalytic activity. Indeed, this ensures that METTL3, which binds SAM, is not active on its own, requiring at least the MTase domain of METTL14 to complete the creation of a functional catalytic complex (Śledź and Jinek, 2016, Wang et al., 2016a). In contrast, we show here that METTL16 is active as a monomer (Figures 1 and S1B), and it contains a large deep-cut groove that can accommodate structured RNAs (Figure 2). Interestingly, the METTL3/METTL14 crystal complex with the two MTase domains is inactive and requires the two N-terminal CCCH zinc finger motifs of METTL3 to recover methylation activity (Śledź and Jinek, 2016, Wang et al., 2016a), presumably because it aids in substrate RNA binding. Similarly, here we demonstrate that the N-terminal module attached to the MTase of METTL16 is essential for RNA-binding and catalysis (Figures 1 and 2). We note that the recently reported crystal structure of the human METTL16 core MTase domain (PDB 6B92) (Ruszkowska et al., 2018) shows a high degree of overlap with the one studied here (Figure S1F; Star Methods).

A structural comparison of the human METTL3/METTL14 complex (PDB 5IL2) with that of our human METTL16-core (PDB 6GFN) reveals similarity to METTL3 in the overall Rossmann fold (Figure 6A). It also shows how the disordered loop in METTL16 (Figures 1E and 2G) is very similar to the “gate loop 1” in METTL3, as both harbor the catalytic residues and are likely involved in contacting the bound RNA during enzymatic reaction. Our mutational studies indicate that the disordered loop in METTL16 is not required for RNA binding (Loop-Del in Figure 2F) but is essential for catalytic activity (Figure 2G). Thus, its role might be to contact the substrate bound via the RNA-binding groove and orient it for catalysis. This is supported by our finding that mutation of positively charged arginine (R) residues in the loop to glutamic acid (E) abolishes RNA binding (Figure 2F), perhaps via charge repulsions. We modeled a structured RNA (tRNA from PDB 2ZZM) into this groove, and it shows how an unpaired adenosine in the loop region might reach into the catalytic pocket for methylation (Figure 6B). To get better insight into the catalytic mechanism, we modeled a methyl-acceptor adenosine (from PDB 4ZCF, chain B) (Gupta et al., 2015) into the SAH binding site of METTL16-core (PDB 6GFN) (Figure 6C). Superimposition of the METTL16-core structure with that of the m^6^A DNA MTase, EcoP1Gl (PDB 4ZCF, chain B), reveals how the adenosine is favorably positioned by coordination with catalytic residues N184 and P185 for the methyl transfer from SAM (represented by SAH in Figure 6C). However, our experiments do not reveal how METTL16 might be able to recognize an adenosine within a specific nonamer sequence for m^6^A methylation. This information will be forthcoming only when structures with bound RNA become available.

**Figure 6:**
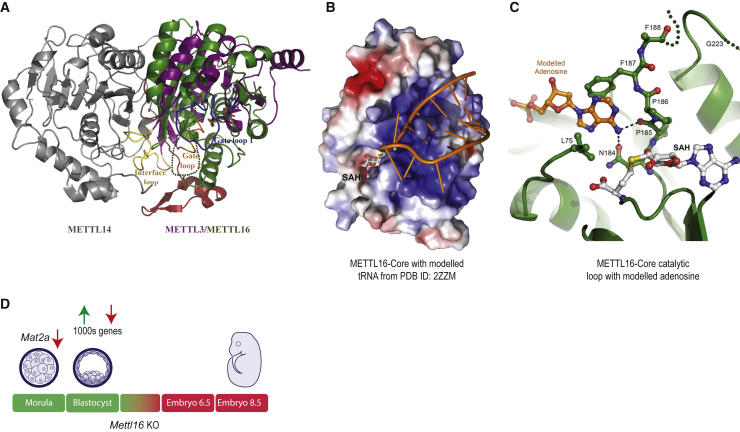
A Model for METTL16 Function during Early Embryonic Development (A) Structural comparison of METTL16 core and METTL3/METTL14 complex. METTL3 (PDB 5IL2), colored purple, was superimposed on the METTL16-core-SAH (PDB 6GFN), colored in green (core) and red (N-terminal). Gate loops 1 and 2, and the interface loop of METTL3, are colored in blue, orange, and yellow, respectively. The disordered loop in our METTL16-core is shown as a dotted line. (B) Surface charge representation of human METTL16-core domain with a modeled tRNA (from PDB: 2ZZM). See STAR Methods. The SAH bound in the catalytic pocket is shown. (C) A methyl-acceptor adenosine (orange) was modeled into the SAH binding site of METTL16 core (PDB 6GFN) by superimposition of an m^6^A DNA MTase, EcoP151 (PDB: 4ZCF, chain B). The sulfate binding site (as in Figure 1F) overlaps with the adenosine base moiety. (D) A model summarizing the physiological role of METTL16 during early mouse development. The downregulation of the SAM synthetase *Mat2a* mRNA in *Mettl16* KO E2.5 morula is potentially a trigger for subsequent massive alteration in gene expression in the E3.5 blastocysts. Such mutant embryos fail to proceed further in development (indicated in red).

Regulation of gene expression by m^6^A is essential at multiple steps during mouse embryonic development. The writer *Mettl3* is essential for embryonic development, with *Mettl3*-deficient embryonic stem cells (ESCs) failing to exit pluripotency despite differentiation cues (Batista et al., 2014, Geula et al., 2015, Wang et al., 2014). Now we show that the writer *Mettl16* is also essential for embryonic development around implantation stage (Figures 4 and 5). Our biochemical studies and *in vivo* transcriptome profiling reveals severe sequence and structural constraints on potential RNA targets of METTL16 (Figures 3 and 4). 

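The nonamer TACAGAGAA was found in transcripts of 2401 genes of the GENCODE annotation on GRCm38, the assembly also named mm10, 993 of them in a protein-coding transcript. Of these genes, 1235 had an adjusted p in KO against WT at E2.5. Their median log2 fold change was 0.05, above that of 91.8% of 10000 random lists matched on mean expression, with 691 genes higher and 544 lower in KO. Limch1 passed the threshold as higher and Ccdc92b as lower in the authors' deposited table, and 3 passed when adjusted over the list alone. From summed exon counts in place of Salmon estimates the median was 0.07, above 99.18% of random lists. In KO against HET the median was 0.02, above 23.7% of random lists, and 1 gene passed, as lower. Mat2a, which was left out of this list, carries the nonamer at 5 sites of its last exon, from 72432948, 72433167, 72433282, 72433461 and 72434245 on chromosome 6.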

Although a few hundred transcripts carrying the nonamer sequence motif exist in the mouse genome, we did not find any differences in their levels in *Mettl16* knockout E2.5 embryos (Figure 4). This reinforces our finding that a combination of sequence and structural features define the target set for METTL16. The fact that *Mat2a* is the sole main target of METTL16 in pre-implantation embryos is interesting, as it encodes for the SAM synthetase, which produces SAM, the main methyl donor required for many methylation reactions (including DNA, protein, and RNA methylation) with huge regulatory potential. Before implantation, the embryonic genome undergoes massive erasure of DNA methylation marks, while during post-implantation development, DNA methylation increases and is restored back to normal levels (Reik et al., 2001). Given our finding that the transcriptome in the E3.5 embryos is massively dysregulated (Figure 5), we propose that it is a snowballing effect of the initial downregulation of *Mat2a*. The low levels of *Mat2a* mRNA will mean that downstream epigenetic reprogramming events are also bound to fail. Such E3.5 mutant blastocysts are unfit for continuing in development (Figure 6D). In this context, it is interesting to point out that a homozygous *Mat2a* knockout mutation results in embryonic lethality in mice (International Mouse Phenotyping Consortium [IMPC]). Furthermore, chemical inhibition of bovine MAT2A enzyme in cultured bovine pre-implantation embryos also reduced blastocyst development (Ikeda et al., 2017).

How might METTL16 function to stabilize *Mat2a* mRNA in the mouse embryos? METTL16-mediated methylation of the hairpin structures in the 3ʹ UTR in *Mat2a* mRNA is used by YTHDC1 to promote its decay in high-SAM conditions (Shima et al., 2017). Thus in the absence of *Mettl16* we would have expected a stabilization of the transcript. Perhaps an explanation might come from the proposed non-canonical function of METTL16 as a splicing enhancer (Pendleton et al., 2017), where it promotes splicing to remove the 3ʹ terminal intron to create a stable mature *MAT2A* mRNA during low-SAM conditions. Based on this model, loss of *Mettl16* leads to reduced splicing of the terminal exon, resulting in intron-retained unstable transcripts and hence not detected in our sequencing experiments (Figures 4 and 5). Consistently, we detected higher levels of intronic reads in the *Mettl16* knockout embryos (Figure 4H). The C-terminal vertebrate conserved regions (VCRs) of METTL16 are proposed to mediate this activity (Pendleton et al., 2017). We speculate that some of the splicing factors we identified in endogenous METTL16 complexes from mouse tissues, and from transfected human cell lines, may participate in this role (Figures S5F and S5G). Future studies using a catalytic-dead METTL16 mutant mouse should help settle this issue of methylation-mediated decay versus splicing role. However, it is also possible that multiple pathways co-exist to control *Mat2a* levels.

HeLa cell extracts were originally shown to harbor an activity that adds an m^6^A mark at position A43 in the splicing machinery component U6 snRNA (Shimba et al., 1995). This activity was later identified to be METTL16 (Pendleton et al., 2017, Warda et al., 2017). Mutation of this methylation site in yeast U6 snRNA, which lies within a region that base pairs with the 5ʹ splice site of pre-mRNAs, causes lethality (Madhani et al., 1990). However, our analysis of the *Mettl16* knockout mouse embryos did not reveal any gross changes in splicing patterns across the transcriptome (Figures S5A and 5G). Thus, it is possible that methylation of U6 snRNA is not critical for splicing in higher organisms, perhaps due to the diversity of 5ʹ splice site sequences (Yang et al., 2013). Alternatively, complementation by another MTase activity in our mutant might account for lack of splicing defects. In conclusion, our studies place the m^6^A writer METTL16 in a dominant position to influence early developmental decisions in the mouse embryo via regulation of SAM synthetase expression.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Polyclonal rabbit anti-m^6^A	Synaptic Systems	Cat. no. 202003; RRID:AB_2279214
Polyclonal rabbit anti-METT10D	Abcam	Cat. no. ab186012
Mouse IgG control antibody	Santa Cruz	Cat. no. sc-2025; RRID:AB_737182

**Bacterial and Virus Strains**		

DH10EMBacY bacterial strain	(Bieniossek et al., 2012)	N/A

**Biological Samples**		

PMSG	MSD Animal Health	Folligon
HCG	MSD Animal Health	Chorulon

**Chemicals, Peptides, and Recombinant Proteins**		

Sodium deoxycholate	Sigma	30968
Complete EDTA-free protease inhibitor	Roche	11 873 580 001
^14^C-S-ADENOSYL-L-METHIONINE	Perkin Elmer	NEC363010UC
N^6^-methyl adenosine	Sigma-Aldrich	M2780
Anti-HA Affinity Matrix	Roche	Cat. no. 11815016001; RRID:AB_390914

**Critical Commercial Assays**		

NEBNext Multiplex Small RNA Library Prep Set for Illumina	NEB	E7300
MinElute Gel Extraction Kit	QIAGEN	28604
MEGAshortscript T7 Transcription Kit	Life technologies	Cat. no. AM1354
Dynabeads Protein A	Life Technologies	10002D

**Deposited Data**		

Deep sequencing datasets	This study	GEO accession: GSE116329
All raw gel data are deposited at Mendeley Data.	This study	https://doi.org/10.17632/ny82j2ngt5.1
Structure: METTL16-core, crystal form 1	This study	PDB ID: 6GFN
Diffraction images: METTL16-core, form 1	This study	DOI:10.15785/SBGRID/578
Structure: METTL16-core, crystal form 2	This study	PDB ID: 6GT5
Diffraction images: METTL16-core, form 2	This study	DOI:10.15785/SBGRID/579
Structure: METTL16-DN	This study	PDB ID: 6GFK
Diffraction images: METTL16-DN	This study	DOI:10.15785/SBGRID/577

**Experimental Models: Cell Lines**		

Sf21 insect cells for protein production	Eukaryotic Expression Facility, EMBL Grenoble, France	N/A
High Five insect cells for protein production	Eukaryotic Expression Facility, EMBL Grenoble, France	N/A

**Experimental Models: Organisms/Strains**		

Mouse: *Mettl16 knock-out*	This study	Available from Lead Contact

**Oligonucleotides**		

DNA and RNA oligos		See Table S1

**Recombinant DNA**		

pACEBac2	Bieniossek et al., 2012	N/A
Human *Mettl16* cDNA	This study	NP_076991; NM_024086

**Software and Algorithms**		

Cutadapt		http://journal.embnet.org/index.php/embnetjournal/article/view/200
ENRICHR	Chen et al., 2013, Kuleshov et al., 2016	http://amp.pharm.mssm.edu/Enrichr/
MEME - Motif discovery tool	Bailey and Elkan, 1994	
R	R Core Team, 2017	https://www.r-project.org
DESeq2	Love et al., 2014	N/A
Bioconductor	Huber et al., 2015	https://www.bioconductor.org/
Gviz	Hahne and Ivanek, 2016	N/A
STAR	Dobin et al., 2013	N/A
Salmon	Patro et al., 2017	N/A
tximport	Soneson et al., 2015	N/A
featureCounts	Liao et al., 2014	N/A
JunctionSeq	Hartley and Mullikin, 2016	N/A
RNAfold	Lorenz et al., 2011	N/A
Phaser	McCoy et al., 2007	http://www.phaser.cimr.cam.ac.uk/index.php/Phaser_Crystallographic_Software
XDS suite	Kabsch, 2010	http://xds.mpimf-heidelberg.mpg.de
autoPROC	Vonrhein et al., 2011	http://www.globalphasing.com/autoproc/
STARANISO	Tickle et al., 2017	http://staraniso.globalphasing.org/cgi-bin/staraniso.cgi
Coot	Emsley et al., 2010	http://www2.mrc-lmb.cam.ac.uk/personal/pemsley/coot
BUSTER	Bricogne et al., 2016	http://www.globalphasing.com/buster
MOLPROBITY	Chen et al., 2010	http://molprobity.biochem.duke.edu
PyMOL	Molecular Graphics System, Version 1.8.6 Schrodinger, LLC	https://pymol.org/2/
PDB2PQR	Dolinsky et al., 2004	http://nbcr-222.ucsd.edu/pdb2pqr_2.0.0/
SBgrid	Morin et al., 2013	https://sbgrid.org/

**Other**		

Chelating Sepharose Fast Flow beads	GE Healthcare	17-0575-01
StrepTrap HP	GE Healthcare	28-9075-46
Superdex S75 10/300 GL	GE Healthcare	17-5174-01
Superdex 200 10/300 GL	GE Healthcare	17-5175-01
MethaPhor agarose	Lonza	50180

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Ramesh S. Pillai ().

### Experimental Model and Subject Details

#### Animal Work

Mutant mice were generated at the Transgenic Mouse Facility of University of Geneva. The mice were bred in the Animal Facility of Sciences III, University of Geneva. The use of animals in research at the University of Geneva is regulated by the Animal Welfare Federal Law (LPA 2005), the Animal Welfare Ordinance (OPAn 2008) and the Animal Experimentation Ordinance (OEXA 2010). The Swiss legislation respects the Directive 2010/63/EU of the European Union. Any project involving animals has to be approved by the Direction Générale de la Santé and the official ethics committee of the Canton of Geneva, performing a harm-benefit analysis of the project. Animals are treated with respect based on the 3Rs principle in the animal care facility of the University of Geneva. We use the lowest number of animals needed to conduct our specific research project. Discomfort, distress, pain and injury is limited to what is indispensable and anesthesia and analgesia is provided when necessary. Daily care and maintenance are ensured by fully trained and certified staff. This particular work was approved by the Canton of Geneva (GE/6/18).

#### *Mettl16* knockout mice

The *Mettl16* gene locus is located on mouse chromosome 11 and consists of 10 exons (Figure S4A). 

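On GRCm38, the sequence of the WT allele at the targeted site, CACCAGGATTCGGACAAAACTA, lies on the plus strand of chromosome 11 from 74784212 to 74784233. This is within exon 3 of Mettl16, which the authors' deposited table places from 74784058 to 74784257. The genotype of each sequenced embryo was read by the authors from reads that carry the WT or the KO allele at this site.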

We targeted the endogenous *Mettl16* locus in mouse embryos of the B6D2F1/J hybrid line (also called B6D2; The Jackson Laboratory, stock no. 100006). It is a cross between C57BL/6J (B6) and DBA/2J (D2), and heterozygous for all B6 and D2 alleles. Single-cell mouse embryos were injected with a guide RNA (gRNA) that directs the DNA endonuclease Cas9, and a 170 nt single-stranded DNA (ssDNA) repair template (IDT). The ssDNA carries a triple-stop codon flanked by a 81 nt 5ʹ homology arm and a 75 nt 3ʹ homology arm. Founder mice were identified by genotyping PCR (Figure S4B) and crossed with wild-type C57BL/6JRj (Janvier) partners to obtain germline transmission. We obtained two lines: line #2112 where the homology recombination template was inserted, resulting in a triple-stop codon cassette (sequence: ATGTAAATAGATGA) in exon 3, and line #2175 where a 7 bp deletion led to removal of a splicing donor site in intron 4. It is expected that creation of premature termination codons in both lines should result in removal of the transcripts via nonsense-mediated decay (NMD). Heterozygous *Mettl16*^*+/−*^ mice of both sexes were viable and fertile, while homozygous mutants were not recovered in born litters (Figure S4C). Indeed, our analysis indicates that homozygous *Mettl16*^*−/−*^ mutation results in embryonic lethality around implantation (Figures 4, 5, and S4D–S4F). Both the generated lines showed the embryonic lethality phenotype. We used the line #2112 (with the triple-stop codon cassette) for sequence analysis of early embryos.

*Preparation of gRNAs*: A cloning-free method was used to prepare DNA template for *in vitro* transcription of the chimeric crRNA-tracrRNA, termed single guide RNA (sgRNA or gRNA). Briefly, a common reverse primer (CRISPR sgR primer) and a gene specific forward primer (CRISPR F primer) with T7 promoter sequence was used to PCR amplify the single-stranded sgDNA template. Primer sequences are provided in Table S1.

Forward (F) primer design template:

5′-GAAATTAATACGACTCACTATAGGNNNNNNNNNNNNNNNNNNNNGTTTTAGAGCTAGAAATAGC-3′

N represent the gene-specific sequence.

The following components were mixed to prepare the PCR reaction: 20 μl 5X Phusion HF buffer, 67 μl ddH2O, 2 μl 10 mM dNTPs, 5 μl of 10 μM CRISPR F primer, 5 μl of 10 μM CRISPR sgR primer, and 1 μl Phusion DNA polymerase. The PCR reaction was set as follows: 98°C for 30 s, 35 cycles of [98°C for 10 s, 60°C for 30 s and 72°C for 15 s], 72°C for 10 min, and finally at 4°C to hold the reaction. The PCR product (∼110bp) was agarose gel-purified using mini-elute gel extraction kit (QIAGEN, cat. no. 28604). The purified DNA was used to produce gRNA by *in vitro* transcription via the T7 promoter. *In vitro* transcription was carried out with the MEGAshortscript T7 Transcription Kit (Life technologies; cat no. AM1354) for 4 hours at 37°C. Reactions were treated with DNase I to remove template DNA, phenol-chloroform extracted and precipitated with ethanol. Quality of the generated gRNA was verified by 1.2% agarose gel electrophoresis.

*Denaturing formaldehyde-agarose gel electrophoresis*: Quality of generated gRNAs were verified by 1.2% agarose-formaldehyde gel electrophoresis. Agarose gel was prepared by mixing 0.6 g agarose, 36.5 mL H_2_O, 5 mL of 10x MOPS buffer (0.2 M MOPS, 80 mM sodium acetate, 10 mM EDTA) and 8.5 mL of 37% formaldehyde. Approximately, 4 μg of RNA was dissolved in the 4xRNA loading buffer (50% formamide, 6.5% formaldehyde, MOPS buffer 1x, bromophenol blue 0.2%, ethidium bromide 50 μg/ml) and heated to 65°C for 10 min. RNA was loaded into the gel and run at 70V for approximately 90 minutes. Gel was imaged in the E-Box VX5 (Vilber Lourmat, France) imaging station.

*Preparation of injection mix*: We mixed 12.5 ng/μl of the gRNA with 12.5 ng/μl of the 170 nt ssDNA repair template (IDT), and 25 ng/μl of Cas9 mRNA (ThermoFischer Scientifique; A29378), in injection buffer (10 mM Tris pH 7.5, 1 mM EDTA, pH 8.0). Prepare aliquots of 20 μL and store at −80°C.

Sequence of ssDNA repair template used: The triple-stop codon sequence is highlighted (bold, italic).

ssDNA (negative-strand sequence)

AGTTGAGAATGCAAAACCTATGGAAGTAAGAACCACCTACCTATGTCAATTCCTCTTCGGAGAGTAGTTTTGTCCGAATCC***TCATCTATTTACAT***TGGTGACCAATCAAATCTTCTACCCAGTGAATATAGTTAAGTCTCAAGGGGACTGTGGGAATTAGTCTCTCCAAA

Injection of mouse embryos of the hybrid background B6D2F1/J (black coat color) was carried out at the Transgenic Mouse Core Facility, University Medical Centre (CMU), University of Geneva. The B6D2F1/J hybrid line (also called B6D2; The Jackson Laboratory, stock no. 100006) is a cross between C57BL/6J (B6) and DBA/2J (D2), and heterozygous for all B6 and D2 alleles. The NMRI (Naval Medical Research Institute) mice, which have a white coat color were used as foster mothers.

#### Genotyping

Ear punches of the weaned animals (21 days-old) were digested in 100 μl of buffer containing 10 mM NaOH, 0.1 mM EDTA for 120 min at 95°C. After centrifugation at 3000 rpm for 10 min, 50 μl of supernatant was transferred to a new tube containing 50 μl of TE buffer (20mM Tris-HCl, pH 8.0 and 0.1 mM EDTA). An aliquot of 2 μl of the digestion mix was used for PCR.

Primers to detect bands (Figure S4B) corresponding to the wild-type (344 bp, WT), the triple-stop codon knock-in (358 bp, 2112) and 7 bp deletion (337 bp, 2175) alleles were MMoligo109 and MMoligo110 (Table S1). Identity of the bands were confirmed by Sanger sequencing.

Reaction mix for 25 μl PCR reactions: 1 × Taq buffer (without MgCl_2_, ThermoFisher cat. no. B38), 2 mM MgCl_2_, 0.5 μl dNTPs mix (stock 10 mM), 0.5 μl primer mix (stock 10 nM each), 2.0 μl tail DNA (100-200 ng), 0.5 μl Taq Pol (EMBL Protein Expression Facility, Heidelberg), water to make 25 μl final volume. Reactions were run using the following conditions (94°C, 20 s; 60°C, 30 s; 72°C, 30 s) for 35 cycles. Reactions were examined by 2.5% agarose gel electrophoresis (Figure S4B).

#### Mouse embryos

Heterozygous *Mettl16*^*+/−*^ adult (8 weeks-old) females were superovulated by hormone injections for E2.5 and E3.5 embryo collections. Briefly, one intraperitoneal (IP) injection of five International Units (IU) per mouse (volume, 0.1ml) of pregnant mare serum gonadotropin (PMSG; Folligon, MSD Animal Health) was given two days before crossing with males (at day −2). A second IP injection of 5 IU/mouse (volume, 0.1ml) of human chorionic gonadotropin (HCG; Chorulon, MSD Animal Health) at day 0 was administered to the females. The females were mated with *Mettl16*^*+/−*^ males immediately after the injections and checked for plugs the day-after (E0.5). The females were sacrificed 2 or 3 days later (embryonic days E2.5 or E3.5) to collect embryos at 16-cell morula and ≤ 64-cell blastocyst stages, respectively.

For single-embryo transcriptome sequencing, the isolated E2.5 and E3.5 embryos were visually examined for viability and cell number, and transferred separately into single tubes of 0.2 mL thin-walled 8-tube PCR strips (Thermo, AB-0451). The tubes contained 2 μL of the following mix: 0.4% Triton X-100 (vol/vol) in H2O + 2U/μl SUPERase⋅ In RNase Inhibitor (20 U/μL; Thermo, AM2694). Embryos were stored at −80°C prior to processing for Smart-seq2 library preparation (Picelli et al., 2014).

For genotyping E2.5, E3.5 embryos, these were collected as above from superovulated heterozygous *Mettl16*^*+/−*^ females and placed individually into single tubes of 0.2 mL thin-walled 8-tube PCR strips with 10 μl of lysis buffer [GoTaq G2 DNA Polymerase buffer (Promega, M7841), 200 μg/ml Proteinase K]. Embryos were lysed for 1h at 55°C, and then Proteinase K was inactivated by heating to 96°C for 10 min. 5 μl of the mix was used for PCR. Reaction mix for 20 μl: 5 x GoTaq G2 DNA Polymerase Buffer, 200 μM dNTP mix, 250 μM primers, 0.25 μl GoTaq G2 DNA Polymerase, 5 μl DNA. Reactions for oligo pair MMoligo109 + MMoligo110 were run using the following conditions (94°C, 20 s; 60°C, 30 s; 72°C, 30 s) for 35 cycles. Reactions were examined by 2% agarose gel electrophoresis.

For genotyping E6.5, E8.5 and E12.5 embryos, these were collected from heterozygous *Mettl16*^*+/−*^ females without superovulation. *Mettl16*^*+/−*^ females were mated with *Mettl16*^*+/−*^ males and plugs were checked on the day-after (E0.5). Plugged animals were separated. The females were sacrificed 6, 8 or 12 days later, in the late afternoon (between 4 pm to 7 pm). After dissection, embryos were placed in 50 μl of RNA*later* Stabilization Solution (ThermoFisher, AM7020) and kept at −80°C until isolation. RNA and DNA were extracted simultaneously using DNeasy Blood and Tissue Kit (QIAGEN, 69504) and RNeasy Plus Micro Kit (QIAGEN, 74034). RNA was stored at −80°C. 2 μl of DNA was used for genotyping. Reaction mix for 20 μl: 5 x GoTaq G2 DNA Polymerase Buffer, 200 μM dNTP mix, 250 μM primers, 0.25 μl GoTaq G2 DNA Polymerase, 2 μl DNA. Reactions for oligo pair MMoligo109 + MMoligo110 were run using the following conditions (94°C, 20 s; 60°C, 30 s; 72°C, 30 s) for 35 cycles. Reactions were examined by 2% agarose gel electrophoresis. For embryos for which agarose gel electrophoresis was not conclusive, the PCR was repeated and reaction products were cloned into pCR 2.1 vector using The Original TA Cloning Kit (ThermoFisher, 45-0046). Positive clones were selected and sequenced by Sanger sequencing.

### Method Details

#### Clones and constructs

##### Constructs for mammalian cell expression

Coding sequence for full-length (FL) human METTL16 (hMETTL16; 562 aa; Accession number NP_076991) was amplified from human HeLa cell total RNA by reverse transcription-PCR (RT-PCR). A mammalian expression vector (pCI-neo vector backbone) allowing production of 3xFLAG-HA tagged proteins from a cytomegalovirus (CMV) promoter was used. Sequence of the tag: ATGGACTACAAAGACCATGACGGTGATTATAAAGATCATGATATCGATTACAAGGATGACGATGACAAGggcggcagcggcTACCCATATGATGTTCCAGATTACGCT.

##### Constructs for insect cell expression

For the production of FL proteins, we used Baculovirus-mediated expression in insect cells. The full-length (1-562 aa) human METTL16 (hMETTL16) was cloned into the pACEBac2-SUMO acceptor vector (Bieniossek et al., 2012) for expression as an N-terminal 6xHis-Strep-SUMO-TEV fusion in the insect cells. For co-expression of human METTL3 and METTL4, full-length coding sequence for human METTL3 (1-580 aa) was cloned into the NheI and SphI restriction sites of the modified acceptor vector pACEBac2 to express the recombinant proteins with N-terminal 6xHis-SUMO-StrepIII-TEV fusions. The full-length coding sequence for untagged hMETTL14 (1-456) was cloned into the donor vector pIDK between KpnI/XhoI restriction sites. The proteins were co-expressed by taking advantage of MultiBac system (Bieniossek et al., 2012) which allows the generation of multi-gene constructs via Cre-lox recombination. The acceptor and donor vectors were combined in Cre-mediated reaction in total volume of 20 μl where 2 μg of each vector was mixed with 2 μl of 10x Cre buffer and 1 μl of Cre recombinase (NEB, cat no. M0298S). The reaction was incubated at 37°C for 1 h. After that, 5 μl of Cre reaction was transformed to 100 μl of competent TOP10 cells and plated on LB agar with appropriate antibiotics. The clones were verified by restriction digestion of the isolated plasmid, as well as by PCR.

##### Constructs for bacterial expression

Constructs covering only the core methyltransferase domain of hMETTL16 (1-291 aa) or its point mutant/deletion versions were cloned into the bacterial expression vector (pETM-11-SUMO vector; EMBL Protein Expression and Purification Core Facility) as 6xHis-Strep-SUMO-TEV fusions. The following constructs were prepared:

METTL16-ΔN: 40-291 aa, N-terminal deletion version similar to that used in PDB ID: 2H00 [Structural Genomics Consortium (SGC)].

METTL16-core: 1-291 aa.

##### METTL16-core mutants

1. Single amino acid changes: K5A, R10A, R12A, K14A, K16A, K5E, K10E, K10D, K47E, R74E, R82E, F187G, R279E, R282E.

2. MUT1: five residues (K5, R10, R12, K14, and K16) mutated to As.

3. MUT2: two residues (K26 and K31) mutated to As.

4. MUT3: combination of MUT1 and MUT2 sites mutated to As.

5. PP185-186AA: two residues (P185 and P186) mutated to As.

6. Loop-4P-A: four residues (P202, P205, P206, P207) mutated to As.

7. Loop-3R-E: three residues (R200, R203, R204) mutated to Es.

8. Loop-del: deletion of disordered loop 190-218 aa and replaced with a linker GGGSGGGS.

9. Double mutations in the binding groove: two residues (K47 and R279) mutated to Es.

#### Antibodies

The polyclonal rabbit anti-m^6^A (Synaptic Systems; 202003), antibody for detecting mouse METTL16- polyclonal rabbit anti-METT10D (abcam, ab186012) and normal mouse IgG (Santa Cruz, sc-2025) antibodies were purchased. Anti-HA affinity matrix (Roche; cat. no. 11815016001) and Pierce HA Epitope Tag Antibody (ThermoFisher, cat.no. #26181) were used for immunoprecipitations.

#### Recombinant protein production

Production of full-length recombinant proteins was carried out in insect cell lines using the baculovirus expression system. The ovary-derived cell lines used are: High Five (Hi5) insect cell line originating from the cabbage looper (*Trichoplusia ni*) and the Sf9 cells derived from the fall army worm *Spodoptera frugiperda*. Briefly, recombinant full-length hMETTL16 coding sequence was cloned into pACEBac2-Sumo acceptor vector (His-Strep-Sumo tag) (Bieniossek et al., 2012). Plasmids were transformed into DH10EMBacY competent cells for recombination with the baculovirus genomic DNA (bacmid). The bacmid DNA was extracted and transfected with FuGENE HD (Promega, cat. no. E231A) into the *Sf*9 insect cells for virus production. The supernatant (V_0_) containing the recombinant baculovirus was collected after 72 to 96 hours post-transfection. To expand the virus pool, 6.0 mL of the V_0_ virus stock was added into 25 mL of *Sf*9 (0.5 × 10^6^/mL) cells. The resulting cell culture supernatant (V_1_) was collected 24 h post-proliferation arrest. For large-scale expression of the protein, Hi5 cells were infected with virus (V_1_) and cells were harvested 72 h post-proliferation arrest.

For bacterial expression, plasmids were transformed into the *E. coli* BL21(DE3) strain and expression was initiated by addition of 0.7 mM Isopropyl β-D-1-thiogalactopyranoside (IPTG) when the culture density reached 0.6 (OD_600_). The proteins were then expressed overnight at 20°C following induction.

#### Purification of METTL3-METTL14 complex

Insect cells co-expressing hMETTL3 and hMETTL14 were resuspended in the lysis buffer (50 mM Tris-HCl pH 8.0, 300 mM NaCl, 40 mM Imidazole, 5% glycerol, 0.1% Triton X-100, 5 mM 2-mercaptoethanol, proteinase inhibitor (Roche, Complete EDTA-free) and Benzonase (Millipore), sonicated with MISONIX Sonicator S-4000 and the lysate was centrifuged at 20,000 rpm for 30 min at 4°C. The clarified supernatant was incubated at 4°C for 2h with the Ni^2+^ chelating Sepharose FF beads (GE Health; cat. no. 17057501). The beads were washed with buffer W300 (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 50 mM Imidazole, 0.1% Triton X-100, 5 mM 2-mercaptoethanol) and W500 (50 mM Tris-HCl pH 8.0, 500 mM NaCl, 40 mM Imidazole, 0.2% Triton X-100, 5 mM 2-mercaptoethanol). Finally, His-tag proteins bound to the beads were eluted with the elution buffer (50 mM Tris-HCl pH 8.0, 300 mM NaCl, 300 mM Imidazole, 0.1% Triton X-100, 5 mM 2-mercaptoethanol). The tag (His-Strep-Sumo) was cleaved overnight with TEV in the dialysis buffer (50 mM Tris-HCl pH 8.0, 250 mM NaCl, 5 mM 2-mercaptoethanol). After cleavage, second Ni-column purification was performed and supernatant containing the cleaved protein was collected. Proteins were further purified over the ion exchange column (HiTrap™ Q Sepharose HP, 1ml, GE healthcare, cat. no. 17-1153-01). Fractions containing the recombinant proteins were further purified by gel filtration chromatography using Superdex S200 10/300GL equilibrated with gel-filtration buffer containing: 50 mM Tris-HCl pH 8.0, 200 mM NaCl, 5 mM 2-mercaptoethanol (GE Healthcare, cat. no. 17-5175-01). The fractions eluting at 11 mL of elution volume were checked by SDS-PAGE analysis (Figure S1C) and pure hMETTL3-hMETTL14 protein complexes were concentrated and flash frozen in liquid nitrogen after addition of 10% glycerol.

#### Purification of METTL16

The insect cells or bacterial cells were collected by centrifugation and lysed by sonication [25 mM Tris-HCl, pH 8.0, 400 mM NaCl, 5% Glycerol, 0.5% Tween-20, 5 mM 2-mercaptoethanol, 20 mM Imidazole and protease inhibitor (Roche complete EDTA-free)]. After incubation for two hours with Ni-NTA beads, the fusion protein was eluted with Imidazole (250 mM), and the His-SUMO tag was cut by the TEV protease (10 μg of protease per 1 mg of fusion protein; EMBL Protein expression and purification facility). The cleaved tag was removed by a second purification on Ni-NTA beads. The protein was further purified by gel filtration chromatography (Superdex S75 or Superdex 200, GE Healthcare) in the buffer (25 mM HEPES, pH 7.2, 150 mM NaCl, 2 mM DTT). The elution volumes of both full-length METTL16 and METTL16-core and METTL16-ΔN during gel-filtration chromatography are consistent with the proteins being a monomer (Figure S1B). The pure fractions were verified by SDS-PAGE (Figure S1E), and used for crystallization and biochemical assays. One of the METTL16-core mutants (Loop-3R-E) showed aberrant migration in the denaturing gel, but its identity was confirmed by mass spectrometry and shows normal elution profiles during gel-filtration chromatography (Figure S2F).

#### Limited proteolysis of hMETTL16-FL

For limited proteolysis, we used a 1:1000 ratio of protease:protein (if the protease is freshly prepared, use 1:500 ratio). Take 100 μL of METTL16-FL (concentration 1 μg/μl) protein solution and mix with 2 μL the protease Trypsin (concentration is 50 ng/μl). This makes a total of 102 μL reaction mix. Incubate at 25°C and remove aliquots of 25 μL at time-points 0, 5, 30 and 60 minutes. Aliquots are immediately mixed with gel loading dye, boiled at 95°C, and stored at −20°C. Reactions are then resolved via SDS-PAGE (Figure S1E). Peptide boundaries of proteolysis fragments were identified by mass spectrometry at the Proteomics Core Facility, EMBL, Heidelberg.

#### Crystallization and data collection

Optimal crystallization conditions for full-length human METTL16 (1-562 aa) and the human METTL16-core (1-291 aa) proteins were sought by robot screening at the High Throughput Crystallization Facility at EMBL Grenoble, France. Only the METTL16-core gave crystals in this screen. Once conditions were identified, crystals were manually produced: 2 μL protein solution at 13 mg/ml was manually mixed with 2 μL reservoir solution using the hanging drop method at room temperature. The reservoir conditions used were either 0.2 M di-sodium tartrate, 20% (w/v) PEG 3350 or 0.1 M Bis-Tris propane, pH 6.5, 0.2 M potassium-sodium tartrate, 20% (w/v) PEG 3350. We additionally crystallized the human METTL16-ΔN (40-291 aa) version using conditions previously described in PDB ID: 2H00 [Structural Genomics Consortium (SGC)]. The crystals were then flash-frozen at 100K after transferring them to identical crystallization conditions containing 20% glycerol. Diffraction data were collected on ID23-2 (Flot et al., 2010) and ID30B (McCarthy et al., 2018) at the European Synchrotron Radiation Facility (Grenoble, France), and integrated using the XDS suite (Kabsch, 2010). The diffraction data from hMETTL16-core (1-291 aa) crystals were highly anisotropic, with diffraction limits of ∼2.8 Å and 2.4 Å along the best direction for crystal form 1 and 2 respectively, but only ∼3.6 Å in the weakly diffracting directions. Therefore, data were processed using STARANISO (Tickle et al., 2017), as implemented in autoPROC (Vonrhein et al., 2011), which applies non-elliptical anisotropic limits based on a locally averaged mean *I*/σ(*I*) cut-off, performs a Bayesian estimation of structure amplitudes, and applies an anisotropic correction to the data. Detailed crystallographic statistics are provided in Table 1.

**Table 1:** Data Collection and Refinement Statistics

Protein PDB Code	ΔN MTase 6GFK	MTase (form 1, SAH) 6GFN	MTase (form 2, apo) 6GT5
Wavelength (Å)	0.9763	0.8731	0.8731
Resolution range (Å)	46–2.3 (2.38–2.3)	82–2.86 (3.2–2.86)	80–2.5 (2.8–2.5)
Space group	P3_1_21	I4_1_22	P4_1_2_1_2
Unit cell (Å)	133.8, 133.8, 78.7 90, 90, 120	93.4, 93.4, 180.7 90, 90, 90	89.6, 89.6, 179.1 90, 90, 90
Unique reflections	36,074 (3,538)	5,724 (286)	12,391 (619)

**Completeness (%)**			

Spherical	99.4 (99.6)	60.9 (10.5)	45.9 (6.8)
Ellipsoidal	N/A	93.1 (78.7)	93.3 (79.9)
Mean < I/σI >	10.3 (1.4)	8.0 (1.8)	4.5 (1.6)
R_pim_ (%)	3.7 (55.0)	7.3 (50.3)	,12.4 (50.2)
CC^∗^	0.994 (0.996)	0.996 (0.59)	0.967 (0.647)
R_work_ (%)	19.4 (21.2)	18.1 (22.1)	18.2 (24.0)
R_free_ (%)	22.8 (23.5)	21.6 (30.5)	23.4 (30.5)

**Number of non-H Atoms**			

Macromolecules	5,307	2,024	4,011
Water	100	11	25
SAH/ion	103	26	–
R_msd_ (bonds, Å)	0.009	0.01	0.009
R_msd_ (angles, ^o^)	1.06	1.11	1.10

**Ramachandran Plot (%)**			

Favored	97.3	94.4	93.2
Allowed	2.7	4.4	6.0

Statistics for the highest resolution shell are shown in parentheses.

#### Structure determination and refinement

The hMETTL16-core (1-291 aa) structure was solved by molecular replacement using the METTL16-ΔN, N-terminal deletion structure (PDB ID: 2h00) as a search model with Phaser (McCoy et al., 2007). Several rounds of manual building with Coot (Emsley et al., 2010), and structure refinement with BUSTER (Bricogne et al., 2016) were carried out for all structures. MOLPROBITY (Chen et al., 2010) was used for model validation and all the crystallographic information is summarized in Table 1. The atomic coordinates and structure factors have been deposited in the Protein Data Bank with the accession codes: 6GFN (METTL16-core, crystal form 1), 6GT5 (METTL16-core, crystal form 2) and 6GFK (METTL16-ΔN). For modeling a bound RNA into the METTL16-core structure we used a tRNA from PDB ID: 2ZZM (Goto-Ito et al., 2009). Structural figures were prepared with PyMOL (Schrödinger, LLC). The electrostatic potential was calculated using PDB2PQR (Dolinsky et al., 2004) and displayed in PyMOL using the APBS plugin. For modeling of adenosine into the METTL16-core structure we used a 20-mer DNA from the complex structure of the MTase EcoP15I (PDB: 4ZCF, chain B)(Gupta et al., 2015).

While this study was in preparation, Ruszkowska et al. reported the crystal structure (PDB ID: 6B92) of METTL16 core MTase domain (Ruszkowska et al., 2018). A comparison with our structure (PBD ID: 6GFN) reveals a very high degree of overlap (rmsd = ∼0.38 Å for superimposition of 187 C_α_ atoms) (Figure S1F). Nevertheless, there are some differences. First, the N terminus in our structure is longer by four amino acids. Second, there are differences in labile loops between α4-β3 (96-99 disordered in ours); α7-β6 (poor density in ours); and β6-α8 (the long catalytic loop). The catalytic NPPF residues (in both our METTL16-core structures, Table 1) are more similar to their apo form (PDB ID: 6B91) than their SAH-bound form (PDB ID: 6B92) (Ruszkowska et al., 2018). They also have eight additional residues on α8, but these are not helical as in our METTL16-ΔN structure (PBDB ID: 6GFK) (Figure 1D).

#### *In vitro* transcription of RNA substrates for methylation assay

Templates for *in vitro* transcription (of full-length human *MAT2A* mRNA hairpin 1 and human U6 snRNA RNA) (Pendleton et al., 2017) were amplified in a PCR reaction to prepare a single-stranded DNA template with T7 promoter sequence. The T7 promoter sequence 5ʹ- TAATACGACTCACTATAGGG −3ʹ was introduced at the 5ʹ end of forward primer followed by a specific sequence. The reverse primer had a 20 nt overlap with the forward primer allowing for efficient base pairing. The primers used for template preparation are given in Table S1. The following components were mixed to prepare the PCR reaction: 20 μl 5X Phusion HF buffer, 67 μl ddH2O, 2 μl 10 mM dNTPs, 5 μl of 10 μM Forward primer, 5 μl of 10 μM Reverse primer, and 1 μl Phusion DNA polymerase. The PCR reaction conditions were set as follows: 98°C for 30 s, 35 cycles of [98°C for 10 s, 60°C for 30 s and 72°C for 15 s], 72°C for 10 min, and finally at 4°C to hold the reaction. The PCR product (∼110bp) was agarose gel-purified using mini-elute gel extraction kit (QIAGEN, cat. no. 28604). The purified DNA was used to produce RNA by *in vitro* transcription reaction via the T7 promoter. *In vitro* transcription was carried out with the MEGAshortscript T7 Transcription Kit (Life technologies; cat no. AM1354) for 4 hours at 37°C. Reactions were treated with DNase I to remove template DNA, phenol-chloroform extracted and precipitated with ethanol. *MAT2A* hairpin RNA was 82 nt long, while the U6 snRNA was 83 nt long. Quality of the generated RNA was verified by 1.2% agarose gel electrophoresis.

#### *In vitro* RNA methylation assay with METTL16

Some methylation assays were carried out with *in vitro* transcribed RNAs (*MAT2A* mRNA hairpin 1 or U6 snRNA), while the majority were with chemically synthesized RNA oligos (Microsynth, Switzerland) (Table S1). Recombinant human METTL16 proteins (FL, core, ΔN and mutant versions) or a heterodimer of human METTL3/METTL14 were used.

Prior to the experiment, the RNAs were refolded by heating 100 μM RNA solution in 10 mM NaCl in a thermoblock to 70°C for 5 min. and slowly cooling down to room temperature, while keeping the tubes in a heat block. All methylation reactions were performed in a 50 mM Tris-HCl, pH 7.5, 100 mM KCl, 5 mM MgCl_2_, 2 mM DTT buffer with 10 μM of refolded single-stranded RNA, 5 μg of recombinant protein, 1 μl of RiboLock RNase Inhibitor (ThermoFisher, cat. no. EO0381) and 0.1 μCi of ^14^C-SAM (Perkin Elmer, NEC363010UC) in a total volume of 50 μl. Unless otherwise indicated, all reactions were performed overnight at 37°C. For reactions with RNA oligos designed based on m^6^A-IP-RNaseq experiment (Figure 3J), these were performed overnight at 22°C. RNA was subsequently isolated using phenol/chloroform extraction protocol. RNA pellets were resuspended in 2x RNA loading buffer (90% formamide, 0.02% SDS, 1 mM EDTA, 0.02% bromophenol blue, 0.02% xylene cyanol), heated for 5 min. at 70°C, cooled down to the room temperature and resolved in a 15% Urea-PAGE gel.

The 15% Urea-PAGE gel was prepared by mixing 12.6 g of urea, 3 mL of 10x TBE (1 M Tris base, 1 M boric acid, 0.02 M EDTA), 11.25 mL of 40% acrylamide (19:1) and 6.75 mL of H_2_O. To catalyze gel polymerization, 240 μl of APS and 24 μl of TEMED were added. Gel was left for 40 min. at room temperature to polymerize. Wells were flushed with 1XTBE to remove urea deposits and gel was pre-run in 1X TBE at 20 W for 25 min to warm the gel. After the pre-run, ssRNA marker labeled with ^32^P-γ-ATP and composed of four single-stranded RNA oligos (RP_RNA_19: 40 nt, RP_RNA_1: 30 nt, RP_RNA_3: 28 nt, RP_RNA_18: 16 nt; Table S1) was loaded into the gel, together with RNA samples from the *in vitro* methylation assay. Gel was run at 12 W for 1 h 30 min. Then, dried in a gel dryer (Bio-Rad, model 583) with a gradual heating and cooling program, 80°C for 3 h. Dried gel was exposed to a phosphor screen BAS (GE Healthcare) for 24 h. The phosphor screen was scanned in a Typhoon FLA 9500 laser scanner (GE Healthcare) at 700V and 100 μm pixel size using control software (1.1 version) for Typhoon FLA 9500. Scans were analyzed using ImageQuant TL 8.1 software (GE Healthcare).

The quality of RNAs used for methylation assays were verified by Methylene Blue staining. In some experiments, after the methylation reaction products were resolved by urea-PAGE, the gel was stained with Methylene Blue, imaged to verify integrity of RNAs present in the reaction (Figure S3A) and then dried for exposure to the phosphor storage screen to detect radioactivity signals (Figure 3A).

#### UV crosslinking assay

*Preparation of labeled RNA*: RNA6 (100 pmol) was 5ʹ-end labeled with [γ-^32^P]ATP and T4 Polynucleotide Kinase (NEB, M0201) for 1 h at 37°C. Labeled RNA was resolved on 15% Urea-PAGE gel and exposed with phosphor screen BAS (GE Healthcare) for 5 minutes. RNA band corresponding to the size of 29 nt was cut from the gel. The RNA was eluted from gel by overnight incubation in 300 mM NaCl at room temperature and with shaking (750 rpm). RNA was extracted by phenol-chloroform and resuspended in 20 μl of H_2_O. See Table S1 for RNA sequence.

METTL16 proteins (final concentration 0.4 μM and 2 μM) were mixed with 1 μl of labeled RNA6 in RNA binding buffer (10 mM Tris-HCl, pH 8.0, 50 mM NaCl, 1 mM DTT, 1 mM SAH) in a final volume of 20 μl and incubated for 2 h on ice. After incubation, reaction mix was deposited inside the cap of the Eppendorf tube, and placed on ice such that the cap touches the ice. Tubes were placed around 4 cm from UV lamp (254 nm) and irradiated for 5 min. (UV Stratalinker 2400, Stratagene). After UV irradiation, samples were boiled for 5 min in SDS loading buffer and resolved by 12% SDS-polyacrylamide gel electrophoresis.

Gel was dried in a gel dryer (Bio-Rad, model 583) with a gradual heating and cooling program, 80°C for 3 h. Dried gel was transferred to the cassette and exposed with a phosphor screen BAS (GE Healthcare) for 24 h. After exposure, phosphor screen was scanned in a Typhoon FLA 9500 laser scanner (GE Healthcare) at 700V and 50 μm pixel size. Control software for Typhoon FLA 9500 was at 1.1 version. Scans were analyzed using ImageQuant TL 8.1 software (GE Healthcare).

#### Cell culture and transfections

Human embryonic kidney cell line 293 (HEK293) transformed with the SV40 large T antigen (HEK293T) were grown in Dulbecco’s modified Eagle Medium (DMEM; Invitrogen, cat. No. 21969-035) supplemented with 10% fetal bovine serum (ThermoFisher; cat. no. 10270106), 1% Penicilline/Streptomycin (ThermoFisher; cat. No. 15140122), 1% 200 mM Glutamine (ThermoFisher; cat. no. 15140122), later referred to as DMEM complete medium (DMEM CM), and maintained in an environment with 5% CO_2_ at 37°C. For transfection, cells growing in a 75 cm^2^ flask were washed with warm (37°C) 1X PBS and incubated with 1 mL of Trypsin-EDTA 0.05% (ThermoFisher; cat. no. 25300-054) for 1-2 min to promote removal of cells from the growth surface. Subsequently, 10 mL warm DMEM media was added and cells were resuspended by pipetting. Cells were counted using Bürker-Türk and appropriate cell numbers were seeded in cell culture vessels.

Approximately, 4 mL of HEK293T cells were seeded in the 10 cm dish (Falcon, cat. no. 353003) and cultured as described above. When 40 – 50% confluence was reached, cells were transfected with FLAG-HA-METTL16 plasmid: 10 μg of plasmids was diluted in 500 μL of 150 mM NaCl. Simultaneously, 26 μg of linear polyethylenimine, MW 25000 (PEI, Polysciences Inc., cat. no. 23966) was diluted in 500 μL of 150 mM NaCl. Solutions were mixed together, vortexed vigorously for 15 s and incubated for 15 min. at room temperature. Then mix was added to the HEK293T cells in the DMEM CM. After 24 h, medium was changed for the fresh DMEM CM. Cells were grown for 72h in total.

#### Isolation of human METTL16 complexes for mass spectrometry

Cells in 10 cm dishes were washed 3x with ice cold PBS and 1 mL of lysis buffer [20 mM Tris pH 7.4, 150 mM NaCl, 0.5% Triton X-100, 0.1% sodium deoxycholate, 1 mM EDTA, 0.5 mM DTT, protease inhibitor (Complete Protease Inhibitor Cocktail Tablet, Roche, cat. no. 5056489001)] was added to the cells. Cells were removed from their growth surface using a cell scraper (Costar; cat. no. 3010) and transferred to 1.5 mL eppendorf tubes. Cell lysate was passed 5-times through a 26 G needle (B. Braun Medical Inc., #466-5457) and kept on ice for 15 min. The total cell lysate was spun at 12,000 x g for 10 min at 4°C. After centrifugation, supernatant was transferred to a fresh tube and spun again (12,000 x g, 10 min., 4°C). The cleared lysate was transferred to a fresh tube. While 50 μl of lysate was transferred to a fresh tube and flash-frozen in liquid nitrogen to use as an input, 950 μl was incubated for 4 h at 4°C with 20 μL of Anti-HA Affinity Matrix (Roche, cat. no. 11815016001). After, beads were collected by gentle centrifugation (500 x g for 1 min at 4°C) and eluate was discarded. Beads were washed 5 times with wash buffer (50 mM Tris pH 7.4, 150 mM NaCl, 0.1% Triton X-100, 1 mM EDTA) Then, beads were transferred to fresh 1.5 mL eppendorf tubes and 40 μL of 2x Laemmli buffer (4% SDS, 20% glycerol, 120 mM Tris-HCl pH 6.8, 10% β-mercaptoethanol, 0.02% bromophenol blue) was added. Beads were boiled at 95°C for 5 minutes and stored at −20°C. Proteins were identified by mass spectrometry at the Functional Genomics Center Zurich (ETH Zurich) (Figure S5F). Database searches were performed using the Mascot (SwissProt, human) search program. Applied settings: 1% protein false detection rate (FDR), min. 2 peptides per protein, 0.1% peptide FDR.

#### Isolation of METTL16 complexes from mouse testes and spleen

An aliquot of 80 μl of Dynabeads Protein A slurry (ThermoFisher, 10001D) was transferred to a fresh Eppendorf tube and washed three times with 1 mL of 20 mM sodium phosphate with 0.02% Tween20. Then, 20 μg of METTL16 antibody (abcam, ab186012) or 20 μg of mouse IgG control antibody (Santa Cruz, cat.no. sc-2025) in 500 μl of 20 mM sodium phosphate with 0.02% Tween20 was added to the beads and incubated overnight at 4°C with rotation.

Next day, two adult (P60) mouse testes and one spleen were cut into pieces using scalpel blade and placed into separate 1.5 mL eppendorf tubes. 500 μL of ice cold lysis buffer [20 mM Tris pH 7.4, 150 mM NaCl, 0.5% Triton X-100, 0.5% sodium deoxycholate, 1 mM DTT, 1 mM EDTA and protease inhibitor (Roche) was added to the tubes. Organs were dounced 15-times using a plastic pestle and left on ice for 10 min. Then, tubes were spun at 12000 x g at 4°C for 10 minutes. Supernatant was transferred to a fresh tube and centrifugation was repeated to clarify the lysate further. Supernatants were transferred to a fresh tube and diluted 2x with dilution buffer dilution buffer [20 mM Tris pH 7.4, 150 mM NaCl, 1 mM EDTA, protease inhibitor] to decrease sodium deoxycholate and Triton X-100 concentration to 0.25%. An aliquot of 50 μl of lysate was transferred to a fresh tube and flash-frozen in liquid nitrogen to use as an input, while rest was transferred to antibody-bound Dynabeads prepared above, and incubated at 4°C for 4 h with rotation.

After 4 h, the supernatant was removed and beads were washed with wash buffer (20 mM Tris pH 7.4, 150 mM NaCl, 0.2% Triton X-100, 1 mM EDTA, 0.5 mM DTT). Washing was repeated four more times, after which beads were transferred to the fresh 1.5 mL eppendorf tubes and 40 μL of 2x Laemmli buffer (4% SDS, 20% glycerol, 120 mM Tris-HCl pH 6.8, 10% β-mercaptoethanol, 0.02% bromophenol blue) was added. Beads were boiled at 95°C for 5 minutes and stored at −20°C. Proteins in the samples were identified at the Functional Genomics Center Zurich (ETH Zurich) with the shotgun mass spectrometry analysis (Figure S5G). Database searches were performed using the Mascot (SwissProt, human) search program. Applied settings: 1% protein false detection rate (FDR), min. 1 peptides per protein, 0.1% peptide FDR.

#### Mass spectrometry

Mass spectrometry to confirm purified recombinant proteins were carried out at the Proteomics Core Facility, EMBL, Heidelberg. Identification of components within an immunoprecipitated complex was carried out at the Functional Genomics Center Zurich (ETH Zurich) using the shotgun mass spectrometry analysis. Database searches were performed using the Mascot (SwissProt, all species) search program. Applied settings if not stated differently are 1% protein false detection rate (FDR), min. 2 peptides per protein, 0.1% peptide FDR.

#### Preparation of RNA libraries

##### *In vitro* methylation with METTL16 and m^6^A-IP-RNaseq

Libraries of randomized 30 nt RNA sequences were chemically synthesized (Microsynth, CH). The sequences had a constant central 9-mer sequence flanked by randomized (represented by N) sequences (MM-RNA-14: N_11_-UAC**A**GAGAA-N_10_). The 9-mer sequence originates from the hairpin 1 of the human *MAT2A* mRNA and carries the m^6^A methylation site for METTL16 (Pendleton et al., 2017). RNA solutions (100 μM) with 50 mM NaCl were denatured at 80°C for 1 min, and refolded by allowing to cool to room-temperature. *In vitro* methylation reactions containing 15 μL (100 μM) of the above RNA library were carried out in 100 mL reactions (50 mM Tris-HCl, pH 7.5, 100 mM KCl, 5 mM MgCl_2_, 20U of Riboblock RNase inhibitor, 0.64 mM SAM) with 20 μg of hMETTL16. Reactions were carried out in duplicates and incubated at 37°C, overnight. Reactions were then removed and frozen at −20°C prior to further processing.

A small portion (10%) was left aside to be used as input sample, while the remainder was subjected to immunoprecipitation. The m^6^A immunoprecipitation was performed as described (Ke et al., 2015). Briefly, 100 μL of Dynabeads Protein A (Life Technologies; 10002D) were washed once in PXL buffer (1 × PBS, 0.1% SDS, 0.5% sodium deoxycholate, 0.5% NP-40) followed by pre-treatment with BSA (final concentration 1μg/ μL) in 200 μL PXL buffer for 45 minutes at room-temperature (RT). BSA pre-treated beads was then conjugated with m^6^A rabbit polyclonal antibody (5 μg; Synaptic Systems, catalog no. 202003) in 200 μL PXL buffer supplemented with 4 μL of RNasin RNase inhibitor (Promega; N2611) for one hour at RT on a rotating wheel. Dynabeads were further washed twice with PXL buffer and finally beads were resuspended in 400 μL of PXL buffer and 5 μL of RNasin. The *in vitro* methylation reaction prepared above was added to the beads and incubated at 4°C for 2 hours on a rotating wheel. After two hours incubation, the beads were washed twice by ice-cold Nelson low-salt buffer (15 mM Tris at pH 7.5, 5 mM EDTA), once by ice-cold Nelson high-salt buffer (15 mM Tris at pH 7.5, 5 mM EDTA, 2.5 mM EGTA, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 1 M NaCl), once by ice-cold Nelson stringent wash buffer (15 mM Tris at pH 7.5, 5 mM EDTA, 2.5 mM EGTA, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 120 mM NaCl, 25 mM KCl), and last by ice-cold NT-2 buffer (50 mM Tris at pH 7.4, 150 mM NaCl, 1 mM MgCl2, 0.05% NP-40). Antibody-bound RNAs were eluted by incubating the beads with 0.5 mg/mL *N*^*6*^-methyl adenosine (Sigma-Aldrich; M2780) in NT2 buffer for one hour at 4°C. The eluted RNAs were precipitated with ethanol and glycogen and dissolved in RNase-free water.

The input and IP RNAs were first 3ʹ end dephosphorylated with T4 PNK (NEB; M0201S, 10 U/μL) in the absence of ATP at 37°C for 45 minutes (40 μL reaction: 35.5 μL RNA, 4 μL 10X T4 PNK buffer, 0.5 μL of T4 PNK) followed by phosphorylation of 5ʹ end (50 μL reaction: 40 μL dephosphoryated RNA, 6.5 μL water, 1 μL RNasin, 0.5 μL 100 mM ATP, 1 μL 10X T4 PNK buffer 1 μL T4 PNK) at 37°C for 45 minutes. RNAs were phenol chloroform-extracted, ethanol precipitated and resupended in 6 μL of RNase-free water. The input RNA fragments and the immunopurified RNAs after the phosphorylation step were directly used for library preparation (barcoded at 3′ end) using NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB; catalog No. E7560S) following manufacturer’s instructions. The synthesized cDNA libraries were resolved on 3% high-resolution MethaPhor agarose (Lonza; cat. No. 50180) gels in 1X TAE buffer at 70 V. Fragments in the size-range of ∼150-250 bp were gel-extracted with the use of MinElute Gel Extraction Kit (QIAGEN; cat No. 28604). Multiple libraries with different barcodes (at 3′ end) were mixed in equimolar ratios and sequenced with the HiSeq Illumina Platform (EMBL GeneCore facility, Heidelberg). The maximum sequencing length was 50 nt. The list of sequencing libraries generated are provided in Table S2.

##### Mouse single-embryo library preparation

Polyadenylated transcripts in single embryos (E2.5 morula or E3.5 blastocysts) were amplified using the Smart-seq2 protocol (Picelli et al., 2014). The protocol generates libraries that lack strand specificity. Multiple libraries with different barcodes (at the 3′ end) were mixed in equimolar ratios and paired-end sequencing reads were obtained with the HiSeq Illumina Platform (EMBL GeneCore facility, Heidelberg). The maximum sequencing length was 80 nt. The list of sequencing libraries generated are provided in Table S2.

### Quantification and Statistical Analysis

#### *In vitro* methylation with METTL16 and m^6^A-IP-RNaseq

Reads were sorted into individual libraries based on the barcodes and the 3′ adaptor sequences were removed using cutadapt 1.9.1 (http://journal.embnet.org/index.php/embnetjournal/article/view/200). Only reads of final length of 30 nucleotides with correctly sequenced TACAGAGAA consensus motif at position 12-20 and without any Ns were kept for further analysis using R 3.4.3 (R Core Team, 2017) and Bioconductor (Huber et al., 2015). To search for possible preference of human METTL16 for specific structured RNA features, we analyzed the predicted secondary structures of the sequenced oligos and compare their representation in between the m^6^A-IP and input libraries. For each sequence we obtained the minimum free energy (MFE) secondary structure using RNAfold (Lorenz et al., 2011). We used DESeq2 1.18.1 bioconductor package (Love et al., 2014) to obtain the lists of structures significantly enriched or depleted in IP (immunoprecipitation) libraries when compared to input libraries (adjusted p value < 0.1). Top enriched structures were plotted in dot bracket notation (DBN) (Figures 3E and 3F). To search for preferred features in IP-enriched structures, for every structure and each position based on DBN, we checked whether it is part of the stem, is in a loop, is in a bulge or if it is in between two stems. Then we compared the proportion of the structures having nucleotide at specific position in a stem, loop, etc, in between IP-enriched structures, IP-depleted structures and structures with no difference in their abundance between m^6^A-IP and input (Figure 3G). In IP-enriched structures we observed a clear preference of A at position 15 (in the motif UAC**A**GAGAA), which is methylated by METTL16, to be in a single nucleotide bulge or to lie in a region surrounded by stem structures (Figure 3G). To see the differences in IP-enriched and depleted structures, we also plotted the log2 difference of the frequencies for IP-enriched (or depleted) structures when related to the structures not differentially represented between m^6^A IP and input (Figure 3H). While the IP-enriched structures had higher proportion of 15A in a single nucleotide bulge or lying between two stems, the IP-depleted structures showed the opposite trend, with less proportion of structures with 15A in a bulge or in between two stems. For calculations of these log2 ratios of the frequencies, the frequencies lower than 0.5% were considered to be 0.5. Proportion of individual structures in which 15A can be found is summarized in a barplot (Figure 3I). We also directly compared the frequencies of oligos with individual positions in a stem, loop etc. in between m^6^A-IP libraries and input libraries (Figure S3C) and their log2 ratios, separately for both replicas (Figure S3D). 

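Counted over reads in place of structures, position 15 was in a 1-nt bulge in 0.388% of the reads of the input library of reaction 11 (95% Wilson interval 0.385% to 0.391%) and 0.387% (0.384% to 0.390%) of that of reaction 12, and in 1.14% (1.14% to 1.15%) and 1.14% (1.12% to 1.15%) of the reads of the m6A-IP libraries. Between both stems it was found in 0.799% and 0.803% of the input reads and in 1.42% and 1.47% of the m6A-IP reads, a log2 ratio of 0.83 in reaction 11 and 0.87 in reaction 12. A bulge of at least 2 nt held position 15 in 0.309% and 0.308% of the input reads and 0.432% and 0.432% of the m6A-IP reads, and an interior loop in 2.34% and 2.32% against 2.77% and 2.75%. The share in a hairpin loop was 47.8% and 48.0% in the input and 39.5% and 40.0% in the m6A-IP libraries, and the share in a stem was 28.0% and 28.0% against 32.0% and 31.7%. For each of these features the reactions differed by less than input and m6A-IP did. With 2 libraries per group no permutation test can reach p = 0.05. The intervals cover counting error only, since PCR reads are not independent molecules.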

In m^6^A-IP libraries we observed increased proportion of oligos where 15A is in single nucleotide bulge or in between two stems.

To check whether there is specific sequence preference outside the TAC**A**GAGAA consensus motif, we compared the nucleotide frequencies at individual oligo positions between IP and input samples and plotted their log2 ratios (Figure S3E). In the IP-oligos we observed general higher frequencies of G and C. We used MEME - Motif discovery tool 4.11.2 (Bailey and Elkan, 1994) to search for any sequence motif in the IP enriched left 11-mers and right 10-mers surrounding the TAC**A**GAGAA (Figure S3F).

#### Transcriptome analysis of Mettl16 mutant mouse embryos

Paired-end reads were sorted into individual libraries based on the barcodes and aligned to NCBI RefSeq transcripts (build mm10) using Salmon v0.7.2 (Patro et al., 2017). The genotype of the mouse embryos giving rise to the individual samples was assessed based on the presence of the reads derived from WT *Mettl16* allele (containing CACCAGGATTCGGACAAAACTA or TAGTTTTGTCCGAATCCTGGTG sequence, since libraries are non-strand-specific) and from *Mettl16* KO allele (containing TCACCAATGTAAATAGATGAGG or CCTCATCTATTTACATTGGTGA sequence). For E2.5 there were 5 *Mettl16*^+/+^ (WT), 14 *Mettl16*^+/−^ (HET) and 12 *Mettl16*^−/−^ (KO) samples. For E3.5 we got 18 *Mettl16*^+/+^ (WT), 9 *Mettl16*^+/−^ (HET) and 12 *Mettl16*^−/−^ (KO) samples

The transcript estimates were imported into DESeq2 1.18.1 (Love et al., 2014) and summarized to gene levels using tximport 1.2.0 (Soneson et al., 2015). The DESeq2 was used to obtain lists of differentially expressed genes with statistical significance (adjusted p value ≤ 0.1). The MA plots were plotted using graphics::smoothScatter function and the individual genes with significantly different expression were highlighted (Figures 4D and 5C).

For the E2.5 dataset, twenty genes were found to be differentially expressed between some of the genotypes (Figure 4E; Table S3) and their expression was visualized by heatmap using the made4::heatplot function (Figure 4E). Only four of the genes had significantly different expression in *Mettl16*^−/−^ versus *Mettl16*^+/−^ and also in *Mettl16*^−/−^ versus *Mettl16*^+/+^ comparison (Figure S5B). Boxplots of normalized counts were plotted for those genes, with individual samples plotted as dots using graphics:stripchart function (Figures 4F and S5C). To visualize the coverage of individual genomic loci, the sequenced reads were aligned to reference mm10 genome using STAR (Dobin et al., 2013) and the normalized coverage was calculated using GenomicRanges::coverage function. Mean coverages were plotted for individual genotypes using Gviz 1.22.3 (Hahne and Ivanek, 2016) together with the transcript annotation obtained either from NCBI RefSeq track from UCSC or from GENCODE M17 (Figures 4G and S5E). Gviz was also used to plot the coverage of individual exons or introns. To compare the amount of reads coming from individual introns of *Mat2a*, featureCounts (Liao et al., 2014) was used to obtain the counts for individual genomic exons and introns which were then normalized by DESeq2. Boxplots of the counts were plotted for individual introns of *Mat2a* normalized to library sizes or to overall *Mat2a* counts (Figure S5D). The intron coordinates used were shortened by 10 nucleotides from both sides so that the intron counts were not affected by exonic reads partially protruding into the introns. The JunctionSeq 1.8.0 (Hartley and Mullikin, 2016) was used to search for differential usage of splice junctions among the genotypes. Only few splice junctions were significantly (adjusted p value ≤ 0.01) differentially used between *Mettl16*^−/−^ versus *Mettl16*^+/−^ and also in *Mettl16*^−/−^ versus *Mettl16*^+/+^ comparison (Table S3). Whereas the reads spanning the splice junction of last *Mat2a* (NM_145569 = ENSMUST00000059472.9) intron were depleted in *Mettl16*^−/−^ when normalized to overall *Mat2a* transcript levels, alternative splice junction (common for ENSMUST00000206904.1 and ENSMUST00000206692.1) was elevated (Figure 4H) as shown by boxplots. This was accompanied by overall increase of last *Mat2a* intron counts in *Mettl16*^−/−^ which is however not significant.

For the E3.5 dataset, 5166 genes were found to be differentially expressed between some of the genotypes (Figure 5D; Table S3) and their expression was visualized by heatmap using the made4::heatplot function (Figure 5D). Most of the genes which were found to be dysreguled in *Mettl16*^−/−^ versus *Mettl16*^+/−^ were also differentially expressed between *Mettl16*^−/−^ and *Mettl16*^+/+^ (Figure 5E). Enriched gene ontology biological processes for upregulated and downregulated genes were identified by ENRICHR (Chen et al., 2013, Kuleshov et al., 2016) and are summarized in Table S3. Boxplots of normalized counts were plotted for *Mettl16*, *Mat2a* and top dysregulated genes with individual samples plotted as dots using graphics:stripchart function (Figures 5B and S6D). FeatureCounts was used to obtain summarized counts for introns, exons and repeats which did not show any differences between the genotypes neither in E2.5 nor in E3.5 (Figures S5A and 5G) and also to obtain the counts for individual genomic exons and introns. Boxplot was used to compare number of reads arising from last intron of *Mat2a* and splice junction reads crossing the last intron (Figure S6A) whose counts were obtained from JunctionSeq analysis. All the splice junctions which were significantly (adjusted p value ≤ 0.01) differentially used between *Mettl16*^−/−^ versus *Mettl16*^+/−^ and also in *Mettl16*^−/−^ versus *Mettl16*^+/+^ comparison are summarized in Table S3. Overall counts of uniquely mapping reads crossing the splice junctions were obtained from SJ.out.tab files generated by STAR and their proportion was compared between individual samples (Figure 5F). To find out whether genes specific to any developmental stage are misregulated in the mutant, we checked the expression of the key transcription and chromatin factors characteristic for different stages (Table S1 of Mohammed et al., 2017). Heatmap of log2 (normalized counts +1) expression was plotted using gplots::heatmap.2 from individual samples (Figure S6B). Boxplots were used to compare the average expression change between *Mettl16*^−/−^ versus *Mettl16*^+/−^ and *Mettl16*^−/−^ versus *Mettl16*^+/+^, with individual genes plotted as dots (Figure S6C).

### Data and Software Availability

Deep sequencing data generated in this study are deposited with Gene Expression Omnibus under the accession number GSE116329. Crystallographic data are deposited with Protein Data Bank under PDB accessions: 6GFN, 6GT5 and 6GFK. Other raw data associated with this study are deposited with Mendeley Data under the accession https://doi.org/10.17632/ny82j2ngt5.1. The *Mettl16* knockout mutant mouse generated in this study will be available from the Lead Contact.

# Supplementary material for: Methylation of Structured RNA by the m6A Writer METTL16 Is Essential for Mouse Embryonic Development
**Source:** Mol Cell. 2018 Sep 20;71(6):986–1000.e11. doi: 10.1016/j.molcel.2018.08.004
**Supplement:** Document S1. Figures S1–S6 and Tables S1 and S2

**Molecular Cell, Volume 71**

**Supplemental Information**

**Methylation of Structured RNA  
by the m<sup>6</sup>A Writer METTL16 Is Essential  
for Mouse Embryonic Development**

**Mateusz Mendel, Kuan-Ming Chen, David Homolka, Pascal Gos, Radha Raman  
Pandey, Andrew A. McCarthy, and Ramesh S. Pillai**

## **INVENTORY OF SUPPLEMENTAL INFORMATION**

### **One PDF with**

- 1) Supplemental Figures (S1-6)
- 2) Supplemental figure legends (S1-6)
- 3) Supplemental Tables (S1-2) and legends

### **Supplemental Figures**

Figure S1. Full-length human METTL16 exists as monomers. Related to Figure 1.

Figure S2. Mutational analysis of the human METTL16-core methyltransferase domain to define the RNA-binding groove. Related to Figures 1 and 2.

Figure S3. In vitro methylation with human METTL16-FL and a randomized RNA library reveals structural and sequence requirements for m<sup>6</sup>A RNA methylation. Related to Figure 3.

Figure S4. Embryonic lethality in *Mettl16* knockout mice around implantation stage. Related to Figure 4.

Figure S5. Lack of METTL16 has very specific and limited effect on the transcriptome of E2.5 embryos. Related to Figure 4.

Figure S6. Dramatically altered transcriptome of E3.5 *Mettl16* knockout embryos. Related to Figure 5.

### **Supplemental Tables**

Table S1. DNA primers and RNA oligonucleotides used in this study. Related to STAR Methods and Figure 1,2 and 3.

Table S2. List of all deep-sequencing libraries created in this study. Related to STAR Methods and Figure 4 and 5.

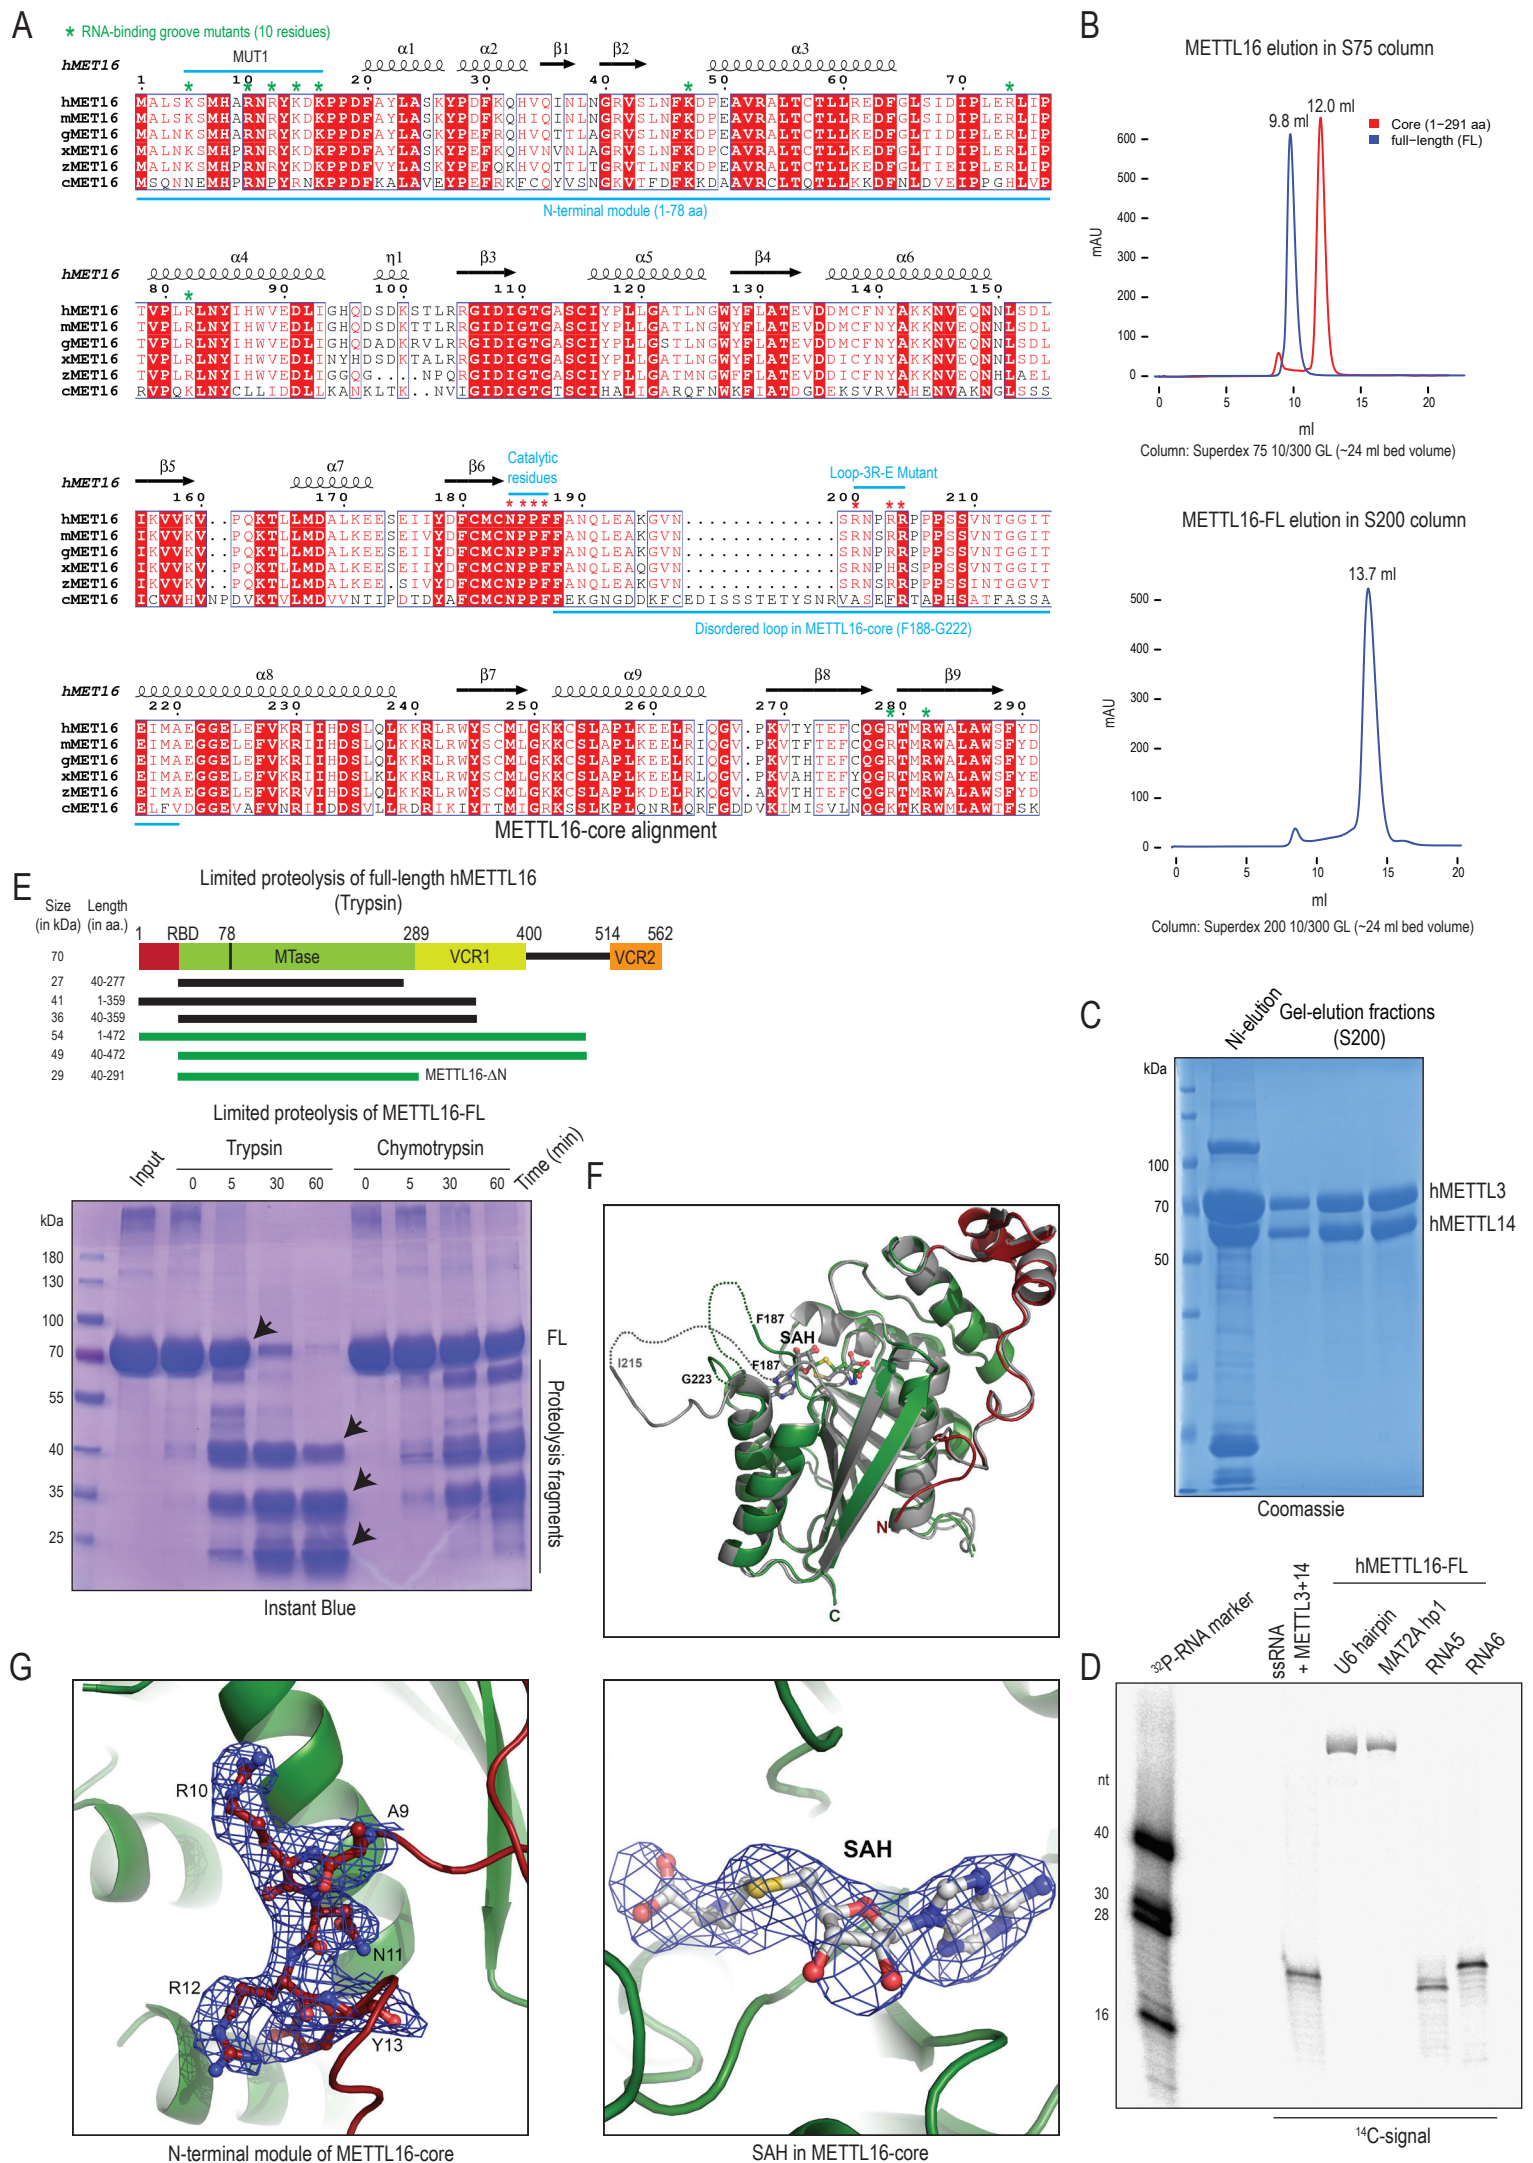

Figure-S1

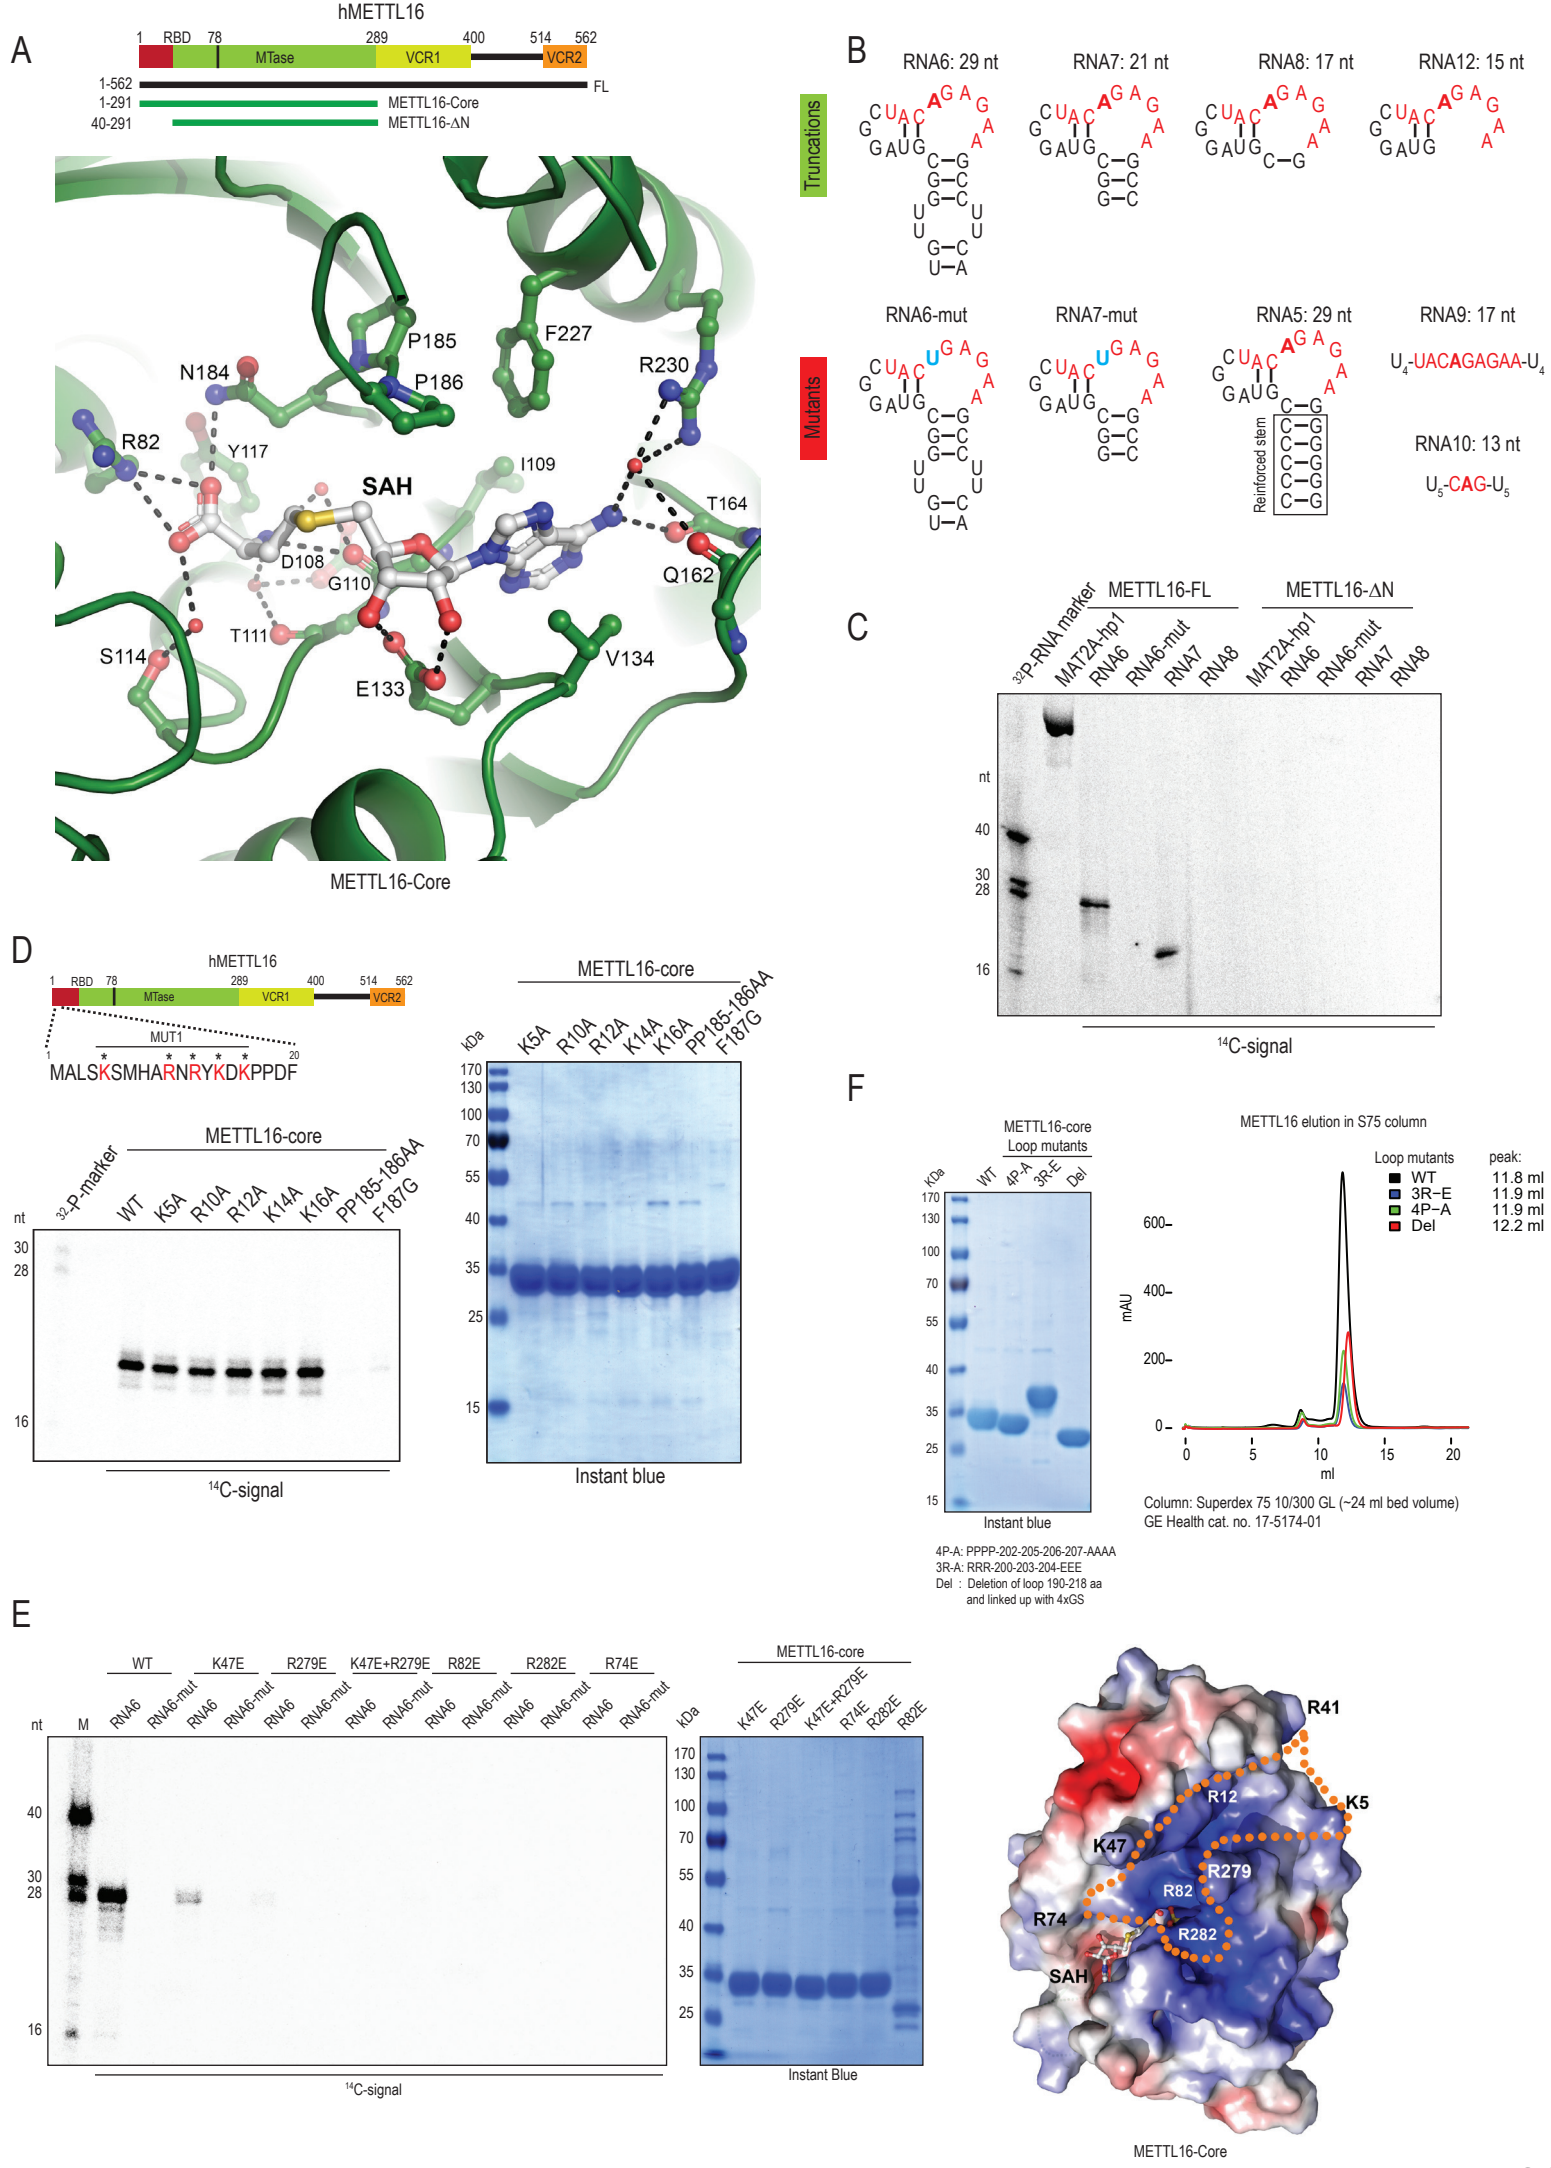

Figure-S2

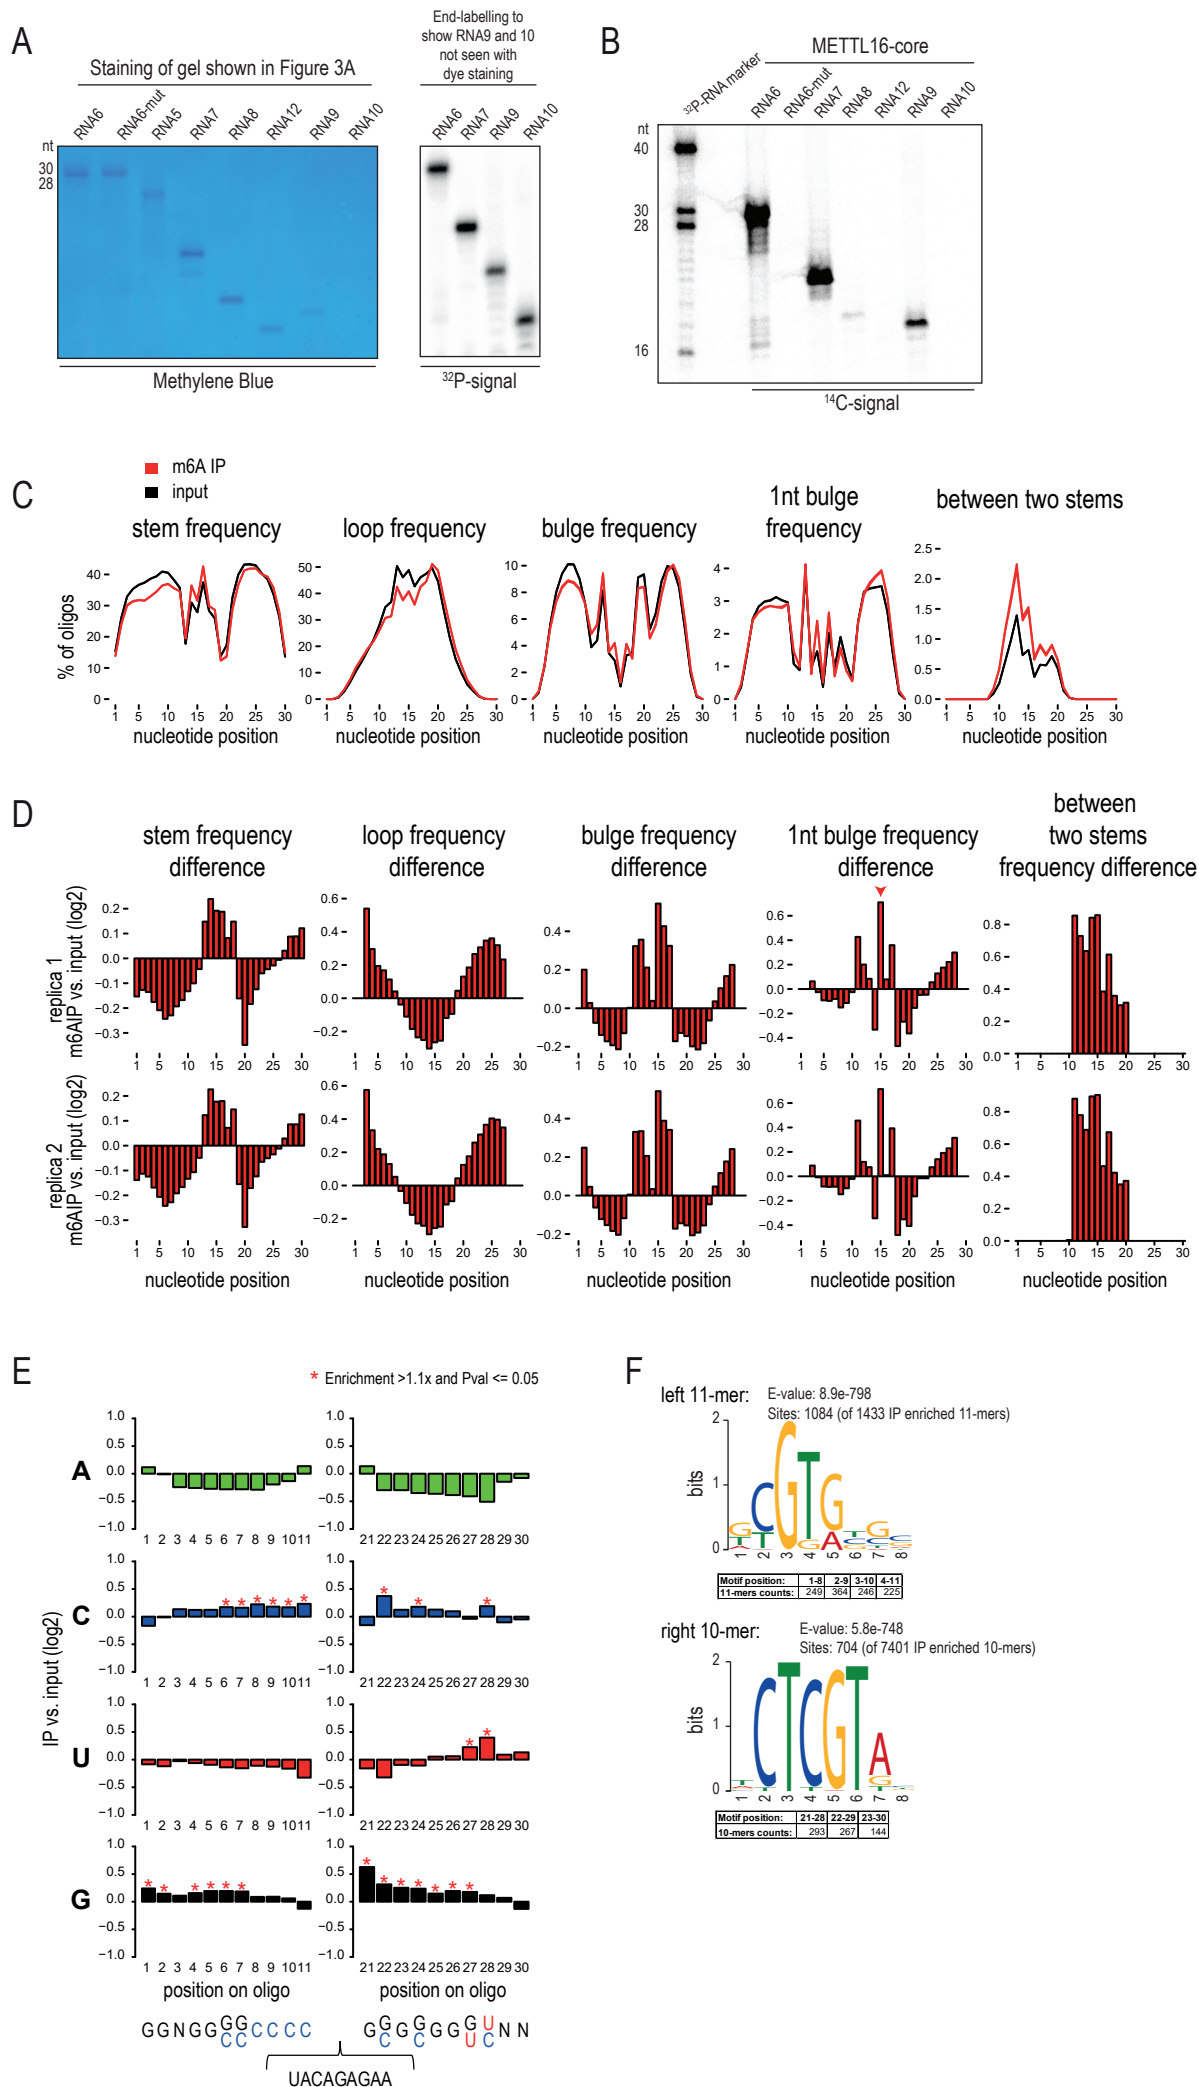

Figure-S3

A

mm10; Chr11: 74,770,830-74,828,525

Lab project code: RP20

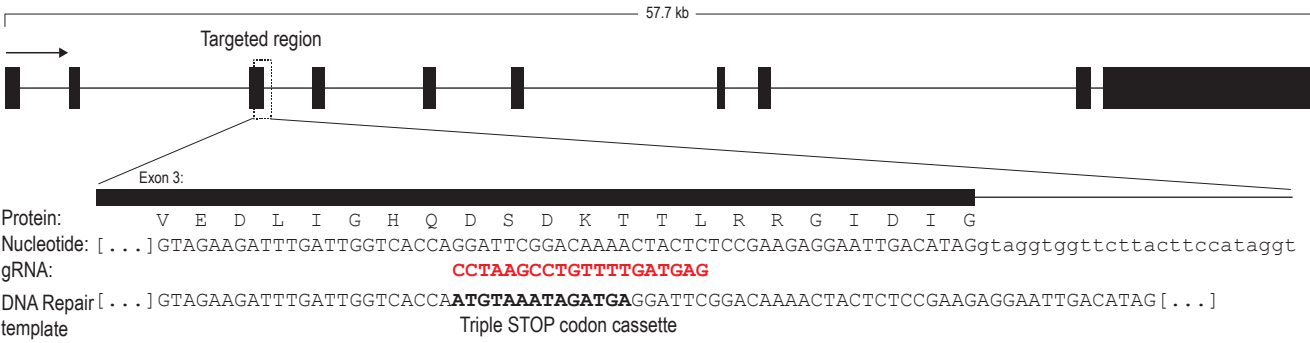

Line 1 (2112 founder): Insertion of STOP cassette (14 nt insertion)

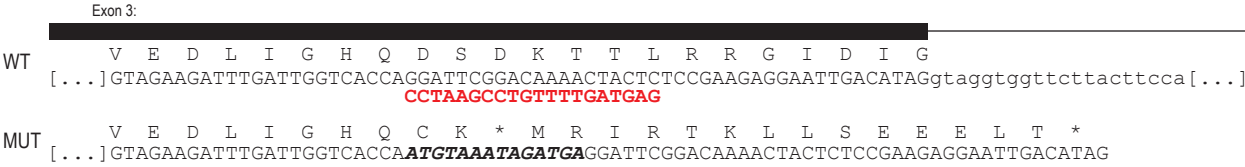

Line 2 (2175 founder): Disruption of splicing site (7 nt deletion)

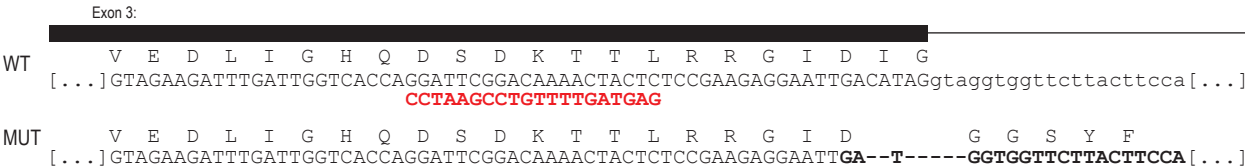

B

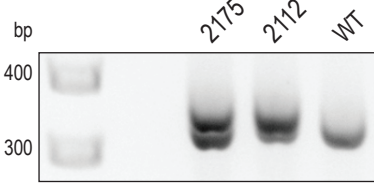

C

Genotype of animals in litters at weaning age (P21)  
from *Mettl16*<sup>+/-</sup> x *Mettl16*<sup>+/-</sup> crosses

|            | Total | KO   | HET   | WT    | Male  | Female |
|------------|-------|------|-------|-------|-------|--------|
| Number     | 156   | 0    | 114   | 42    | 73    | 83     |
| Percentage | -     | 0.0% | 73.1% | 26.9% | 46.8% | 53.2%  |

D

Genotype of E6.5 embryos from *Mettl16*<sup>+/-</sup> x *Mettl16*<sup>+/-</sup> crosses

|            | Placentas | Embryos | WT    | HET   | KO   | Unknown |
|------------|-----------|---------|-------|-------|------|---------|
| Number     | 68        | 52      | 16    | 32    | 1    | 3       |
| Percentage | -         | 76.5%   | 30.8% | 61.5% | 1.9% | 5.8%    |

E

Genotype of E8.5 embryos from *Mettl16*<sup>+/-</sup> x *Mettl16*<sup>+/-</sup> crosses

|            | Placentas | Embryos | WT | HET | KO |
|------------|-----------|---------|----|-----|----|
| Number     | 24        | 14      | 1  | 13  | 0  |
| Percentage | -         | 58%     | 7% | 93% |    |

F

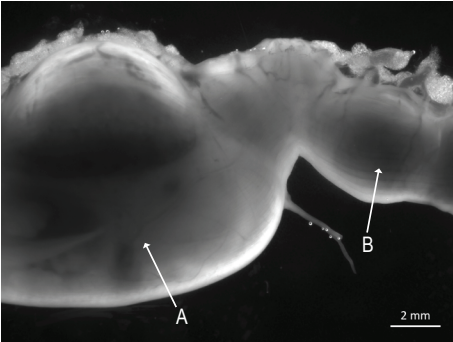

E12.5

Heterozygote (A)

Empty amniotic sac (B)

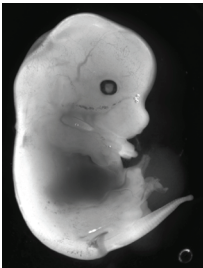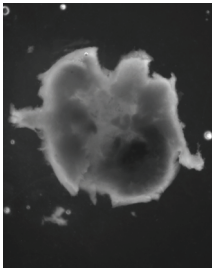

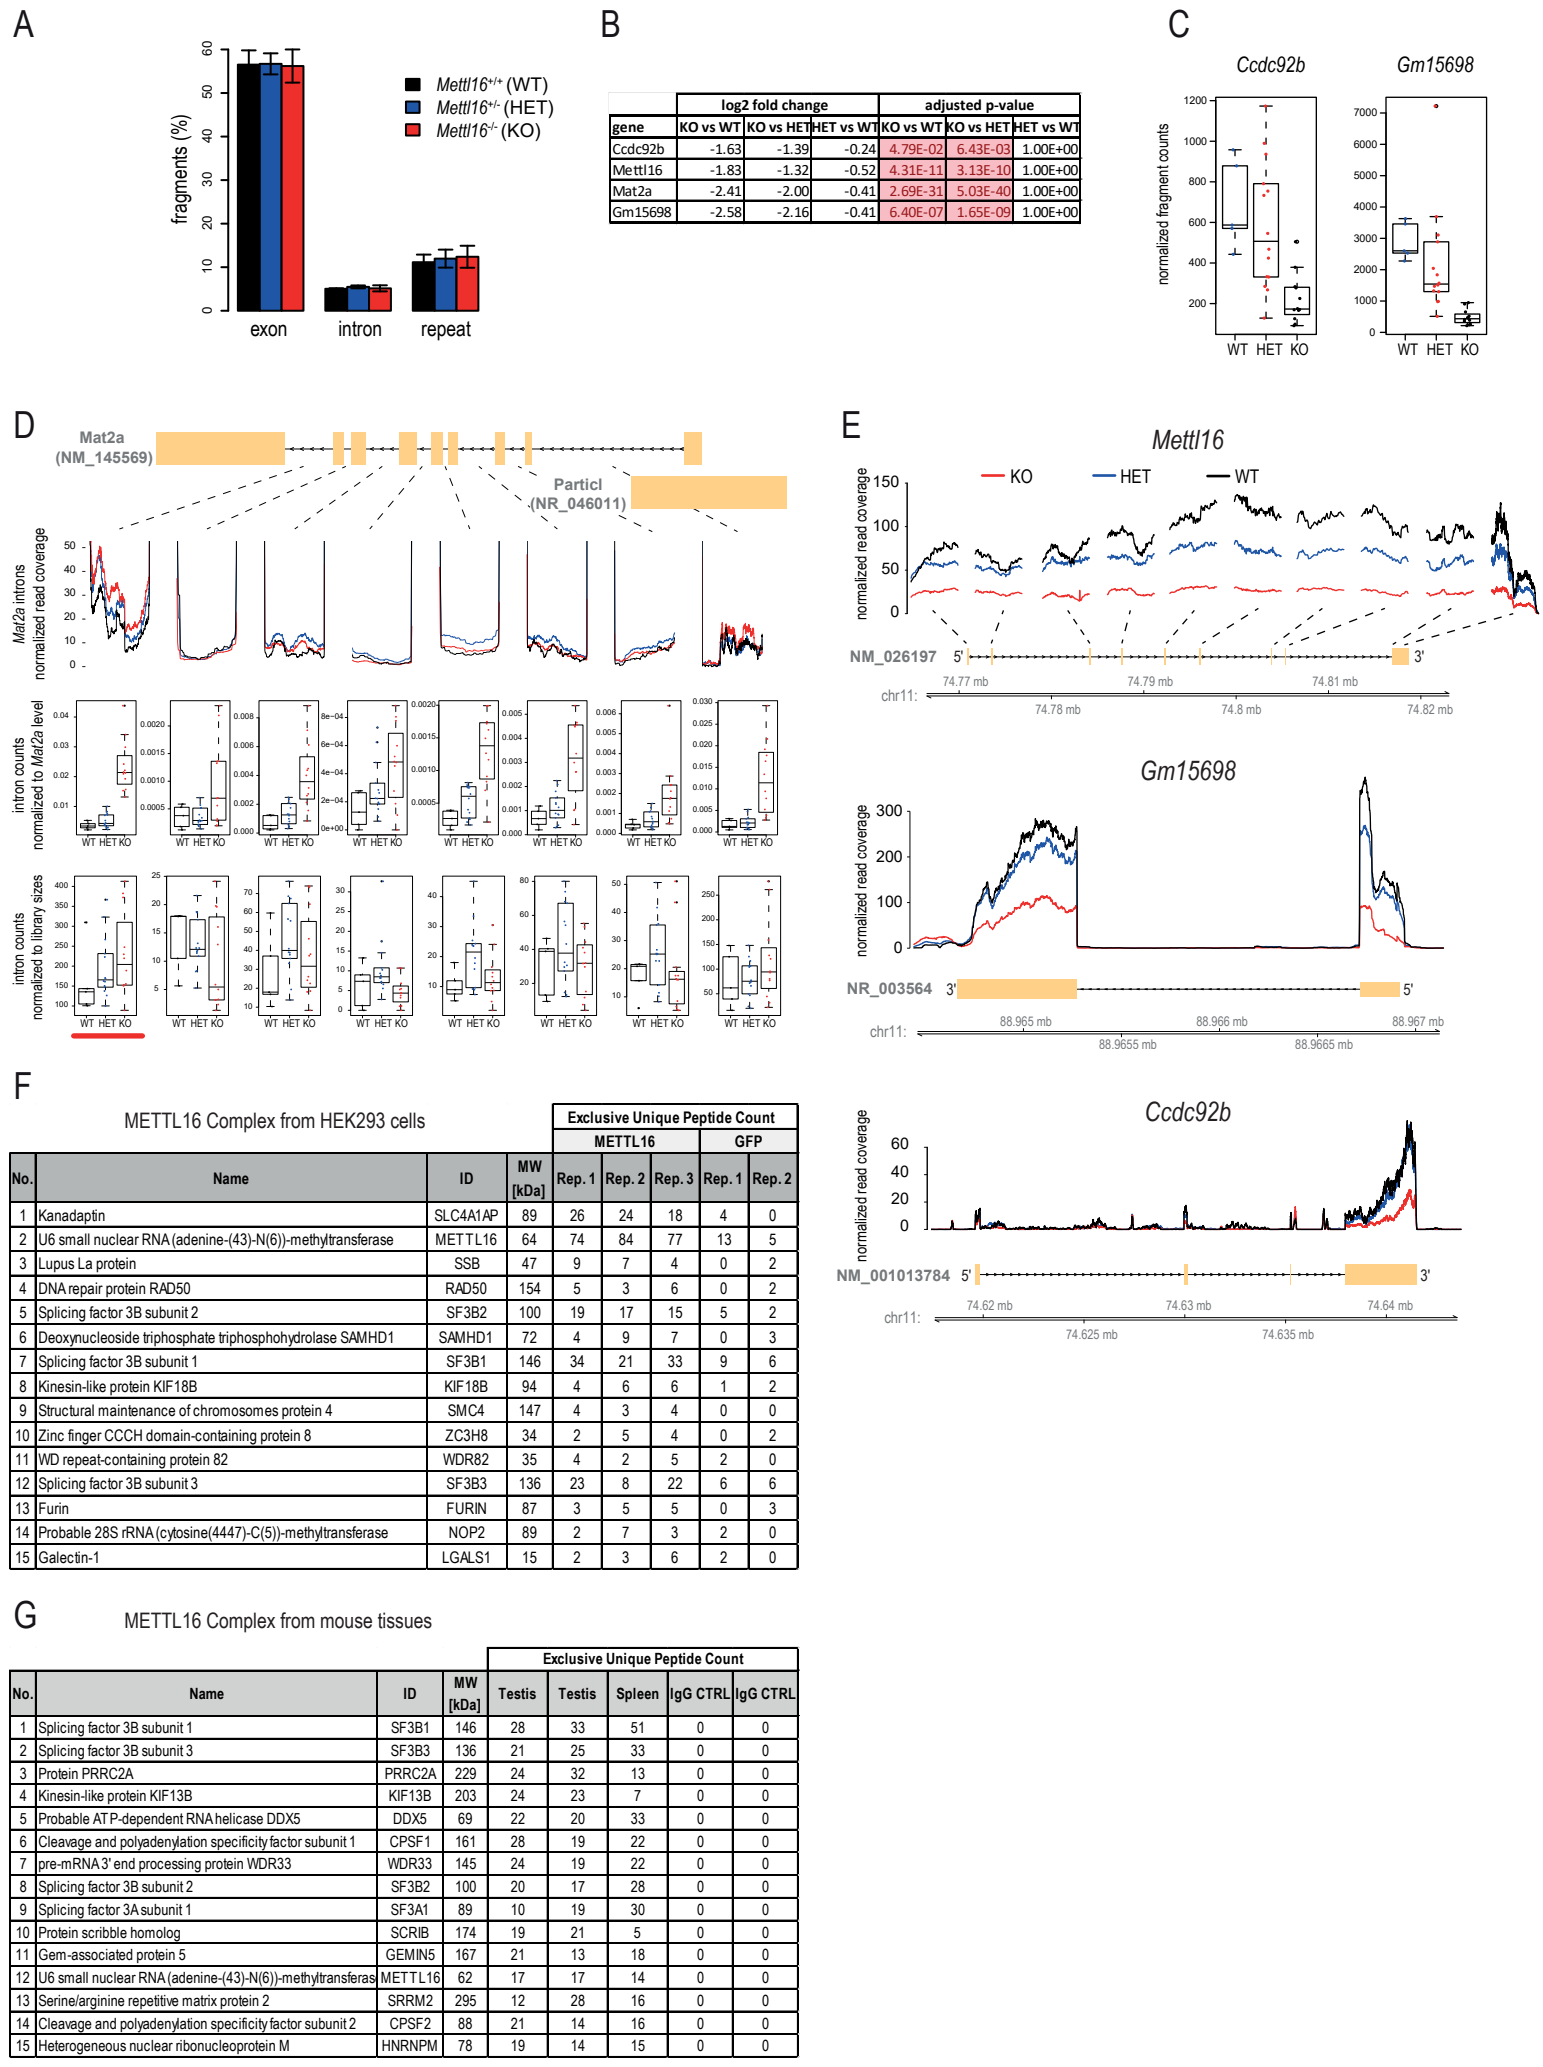

Figure-S5

**Table S1. DNA and RNA oligonucleotides used in this study.  
Related to STAR Methods and Figure 1,2 and 3.**

| DNA oligos        |                                                                                                                                                                                                         |                               |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------|
| Name              | Sequence                                                                                                                                                                                                | Comments                      |
| CRISPR F primer   | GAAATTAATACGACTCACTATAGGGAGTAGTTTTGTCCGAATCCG<br>TTTTAGAGCTAGAAATAGC                                                                                                                                    | RRoligo770                    |
| CRISPR sgR primer | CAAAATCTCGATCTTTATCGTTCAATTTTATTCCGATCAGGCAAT<br>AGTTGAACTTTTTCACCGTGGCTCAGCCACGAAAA                                                                                                                    |                               |
| MMoligo109        | ATTCCCACAGTCCCCTTGAG                                                                                                                                                                                    | Genotyping PCR                |
| MMoligo110        | CAATGCCCAACCAACACAGA                                                                                                                                                                                    | Genotyping PCR                |
| XXXXX             | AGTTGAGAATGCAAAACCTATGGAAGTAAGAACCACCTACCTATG<br>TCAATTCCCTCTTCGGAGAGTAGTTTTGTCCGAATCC <b>TCATCTATT</b><br><b>TACAT</b> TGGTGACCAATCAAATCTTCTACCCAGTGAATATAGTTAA<br>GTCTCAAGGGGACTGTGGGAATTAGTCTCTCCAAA | ssDNA repair template         |
| MMoligo81         | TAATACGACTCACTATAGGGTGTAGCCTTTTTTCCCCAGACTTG<br>TTGGCGTAGGCTACA                                                                                                                                         | MAT2A hpl template forward    |
| MMoligo82         | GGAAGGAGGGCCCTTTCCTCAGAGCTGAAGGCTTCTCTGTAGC<br>CTACGCCAACAAAGTC                                                                                                                                         | MAT2A hpl template reverse    |
| MMoligo84         | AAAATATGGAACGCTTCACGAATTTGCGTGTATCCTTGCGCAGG<br>GGCCATGCTAATCTT                                                                                                                                         | U6 snRNA template reverse     |
| RNA oligos        |                                                                                                                                                                                                         |                               |
| Lab Name          | Sequence                                                                                                                                                                                                | Name in this study            |
| MMRNA6            | UGUUGGCGUAGGCUACAGAGAAGCCUUCA                                                                                                                                                                           | RNA6 ; 29nt                   |
| MMRNA11           | UGUUGGCGUAGGCUACUGAGAAGCCUUCA                                                                                                                                                                           | RNA6-mut ; 29nt               |
| MMRNA7            | GGCGUAGGCUACAGAGAAGCC                                                                                                                                                                                   | RNA7 ; 21nt                   |
| MMRNA8            | CGUAGGCUACAGAGAAG                                                                                                                                                                                       | RNA8 ; 17nt                   |
| MMRNA5            | CCCCCCCUGAGGCUACAGAGAAGGGGGGG                                                                                                                                                                           | RNA5 ; 29nt                   |
| MMRNA12           | GUAGGCUACAGAGAA                                                                                                                                                                                         | RNA12 ; 15nt                  |
| MMRNA9            | UUUUUACAGAGAAUUUU                                                                                                                                                                                       | RNA9 ; 17nt                   |
| MMRNA10           | UUUUUCAGUUUUU                                                                                                                                                                                           | RNA10 ; 13nt                  |
| MMRNA16           | GGGCUACAGAGAAGGGG                                                                                                                                                                                       | RNA16 ; 17nt                  |
| MMRNA14           | N11-UACAGAGAA-N10                                                                                                                                                                                       | Library;30nt; N= randomized   |
| MMRNA21           | CAGUAGCGACGUACAGAGAAACAUCUUCUC                                                                                                                                                                          | RNA21 ; 30nt                  |
| MMRNA22           | CAGUAGCGACGUACUGAGAAACAUCUUCUC                                                                                                                                                                          | RNA22 ; 30nt                  |
| MMRNA23           | CCGGCUUAGCCUACAGAGAACCUUUCUCGU                                                                                                                                                                          | RNA23 ; 30nt                  |
| MMRNA24           | CCGGCUUAGCCUACUGAGAACCUUUCUCGU                                                                                                                                                                          | RNA24 ; 30nt                  |
| MMRNA28           | GGGCGUAGGCNACANNNNNNGCCC                                                                                                                                                                                | RNA28 ; 23 nt ; N= randomized |
| MMRNA29           | GGGCNNAGGCNNNANNNNNNGCCC                                                                                                                                                                                | RNA29 ; 23 nt ; N= randomized |
| MMRNA30           | GGCGUAGGCUACAGACUUGCC                                                                                                                                                                                   | RNA30 ; 21 nt                 |
| MET1 RNA          | UACACUCGAUCUGGACUAAAGCUGCUC                                                                                                                                                                             | METTL3/14 substrate           |
| MET2 RNA          | UACACUCGAUCUGGAUUAAGCUGCUC                                                                                                                                                                              | METTL3/14 substrate (mut)     |
| RP_RNA_1          | UGACAUGAACACAGGUGCUCAGAUAGCUUU                                                                                                                                                                          | RNA marker- 30nt              |
| RP_RNA_3          | UGACAUGAACACAGGUGCUCAGAUAGCU                                                                                                                                                                            | RNA marker-28nt               |
| RP_RNA_18         | AGCACCGUAAAGACGC                                                                                                                                                                                        | RNA marker-16nt               |

**Supplemental Table S2. List of all deep-sequencing libraries created in this study. Related to STAR Methods**

| experiment            | sample | <i>Mettl16</i> genotype | reads    |
|-----------------------|--------|-------------------------|----------|
| RNASeq of E2.5 embryo | MM14   | HET                     | 34679836 |
| RNASeq of E2.5 embryo | MM15   | HET                     | 28734242 |
| RNASeq of E2.5 embryo | MM16   | KO                      | 34160424 |
| RNASeq of E2.5 embryo | MM17   | KO                      | 36085991 |
| RNASeq of E2.5 embryo | MM18   | HET                     | 33601058 |
| RNASeq of E2.5 embryo | MM19   | HET                     | 32744958 |
| RNASeq of E2.5 embryo | MM20   | KO                      | 36987647 |
| RNASeq of E2.5 embryo | MM21   | HET                     | 33169466 |
| RNASeq of E2.5 embryo | MM22   | HET                     | 32156604 |
| RNASeq of E2.5 embryo | MM23   | KO                      | 32000383 |
| RNASeq of E2.5 embryo | MM24   | KO                      | 30556292 |
| RNASeq of E2.5 embryo | MM25   | WT                      | 23023349 |
| RNASeq of E2.5 embryo | MM26   | HET                     | 33038807 |
| RNASeq of E2.5 embryo | MM27   | WT                      | 31126991 |
| RNASeq of E2.5 embryo | MM28   | HET                     | 32684662 |
| RNASeq of E2.5 embryo | MM29   | KO                      | 29378767 |
| RNASeq of E2.5 embryo | MM31   | HET                     | 35120157 |
| RNASeq of E2.5 embryo | MM32   | WT                      | 32219943 |
| RNASeq of E2.5 embryo | MM33   | HET                     | 32009135 |
| RNASeq of E2.5 embryo | MM34   | KO                      | 32613795 |
| RNASeq of E2.5 embryo | MM35   | KO                      | 29911795 |
| RNASeq of E2.5 embryo | MM36   | KO                      | 35371390 |
| RNASeq of E2.5 embryo | MM37   | HET                     | 34461243 |
| RNASeq of E2.5 embryo | MM38   | KO                      | 34035525 |
| RNASeq of E2.5 embryo | MM39   | HET                     | 33553354 |
| RNASeq of E2.5 embryo | MM40   | KO                      | 31275672 |
| RNASeq of E2.5 embryo | MM41   | KO                      | 32321617 |
| RNASeq of E2.5 embryo | MM42   | WT                      | 34131480 |
| RNASeq of E2.5 embryo | MM43   | HET                     | 33347148 |
| RNASeq of E2.5 embryo | MM44   | HET                     | 35295970 |
| RNASeq of E2.5 embryo | MM45   | WT                      | 25935853 |

| experiment            | sample | <i>Mettl16</i> genotype | reads     |
|-----------------------|--------|-------------------------|-----------|
| RNASeq of E3.5 embryo | MM46   | WT                      | 27418677  |
| RNASeq of E3.5 embryo | MM47   | WT                      | 27497901  |
| RNASeq of E3.5 embryo | MM48   | KO                      | 30804681  |
| RNASeq of E3.5 embryo | MM49   | KO                      | 31884501  |
| RNASeq of E3.5 embryo | MM50   | KO                      | 34965952  |
| RNASeq of E3.5 embryo | MM51   | HET                     | 33312807  |
| RNASeq of E3.5 embryo | MM52   | KO                      | 28476667  |
| RNASeq of E3.5 embryo | MM53   | WT                      | 31001004  |
| RNASeq of E3.5 embryo | MM54   | WT                      | 26071380  |
| RNASeq of E3.5 embryo | MM55   | KO                      | 31392715  |
| RNASeq of E3.5 embryo | MM56   | HET                     | 26518367  |
| RNASeq of E3.5 embryo | MM57   | WT                      | 36455849  |
| RNASeq of E3.5 embryo | MM59   | WT                      | 35482923  |
| RNASeq of E3.5 embryo | MM60   | KO                      | 31141823  |
| RNASeq of E3.5 embryo | MM61   | KO                      | 30971406  |
| RNASeq of E3.5 embryo | MM62   | HET                     | 31630583  |
| RNASeq of E3.5 embryo | MM63   | WT                      | 42925667  |
| RNASeq of E3.5 embryo | MM64   | WT                      | 46540640  |
| RNASeq of E3.5 embryo | MM65   | HET                     | 47186347  |
| RNASeq of E3.5 embryo | MM66   | KO                      | 46106111  |
| RNASeq of E3.5 embryo | MM67   | HET                     | 42360160  |
| RNASeq of E3.5 embryo | MM68   | WT                      | 44228364  |
| RNASeq of E3.5 embryo | MM70   | KO                      | 34314476  |
| RNASeq of E3.5 embryo | MM71   | HET                     | 38949449  |
| RNASeq of E3.5 embryo | MM72   | WT                      | 38861981  |
| RNASeq of E3.5 embryo | MM73   | WT                      | 51611166  |
| RNASeq of E3.5 embryo | MM74   | WT                      | 50932521  |
| RNASeq of E3.5 embryo | MM76   | WT                      | 45598521  |
| RNASeq of E3.5 embryo | MM78   | KO                      | 27609275  |
| RNASeq of E3.5 embryo | MM79   | KO                      | 38122632  |
| RNASeq of E3.5 embryo | MM81   | WT                      | 43648518  |
| RNASeq of E3.5 embryo | MM82   | WT                      | 37246976  |
| RNASeq of E3.5 embryo | MM83   | NA                      | 39136258  |
| RNASeq of E3.5 embryo | MM84   | WT                      | 36941697  |
| RNASeq of E3.5 embryo | MM87   | KO                      | 24036687  |
| RNASeq of E3.5 embryo | MM88   | WT                      | 103815156 |
| RNASeq of E3.5 embryo | MM89   | HET                     | 34466973  |
| RNASeq of E3.5 embryo | MM90   | HET                     | 62009799  |
| RNASeq of E3.5 embryo | MM91   | WT                      | 39750111  |
| RNASeq of E3.5 embryo | MM92   | HET                     | 39921773  |

| experiment                     | sample | description      | reads    | filtered reads |
|--------------------------------|--------|------------------|----------|----------------|
| METTL16 in vitro IP and RNASeq | RR582  | Input sample 11  | 42755991 | 21312366       |
| METTL16 in vitro IP and RNASeq | RR583  | Input sample 12  | 37993827 | 18869613       |
| METTL16 in vitro IP and RNASeq | RR586  | m6A IP sample 11 | 42519953 | 23104554       |
| METTL16 in vitro IP and RNASeq | RR587  | m6A IP sample 12 | 36825565 | 1203361        |

## SUPPLEMENTAL FIGURE LEGENDS

### Figure S1. Full-length human METTL16 exists as monomers. Related to Figure 1.

(A) Protein sequence alignment of the methyltransferase domain of METTL16 proteins. MET16, METTL16; h, human (mammal); m, mouse (mammal); g, *Gallus* (bird); x, *Xenopus* (amphibian); z, zebrafish (fish); c, *C.elegans* (nematode). The secondary structure features present in the human METTL16-core (PDB ID: 6GFN) are indicated above:  $\alpha$  helices,  $\beta$ -strands and  $\eta$ -3<sub>10</sub> helix. Residues (marked with green asterisks) in the putative RNA-binding groove where mutated and shown to affect methylation activity and/or RNA-binding (tested for MUT1 only, in Figure 2F). Deletion of the disordered loop or other mutated residues (red asterisks) also abolish activity. (B) Gel-filtration chromatography profile for indicated proteins on two different Superdex columns (S75 and S200). The elution profile of the proteins are consistent with them being a monomer. The full-length (FL) METTL16 was produced in insect cells, while the METTL16-core was expressed in *E.coli*. (C) Purification of full-length human METTL3/METTL14 complex. See STAR Methods. (D) In vitro methylation assay with <sup>14</sup>C-SAM, METTL16-FL or the METTL3+METTL14 complex, and indicated RNAs. The single-stranded RNA (ssRNA) used for METTL3+14 reaction is MET1RNA, while full-length human U6 snRNA and full-length human *MAT2A* hairpin (hp) 1 were in vitro transcribed (STAR methods), and others were purchased (Table S1). Single-stranded RNA markers (size in nucleotides, nt) are <sup>32</sup>P-end-labelled. (E) Limited proteolysis of METTL16-FL with indicated proteases. An Instant Blue-stained SDS-PAGE with aliquots of the time-course reaction, with incubation times in minutes (min) and protein markers (in kDa) is shown. Protein boundaries of the fragments were identified by mass spectrometry from bands (indicated by arrows) in the gel. (F) Comparison of our crystal structure of the human METTL16 core (Green/Magenta; PDB ID: 6GFN) with the one recently published by Ruszkowska et al. (Grey; PDB ID: 6B92). A comparison reveals a very high degree of overlap between two structures with only minor differences (see STAR Methods). (G) Electron density for key regions identified in the METTL16-core structure. Shown on left, a 2Fo-Fc map contoured at 1.2  $\sigma$  and coloured in blue for the METTL16 N-terminal region, A9 to Y13 (PDB: 6GTS). Shown on right, a 2Fo-Fc omit map contoured at 2  $\sigma$  and coloured in blue for the METTL16 core SAH-binding site (PDB: 6GFN).

### Figure S2. Mutational analysis of the human METTL16-core methyltransferase domain to define the RNA-binding groove. Related to Figures 1 and 2.

(A) Cartoon indicating protein domains of human METTL16. Boundaries of the two constructs crystallized in this study are shown (in green). A zoom of the catalytic domain in human METTL16-core domain showing the bound S-adenosyl-homocysteine (SAH) (PDB ID: 6GFK). Residues coordinating the SAH and the catalytic residues N184, P185, P186 are highlighted. (B) Predicted structures of various synthetic RNAs used in in vitro methylation assays. They are all derived from the human *MAT2A* hairpin (hp) 1 and the consensus methylation motif of METTL16 is highlighted (red). The adenosine (A) that is methylated is indicated in bold and this is mutated to a uridine (U) in some of the RNAs. RNA5 has a reinforced stem with artificial G:C pairs. (C) In vitro methylation assay with <sup>14</sup>C-SAM, METTL16 proteins and indicated RNAs. *MAT2A* hp1 was in vitro transcribed, while the others were purchased (Table S1). Single-stranded RNA markers (size in nucleotides, nt) are <sup>32</sup>P-end-labelled. Note that the METTL16- $\Delta$ N protein is inactive. (D) Cartoon showing the N-terminal 20 amino acids of human METTL16, with the positively charged residues that were individually mutated being highlighted (red with asterisks). In vitro methylation assay with wildtype (WT) or mutant METTL16-core versions indicated. Individual mutations of N-terminal positively charged residues to neutral alanine do not affect activity. See also Figure 2D. Catalytic-dead

mutations PP185-186AA and F187G result in absence of any activity. Quality of recombinant proteins used is shown (on the right). (E) In vitro methylation assay with human METTL16-core MTase proteins carrying mutations within the putative RNA-binding groove. The groove is outlined on the surface charge representation of the METTL16-core, on the right (this is same as shown in Figure 2C). Quality of the proteins used is shown. Note that almost all mutations abolish methylation activity. The RNA used are indicated (Table S1). (F) SDS-PAGE gel of the METTL16-core with mutations in the disordered loop. One of the proteins (Loop-3R-E) displays a retarded migration. Gel-filtration profile of the protein shows that its elution profile is same as the one seen for the wildtype protein or other mutants. See also Figure 2G.

**Figure S3. In vitro methylation with human METTL16-FL and a randomized RNA library reveals structural and sequence requirements for m<sup>6</sup>A RNA methylation. Related to Figure 3.**

(A) Methylene blue dye staining of the same gel as shown in Figure 3A to reveal RNAs present in the reactions after in vitro methylation assays. After staining with the dye, gels were dried and exposed for detection of radioactivity, and is presented in Figure 3A. This shows the presence of RNAs of the expected sizes in all the lanes. RNA9 and 10 (uridine-rich sequences) are poorly stained with the dye. On the right, a few of the RNAs used were <sup>32</sup>P-end-labelled to reveal the integrity of the RNAs used (including RNA9 and RNA10). (B) A repetition of similar experiment as shown in Figure 3A, showing that dramatic truncations to the stem region of the *MAT2A* hairpin RNA abolishes activity. Note that RNA5 was not included in this experiment. (C) A randomized RNA library carrying the nonamer consensus sequence was incubated with METTL16-FL and m<sup>6</sup>A-containing RNAs were enriched by immunoprecipitation (IP) and sequenced. See Figure 3D. Frequency of RNA oligos forming stem, loop and other selected features at individual positions is compared between m<sup>6</sup>A-IP and input oligos. Methylated oligos have higher frequency of 15A (which is the adenosine predicted to be methylated in the nonamer consensus motif) in a bulge and surrounded by stems. See also Figure 3G. (D) Log<sub>2</sub> differences of oligo frequencies between m<sup>6</sup>A-IP and input oligos indicate the 15A bulge and its positioning in between stem structures is important for being recognized and methylated by METTL16. Two replicate experiments show the same pattern. (E) Comparison of the nucleotide frequencies at individual oligo positions surrounding the consensus motif reveals higher G and C occurrence in methylated oligos. (F) Sequence motifs that were identified in the m<sup>6</sup>A-IP-enriched 11-mers or 10-mers surrounding the consensus motif.

**Figure S4. Embryonic lethality in *Mettl16* knockout mice around implantation stage. Related to Figure 4.**

(A) Strategy for insertion of a triple-stop codon cassette into exon 3 of mouse *Mettl16* genomic locus using a guide RNA (gRNA) that targets the Cas9 DNA endonuclease. Homologous recombination (HR) introduces the DNA repair template with the triple-stop codon cassette into exon 3, disrupting the coding sequence, creating a knockout (KO) allele. Two independent lines were obtained and both showed identical embryonic lethality phenotype. Line#1 was used in this study for sequence analysis of embryos. (B) Genotyping PCR with mouse tail DNA from indicated mutant lines and wildtype. See STAR methods for PCR conditions. (C) Genotype of animals recovered in litters at the weaning stage (P21, post-natal day 21) from a cross of *Mettl16*<sup>+/-</sup> heterozygous (HET) parents. No homozygous *Mettl16*<sup>-/-</sup> knockout (KO) animals were present, indicating early lethality. (D) Genotyping of embryos collected at E6.5 from *Mettl16*<sup>+/-</sup> females crossed with *Mettl16*<sup>+/-</sup> males. Note that only one KO embryo was recovered. (E) Genotyping of embryos collected at E8.5 from *Mettl16*<sup>+/-</sup> females crossed with *Mettl16*<sup>+/-</sup> males. These studies reveal that loss of mouse *Mettl16* results in embryonic lethality around implantation stage. See also Figure 4B. (F) Examination of E12.5 embryos by genotyping. No KO embryos were detected, indicating early lethality. Note that only one litter was examined at E12.5. Scale bar in millimetre (mm) is shown.

**Figure S5. Lack of METTL16 has very specific and limited effect on the transcriptome of E2.5 embryos. Related to Figure 4.**

(A) Lack of METTL16 does not affect the global transcription from exons, introns and repeats. Error bars refer to standard deviation. (B) Only the transcripts of four genes have significantly differential abundance between in *Mettl16*<sup>-/-</sup> (KO) and *Mettl16*<sup>+/-</sup> (HET) and also between *Mettl16*<sup>-/-</sup> (KO) and *Mettl16*<sup>+/+</sup> (WT). (C) Boxplot of two genes significantly downregulated in *Mettl16*<sup>-/-</sup> (KO). Both of the genes lie on chromosome 11, same as the targeted *Mettl16*. (D) Normalized read coverage of *Mat2a* introns is shown together with the overall read counts for each intron. The intron read counts were normalized either just to library sizes (bottom row) or to *Mat2a* levels (middle row). One of the boxplots (marked with a red line) is reproduced in Figure 4H. (E) Normalized read coverage of the loci with three of the genes (except *Mat2a*) found to be significantly differentially expressed in *Mettl16*<sup>-/-</sup> (KO). Only exon coverage is shown for *Mettl16*. Note that both *Gm15698* and *Ccdc92b* lie on chromosome 11 as well as *Mettl16* and their differential expression might be just the consequence of different chromosome 11 DNA sequence resulting from the mixed genetic background of parental strain which was crossed to pure B6 mouse (see STAR Methods). (F) Mass spectrometry analysis of 3xFLAG-HA-hMETTL16 immunopurified from transfected HEK293T cells. 3xFLAG-HA-GFP was used as a negative control. Presented protein hits are the top 15 most enriched proteins in the hMETTL16 IP when compared to the negative control (3xFLAG-HA-GFP). HA-tag purification was performed (STAR METHODS). Exclusive Unique Peptide Count shown. Protein threshold: 1% FDR; min. peptides: 2; Peptide threshold: 0.1% FDR. (G) Mass spectrometry analysis of endogenous mMETTL16 immunopurified from adult mouse testes and spleen. Presented protein hits are the top 15 most enriched proteins in the mMETTL16 IP when compared to the negative control. Multiple splicing factor 3B and 3A subunits are among the top candidates. Purification was done using anti-METTL16 antibody (abcam, ab186012) without RNase-treatment, negative control was beads bound with normal mouse IgG (Santa Cruz, sc-2025). Exclusive Unique Peptide Count shown. Protein threshold: 1% FDR; min. peptides: 2; Peptide threshold: 0.1% FDR.

**Figure S6. Dramatically altered transcriptome of E3.5 *Mettl16* knockout embryos. Related to Figure 5.**

(A) Counts of the reads spanning the splice junction (SJ) of last *Mat2a* (ENSMUST00000059472.9) intron are plotted together with read counts originating in the intron. Boxplots are shown where counts of individual samples are plotted as dots. (B) The heatmap shows the expression of transcription factors and chromatin modifiers enriched for distinct embryonic lineages [as defined by (Mohammed et al., 2017)] in individual samples. Expression of these key factors is unaltered in the *Mettl16* KO embryos. (C) Boxplots display the average log2 fold-changes (FC) between *Mettl16* mutant (KO) and control (WT or HET) mice for the groups of lineage-specific genes. Dots depict the individual genes. None of the group of lineage-specific genes seems to be differentially expressed between *Mettl16*<sup>-/-</sup> and *Mettl16*<sup>+/-</sup> or *Mettl16*<sup>-/-</sup> and *Mettl16*<sup>+/+</sup>. (D) Boxplots compare the expression of the top 10 downregulated or upregulated genes in the *Mettl16*<sup>-/-</sup> KO blastocysts. Transcript levels of individual samples are shown as dots.

**SUPPLEMENTAL TABLE LEGENDS**

**Table S1. DNA primers and RNA oligonucleotides used in this study. Related to STAR Methods and Figures 1-5.**

**Table S2. List of all deep-sequencing libraries created in this study. Related to STAR Methods and Figures 3-5.**

Data is available from GEO under accession no. GSE116329.

# Supplementary material for: Methylation of Structured RNA by the m6A Writer METTL16 Is Essential for Mouse Embryonic Development
**Source:** Mol Cell. 2018 Sep 20;71(6):986–1000.e11. doi: 10.1016/j.molcel.2018.08.004
**Supplement:** Document S2. Article plus Supplemental Information

# Methylation of Structured RNA by the m<sup>6</sup>A Writer METTL16 Is Essential for Mouse Embryonic Development

## Graphical Abstract

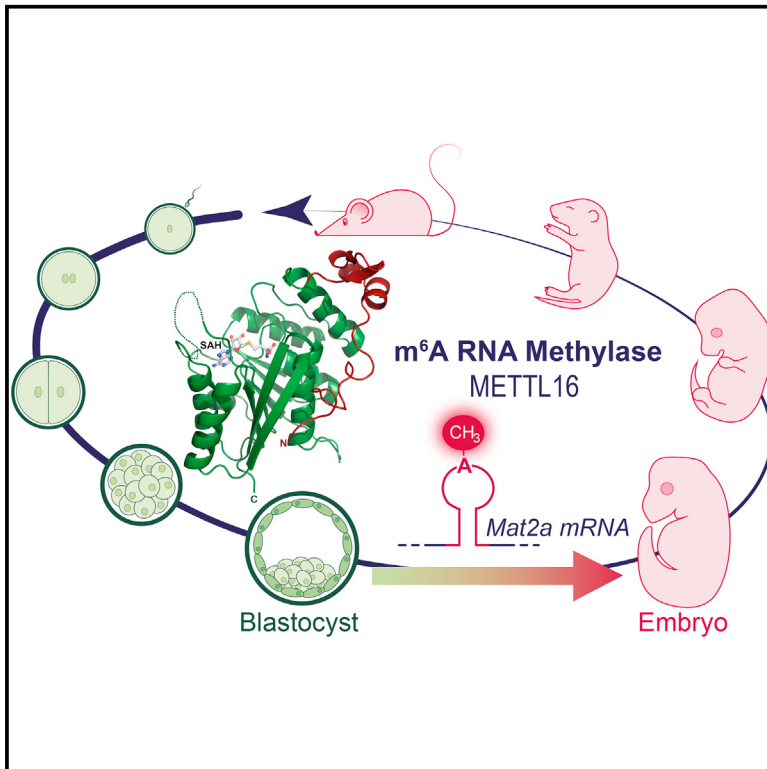

## Authors

Mateusz Mendel, Kuan-Ming Chen, David Homolka, Pascal Gos, Radha Raman Pandey, Andrew A. McCarthy, Ramesh S. Pillai

## In Brief

Mendel et al. reveal the structural basis for structured RNA recognition by the mammalian m<sup>6</sup>A writer METTL16 and demonstrate its essential role in mouse early embryonic development via regulation of the SAM synthetase *Mat2a* mRNA.

## Highlights

- Structure of the METTL16 m<sup>6</sup>A writer domain with a unique N-terminal module
- N-terminal module of METTL16 is essential for charge-based binding to RNA
- METTL16 preferentially methylates adenosines within structured RNAs
- Regulation of *Mat2a* mRNA by *Mettl16* is essential for mouse embryonic development

# Methylation of Structured RNA by the m<sup>6</sup>A Writer METTL16 Is Essential for Mouse Embryonic Development

Mateusz Mendel,<sup>1,3</sup> Kuan-Ming Chen,<sup>1,3</sup> David Homolka,<sup>1</sup> Pascal Gos,<sup>1</sup> Radha Raman Pandey,<sup>1</sup> Andrew A. McCarthy,<sup>2</sup> and Ramesh S. Pillai<sup>1,4,\*</sup>

<sup>3</sup>These authors contributed equally

<https://doi.org/10.1016/j.molcel.2018.08.004>

## SUMMARY

Internal modification of RNAs with N<sup>6</sup>-methyladenosine (m<sup>6</sup>A) is a highly conserved means of gene expression control. While the METTL3/METTL14 heterodimer adds this mark on thousands of transcripts in a single-stranded context, the substrate requirements and physiological roles of the second m<sup>6</sup>A writer METTL16 remain unknown. Here we describe the crystal structure of human METTL16 to reveal a methyltransferase domain furnished with an extra N-terminal module, which together form a deep-cut groove that is essential for RNA binding. When presented with a random pool of RNAs, METTL16 selects for methylation-structured RNAs where the critical adenosine is present in a bulge. Mouse 16-cell embryos lacking *Mettl16* display reduced mRNA levels of its methylation target, the SAM synthetase *Mat2a*. The consequence is massive transcriptome dysregulation in ~64-cell blastocysts that are unfit for further development. This highlights the role of an m<sup>6</sup>A RNA methyltransferase in facilitating early development via regulation of SAM availability.

## INTRODUCTION

Methylation of adenosines at the N<sup>6</sup> position (N<sup>6</sup>-methyladenosine or m<sup>6</sup>A) is a highly conserved internal RNA modification with a huge impact on gene regulation (Fu et al., 2014). The modification is added by methyltransferase “writers” and can be removed by RNA demethylase “erasers,” and a major part of its functions is mediated by YTH domain “reader” proteins that can recognize the m<sup>6</sup>A mark. Readers of the m<sup>6</sup>A modification are shown to modulate mRNA splicing, RNA export, RNA stability, and translation (Patil et al., 2018). Alterations in RNA structure are also a consequence of m<sup>6</sup>A methylation (Liu et al., 2015). The m<sup>6</sup>A pathway is physiologically important, as mutations in the writer protein METTL3 in mice lead to embryonic lethality (Batista

et al., 2014; Geula et al., 2015), while in flies it affects sex determination (Hausmann et al., 2016; Lence et al., 2016). The only nuclear reader protein YTHDC1 is essential for early embryonic development, and its conditional deletion causes infertility in the germline where it acts via modulation of splicing and alternative polyadenylation site usage (Kasowitz et al., 2018). Loss of the cytoplasmic reader YTHDF2 in fish impairs embryonic development as a result of defective maternal RNA clearance during maternal-zygotic transition (Zhao et al., 2017), while in mice loss of YTHDF2 results in defective maternal RNA metabolism during oocyte maturation, leading to female-specific infertility (Ivanova et al., 2017). In contrast, mouse YTHDC2 is essential for proper progression through meiosis and fertility in both sexes (Bailey et al., 2017; Hsu et al., 2017; Jain et al., 2018; Wojtas et al., 2017). Thus, gene regulation by m<sup>6</sup>A plays a critical role in a variety of developmental processes.

The heterodimeric m<sup>6</sup>A writer complex METTL3/METTL14 co-transcriptionally (Knuckles et al., 2017; Slobodin et al., 2017) installs this mark on thousands of transcripts in the cell (Dominisini et al., 2012; Schwartz et al., 2013). While METTL3 is the active component, METTL14 facilitates substrate RNA binding (Śledź and Jinek, 2016; Wang et al., 2016a, 2016b). METTL16 is the second m<sup>6</sup>A methyltransferase identified, and its known substrates include U6 snRNA and the human *MAT2A* mRNA that encodes for S-adenosylmethionine (SAM) synthetase (Pendleton et al., 2017). SAM is a methyl donor for methylation reactions in the cell, including those of DNA, RNA, and protein. While METTL3 prefers to methylate single-stranded RNAs (ssRNAs) in a sequence context RRACH (R = A or G; H = A, C or U), METTL16 uses structured RNAs carrying a specific non-amer sequence (UACAGAGAA; methylated adenosine is underlined) (Pendleton et al., 2017). Methylation of *MAT2A* mRNA within specific hairpin structures in the 3' UTR is proposed to be used by YTHDC1 to mediate downregulation of the mRNA under high-SAM conditions (Shima et al., 2017). Apart from this enzymatic role, METTL16 is also reported to act as a splicing enhancer during low-SAM conditions when it occupies its binding site on the six *MAT2A* hairpins (hp) to promote splicing of a 3' terminal intron that is frequently retained. This results in increased mature *MAT2A* mRNA production and acts as a feedback loop ensuring optimal production of the SAM synthetase in

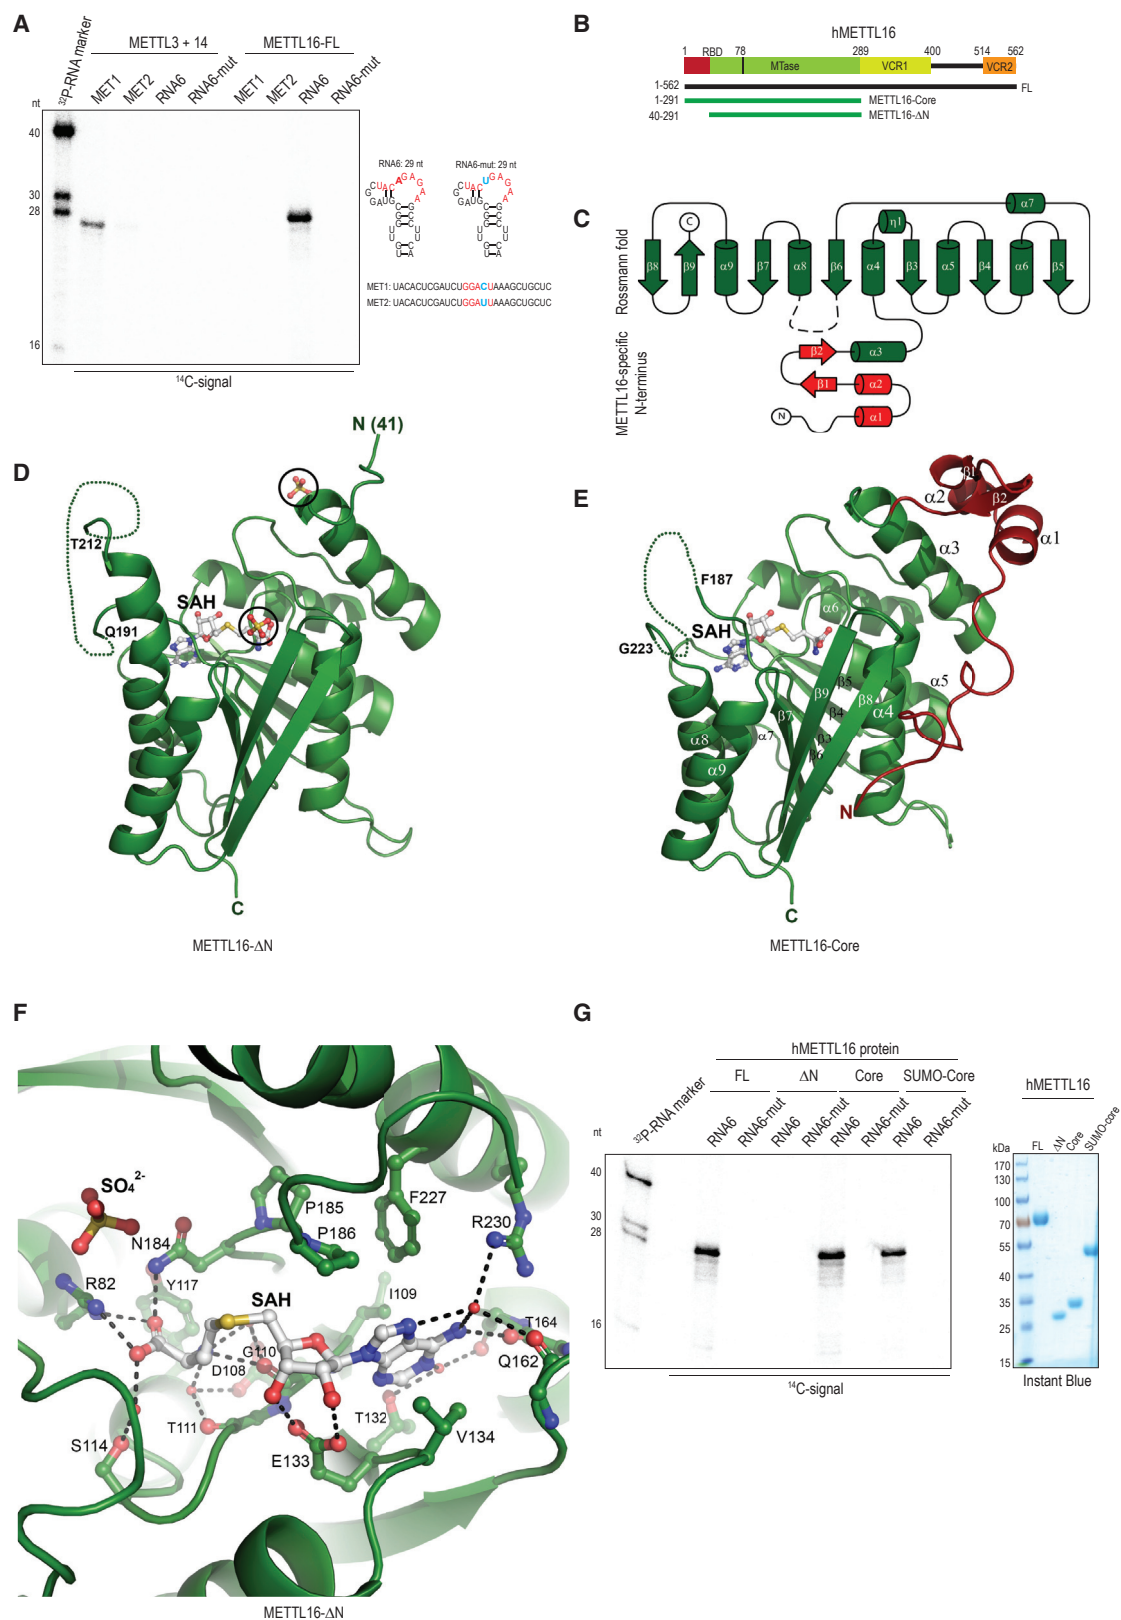

(legend on next page)

response to low SAM levels (Pendleton et al., 2017). Unlike the METTL3/METTL14 complex which mainly methylates exonic sequences (Ke et al., 2017), METTL16 was shown to have binding sites on several intronic sequences in pre-mRNAs and structured noncoding RNAs, some of which carry m<sup>6</sup>A marks (Brown et al., 2016; Warda et al., 2017). How METTL16 recognizes its RNA substrates and the physiological importance of having a second m<sup>6</sup>A methyltransferase is currently not known.

METTL16 is a highly conserved enzyme with orthologs found in *E. coli* (Sergiev et al., 2008) to human (Figure S1A). Here, we examine the crystal structure of the methyltransferase (MTase) domain from human METTL16 and identify key features that are essential for RNA binding and methylation activity. We define the RNA substrate requirements *in vitro* using a randomized RNA library to find that structured RNAs with a bulged adenosine are preferred. Finally, we generate a knockout *Mettl16* mouse mutant to show that the protein is essential for early embryonic development. Our studies show that METTL16 is essential for embryonic development around implantation stage and acts via regulation of the *Mat2a* mRNA which encodes the SAM synthetase.

## RESULTS

### Crystal Structures of the Human m<sup>6</sup>A Methyltransferase METTL16

We produced the recombinant full-length (FL) human METTL3/METTL14 heterodimeric complex and FL human METTL16 (1–562 aa) in a eukaryotic expression system (Figures S1B and S1C; Star Methods). Together with the methyl donor S-adenosylmethionine (SAM), the enzymes were presented with either a single-stranded RNA (ssRNA, MET1) carrying the RRACH consensus site or a 29 nt hairpin RNA (RNA6) derived from the human *MAT2A* mRNA, carrying the nonamer methylation site for METTL16 (UACAGAGAA) (Table S1) (Pendleton et al., 2017). While the METTL3/METTL14 complex efficiently methylated the ssRNA, it did not use the hairpin RNA as a substrate (Figure 1A). On the contrary, METTL16-FL methylated only the hairpin substrate, but not the ssRNA. Both enzymes also sensed the sequence context of their respective substrates, as single nucleotide mutations within the RNA consensus sites either

reduced (for METTL3/14 complex) or abolished (for METTL16) the methylation activity (Figure 1A). The METTL16-FL protein was also capable of using U6 snRNA and the full-length *MAT2A* hairpin (hp) 1 as substrates for methylation (Figure S1D). Thus, the purified m<sup>6</sup>A methyltransferases are able to discriminate their respective RNA substrates *in vitro*.

To obtain structural information on METTL16, we identified stable protein domains by limited proteolysis (Figure S1E). Two constructs (core, 1–291 aa; and ΔN, 40–291 aa) encompassing the methyltransferase domain (MTase) were expressed in *E. coli* and crystallized (Star Methods) (Figures 1B and S1B). Consistent with the SAM-dependent methyltransferase activity of METTL16, both structures reveal a Rossmann fold composed of a central seven-stranded β sheet (strands β3–β9) flanked by three α helices each (helices α4–α6 and α7–α9) (Figures 1C–1E). The complexed byproduct of the SAM-dependent methylation reaction, S-adenosyl homocysteine (SAH), is coordinated by a hydrogen bond interaction network with the highly conserved (Figure S1A) amino acid residues R82, D108, G110, T111, S114, E133, Q162, N184, and R230 (Figures 1F, S1G, and S2A). The methyl donor SAM is presumed to fit into the same surface-exposed pocket. The catalytic residues NPPF (184–187 aa) are present in a loop positioned in close proximity to the SAH molecule (Figures 1E, 1F, and S2A). Point mutations (PP185–186AA or F187G) of these residues abolish m<sup>6</sup>A RNA methyltransferase activity on a *MAT2A* hairpin substrate when tested *in vitro* (Figures 2D and S2D). All these key features define METTL16 as a SAM-dependent methyltransferase.

Three additional observations can be made from our structures. First, and most striking, is the presence of an N-terminal module (1–78 aa) in the core structure that is appended to the α4 of the Rossmann fold and that consists of three helices (α1–α3) and two short β strands (β1 and β2) (Figures 1C and 1E). This module is flexible, as shown by proteolysis, with only α3 remaining in the ΔN structure (Figures 1D and S1E). Second, the loop containing the catalytic residues NPPF (N184–F187) is part of a larger stretch of 35 amino acids that links β6 to α8, and it is disordered in both structures (dotted lines in Figures 1D and 1E). While 20 residues between Q191 and T212 are not visible in the ΔN structure, a much larger region (35 residues) between F187 and G223 lacks density in the core structure (Figures

### Figure 1. Structure of Human METTL16 Reveals an N-Terminal Module Essential for Activity

- (A) *In vitro* methylation assays of indicated full-length (FL) human m<sup>6</sup>A methyltransferases with <sup>14</sup>C-SAM and different RNA substrates (right). Predicted structure of a short hairpin RNA (RNA6) derived from the longer *MAT2A* hairpin 1 (Pendleton et al., 2017) and its mutant (RNA6-mut) with A→U mutation of the methylated adenosine are shown. The MET1 RNA has the consensus site for methylation by the METTL3+METTL14 complex, while the MET2 RNA has a point mutation (C→U) of a conserved residue in the methylation consensus site (see Table S1). Single-stranded RNA markers (length in nucleotides, nt) are <sup>32</sup>P-end-labeled. See also Figure S1D.
- (B) Domain architecture of human METTL16. RBD, RNA-binding domain (1–78 aa); MTase, methyltransferase domain; VCR, vertebrate conserved region. Boundaries of the two protein constructs crystallized in this study are indicated (in green). The ΔN version has an N-terminal deletion.
- (C) Schematic view of the MTase domain. Cylinders represent α helices, and arrows represent β strands. Regions shaded in red (α1–2 and β1–2) are seen only in the METTL16-core structure and together with α3 form a separate N-terminal module.
- (D) Model of the METTL16-ΔN construct (PDB 6GFK). Two-sulfate (SO<sub>4</sub><sup>2-</sup>) ions visualized in the crystal structure are circled. A disordered loop between α8 and β6 is connected by a dotted line. SAH, S-adenosyl homocysteine.
- (E) Model of the METTL16-core construct (PDB 6GFN). The additional regions at the N terminus seen in this structure are shown in red. See also Figure S1G.
- (F) A zoom of the catalytic pocket in the METTL16-ΔN structure showing coordination of SAH. Catalytic residues N184, P185, P186, and F187 and position of a sulfate (SO<sub>4</sub><sup>2-</sup>) ion are indicated. See also Figure S2A.
- (G) *In vitro* methylation assays showing that METTL16-ΔN protein is inactive. The METTL16-Core protein was used as untagged or tagged (SUMO) versions. See also Figure S2C. Quality of proteins used is shown on the right. Protein molecular weight markers (in kilo Daltons, kDa) are indicated.

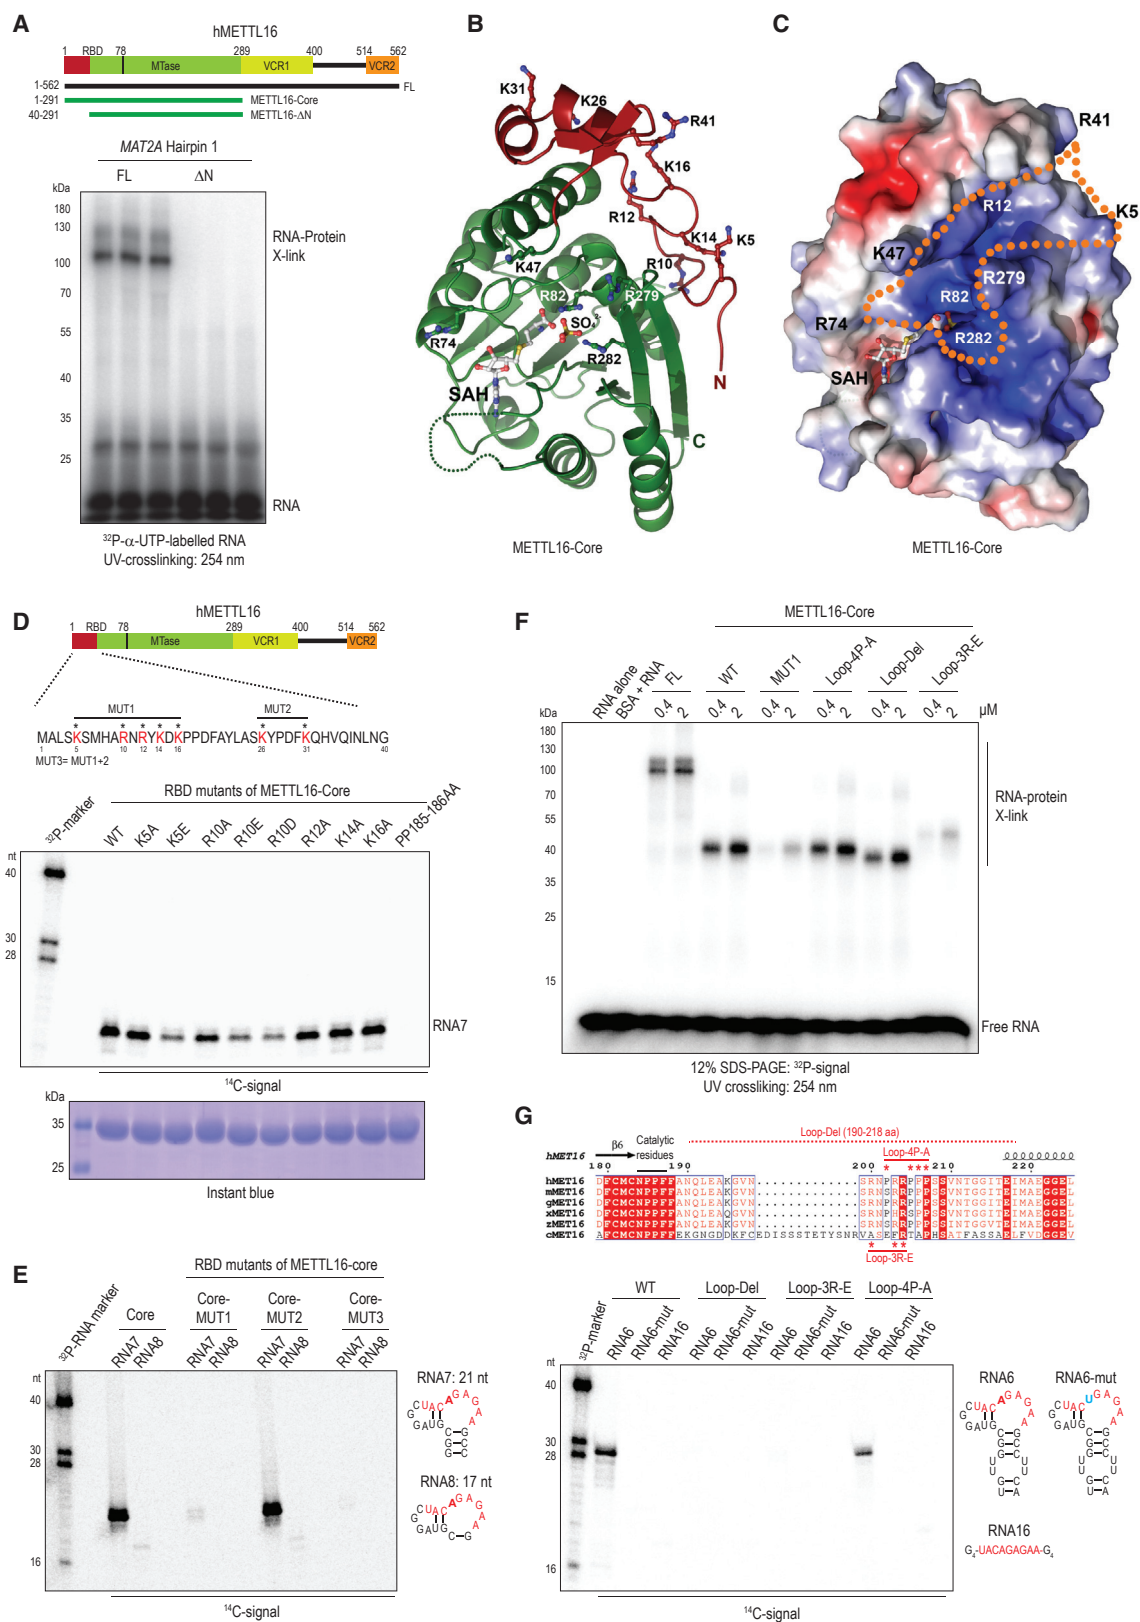

(legend on next page)

1D and 1E). This loop in *C. elegans* is even longer (48 aa) and shows poor overall sequence conservation with its vertebrate orthologs (Figure S1A). Given its strategic location, it may be involved in contacting the bound RNA substrate during catalysis. Third, the  $\Delta N$  structure reveals the presence of two sulfate ions ( $\text{SO}_4^{2-}$ ) (Figure 1D), one of which is next to R82 (one of the residues coordinating SAH), likely mimicking how an RNA substrate might access the catalytic pocket (Figure 1F).

To test whether these structures are representative of catalytically active versions of the METTL16 MTase domain, we incubated the recombinant proteins with  $^{14}\text{C}$ -SAM and a 29 nt RNA (RNA6) derived from the MAT2A hp 1. The full-length METTL16 and the core domain versions were able to methylate this RNA (RNA6) at a specific adenosine residue (A17) within the nonamer UACAGAGAA motif (Figure 1G). In contrast, a mutant hairpin (RNA6-mut) with A17U mutation was not methylated. To our surprise, even though the  $\Delta N$ -truncated version (40–291 aa) has a similar conformation in terms of the Rossmann fold and catalytic residues, it was inactive (Figure 1G). A similar situation is seen even when the full-length MAT2A hairpin 1 is used (Figure S2C). Taken together, our two structures reveal an architecture where the MTase domain is attached to a METTL16-specific N-terminal module that is essential for activity.

### The N-Terminal Module of METTL16 Is Essential for RNA Binding, while a Disordered Loop Is Required for Catalysis

Given that the METTL16- $\Delta N$  domain is inactive as an MTase, we examined whether it can bind RNA substrates using UV cross-linking experiments. Incubation of METTL16-FL with a body-labeled MAT2A hp 1 RNA gave an RNA-protein crosslink consistent with RNA binding, while the  $\Delta N$  version did not reveal such an interaction (Figure 2A). This aligns with the observed lack of methylation activity of the  $\Delta N$  protein when the same RNA substrate was used (Figure S2C). Examination of the primary sequence of the N-terminal module revealed the presence of several highly conserved positively charged residues that can potentially be involved in mediating interaction with RNAs (Figure S1A). Indeed, when mapped onto the METTL16-core struc-

ture, these reveal a positively charged cluster (K5, R10, R12, K14, K16, and R41) that forms the entrance of a wide deep-cut groove (Figures 2B and 2C). With additional contributions from the N-terminal module (K47 and R74) and those from within the Rossmann fold (R82, R279, and R282), the groove runs all the way to the catalytic pocket containing the bound SAH (Figures 2B and 2C). The residues K47 and R279 serve to constrict the space within this groove, while R74 overlooks the ridge that surrounds the SAH-binding pocket. Crucially, R82 and R282, that are centrally located close to the SAH molecule itself, coordinate one of the negatively charged sulfate ions ( $\text{SO}_4^{2-}$ ) that we found in the  $\Delta N$  structure (Figures 1D and 2C), potentially mimicking how an RNA substrate might position itself on the enzyme.

To directly examine the role of these N-terminal residues in RNA-binding and hence catalytic activity, we individually converted positively charged residues to neutral alanine. Interestingly, mutant METTL16-core versions carrying the single point mutations K5A, R10A, R12A, K14A, and K16A did not affect RNA methylation activity (Figures 2D and S2D). However, individual mutations into a negatively charged residue (K5E, R10E, and R10D) had a more discernible impact by reducing RNA methylation activity (Figure 2D). These individual mutations did not completely abolish activity as seen in the catalytic-dead mutant PP185-186AA, indicating that these might merely reduce RNA binding. Strikingly, a combined mutant with all five residues converted to alanine (MUT1: K5A, R10A, R12A, K14A, and K16A) completely eliminated RNA methylation activity (Figure 2E). In contrast, a combined mutation of charged residues not lining the potential RNA-binding groove (MUT2: K26A and K31A) (Figure 2B) did not affect RNA methylation activity (Figure 2E). Consistently, a further mutant (MUT3) containing all the mutations made in MUT1 and MUT2 did not show any activity. To examine RNA binding, we performed UV crosslinking experiments (Figure 2F). As expected, the full-length METTL16 and the METTL16-core version bound the 5' end-labeled RNA. In contrast, the METTL16-core version carrying the combined MUT1 mutations showed highly reduced binding. These results provide a structural rationale for absence of RNA binding and RNA methylation activity in the METTL16- $\Delta N$  protein.

### Figure 2. The N-Terminal Module of Human METTL16 Is Required for Substrate RNA Binding

(A) Domain architecture of human METTL16. UV crosslinking assay (triplicate reactions) showing RNA-protein crosslinks (X-link) between human full-length (FL) METTL16 and MAT2A hairpin 1 RNA. See also Figure S2C for *in vitro* methylation with the same proteins and RNA.

(B) Overview of the METTL16-core MTase domain. Key positively charged residues that create the RNA-binding groove are indicated. Note that residues K26 and K31 when mutated (MUT2) do not affect activity. SAH, S-adenosyl homocysteine;  $\text{SO}_4^{2-}$ , position of a sulfate ion as seen in METTL16- $\Delta N$  is shown. The disordered loop with catalytic residues is shown as a dotted line.

(C) Surface charge representation of the METTL16-core MTase domain showing a positively charged (blue) groove (outlined) leading from the N terminus to the catalytic pocket.

(D) Cartoon showing the N-terminal 40 amino acids of human METTL16, with the highlighted positively charged residues that were mutated (red, with asterisks). Gel shows the *in vitro* methylation assay with wild-type (WT) or indicated point mutant METTL16-core proteins. Quality of recombinant proteins used is shown below the gel. RNA7 was used as an RNA substrate (see Table S1). Single-stranded RNA markers (length in nucleotides, nt) are  $^{32}\text{P}$ -end-labeled. See also Figure S2D.

(E) *In vitro* methylation assay with RNAs indicated and mutants carrying multiple point mutations on the N-terminal module (see D). See also Figure S2E for additional mutations within the RNA binding groove.

(F) UV crosslinking assay with METTL16 proteins indicated and  $^{32}\text{P}$ -end-labeled RNA6. The positions of the free RNA and RNA-protein crosslinks (X-link) are shown. Control binding reactions are carried out without any protein (RNA alone) or with bovine serum albumin (BSA).

(G) Sequence alignment of METTL16 orthologs showing the catalytic residues and disordered loop region. See also Figure S1A. Deletions and mutations introduced into the loop in the context of the METTL16-core construct are indicated. *In vitro* methylation assay with indicated proteins and RNAs is shown below. Quality of proteins used is shown in Figure S2F.

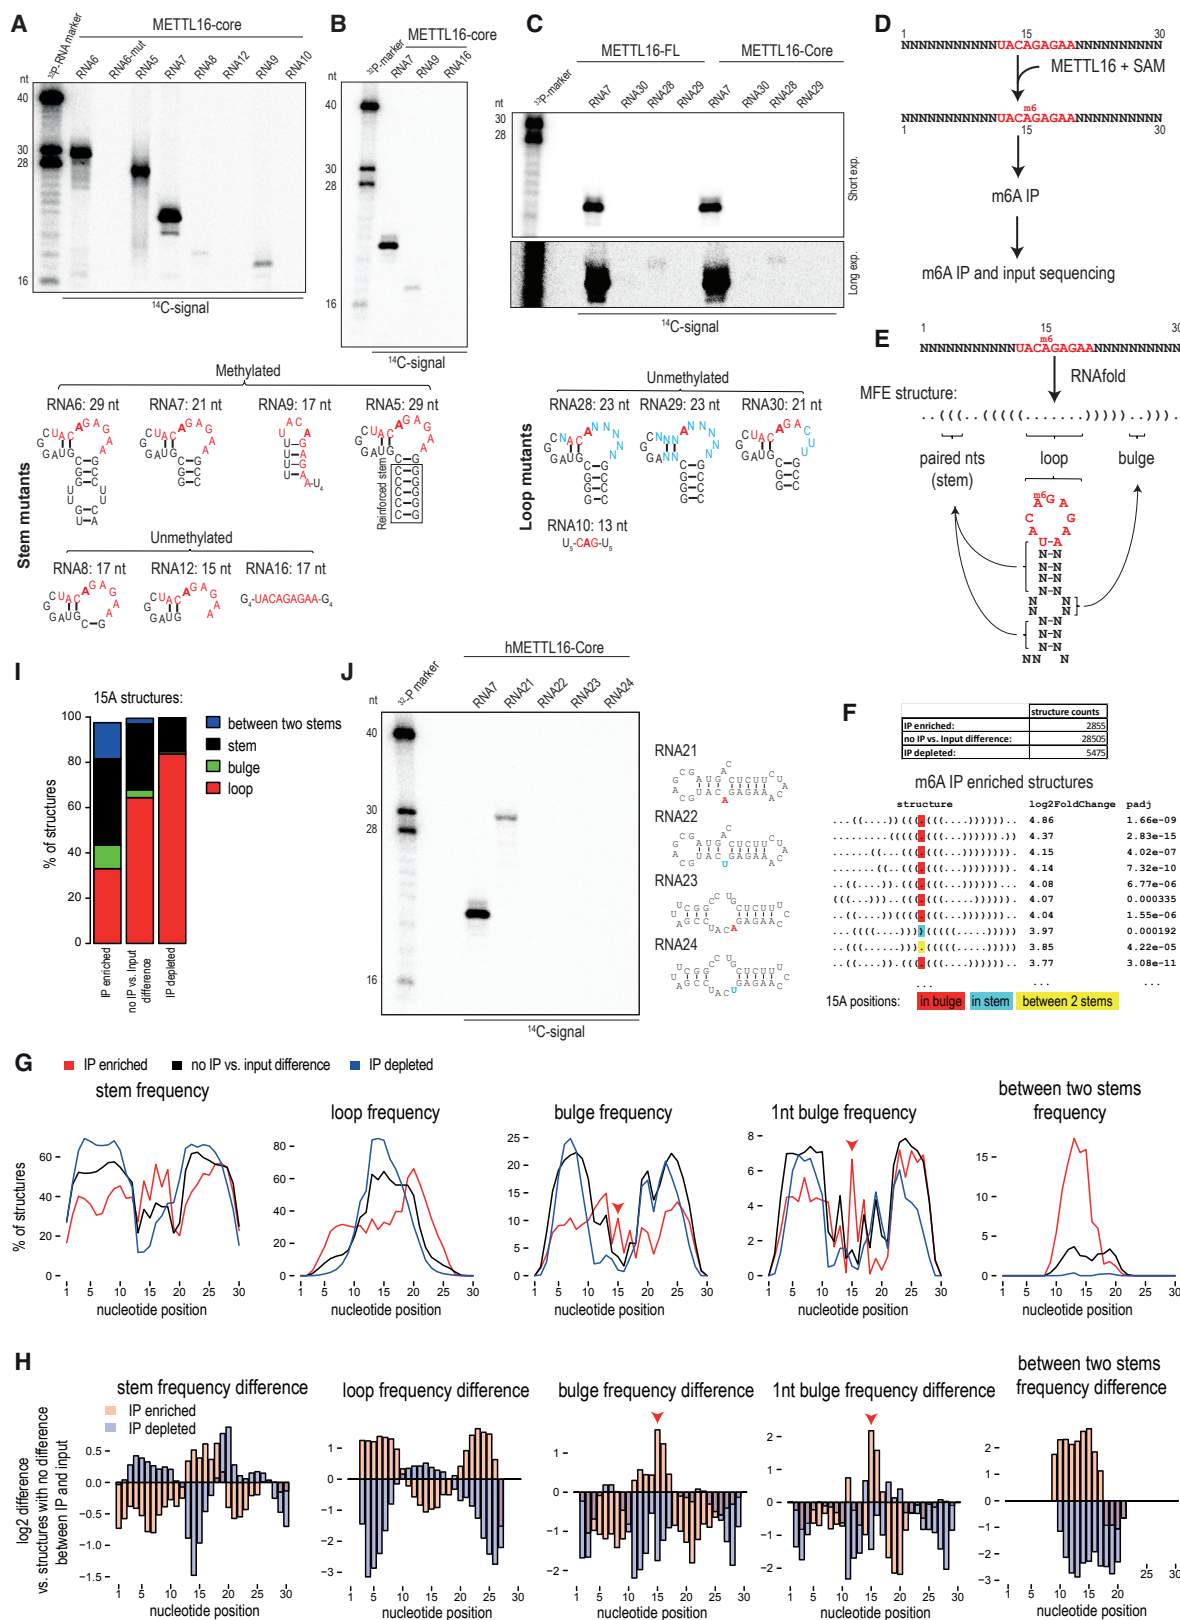

(legend on next page)

We extended the mutational analyses to the other positively charged residues lining the putative RNA-binding groove. Mutation of the residues K47 and R279 that form a claw-like constriction of the groove either reduces (in the case of K47E) or abolishes (in R279E or double mutant K47E+R279E) methylation activity (Figure S2E). Mutation of other residues R82E, R282E, and R74E also abolishes activity, confirming their involvement in construction of the putative RNA-binding groove.

Next, we probed the importance of the disordered loop containing the catalytic residues (Figure 2G). Confirming its critical role, deletion of most of the loop (190–218 aa) abolishes *in vitro* methylation. In fact, loss of methylation can be reproduced by just three point mutations (Loop-3R-E: RRR-200-203-204-EEE) converting positive charges to negative residues, while mutation of four prolines (Loop-4P-A) within the loop did not affect methylation activity (Figure 2G). Interestingly, deletion of the disordered loop did not have an adverse effect on RNA binding, as measured by UV crosslinking (Figure 2F). However, the Loop3R-E mutant displayed highly reduced RNA binding, probably due to repulsion of RNA. These results indicate that the loop, per se, is not required for RNA binding, but has a potential catalytic role by directly contacting the RNA for proper positioning within the catalytic pocket.

In conclusion, our structure-informed mutagenesis study traces an RNA-binding groove lined by positively charged residues contributed by the N-terminal module and the MTase domain itself. This facilitates RNA binding, and thus promotes RNA methylation activity. In addition, we identify a disordered loop that is essential for catalysis.

### METTL16 Prefers Structured RNAs as Substrates for m<sup>6</sup>A Methylation *In Vitro*

The two known methylation targets of METTL16 are structured RNAs: the U6 snRNA and MAT2A hp 1 (Pendleton et al., 2017; Warda et al., 2017). To identify the RNA features that can allow *in vitro* methylation by METTL16, we carried out truncations/mutations of the MAT2A hp1. The MAT2A hp RNAs with reductions in the stem region beyond three base pairs fail to get methylated (Figures 3A, S2B, S3A, and S3B) (Pendleton et al., 2017). Activity can be restored by an artificial six base pair C/G stem (RNA5),

indicating the critical requirement for any stem region (Figures 3A and S1D). On the other hand, presence of the nonamer motif in a single-stranded context, when flanked by a run of Gs (RNA16), did not support methylation (Figure 3B). Interestingly, an RNA where the nonamer motif is flanked by a run of Us (RNA9) is a substrate (albeit weak) for METTL16, likely because it has the potential to form a structured feature (Figures 3A, 3B, and S3B). To test the importance of the nonamer itself, we introduced three mutations within this motif (RNA30), which abolished activity (Figure 3C). Additional mutations, in the form of randomizations of the motif sequences (RNA28 and RNA29), also abolished activity (Figure 3C). Lastly, an RNA with only the central CAG flanked by Us (RNA10) was inactive, reaffirming the importance of this nonamer motif for methylation (Figure 3A). Taken together, these studies indicate that the nonamer sequence in the context of a secondary structure feature is essential for METTL16 methylation activity *in vitro*.

To probe the secondary structure requirements in an unbiased manner, we carried out *in vitro* methylation reactions with recombinant full-length METTL16 and a library of randomized 30 nt single-stranded RNAs carrying a central nonamer motif (Figure 3D). Subsequently, a part was retained as input while the rest was used for immunoprecipitation (IP) of methylated RNAs with the anti-m<sup>6</sup>A antibody (Figure 3D). Sequences were identified by deep sequencing and preferred secondary structures of these sequences were examined using RNAfold (STAR Methods; Table S2) (Figure 3E). We identified ~2,800 predicted structures (referring to unique dot bracket notations) to be enriched in the m<sup>6</sup>A-IP library (Figure 3F).

To find out whether specific structural features are important for methylation, we focused on selected secondary structural features (i.e., stems, loops, bulges, and nucleotides lying between two stems) and compared the frequencies of these features for individual nucleotide positions between the m<sup>6</sup>A-enriched, non-enriched, and m<sup>6</sup>A-depleted structures (Figures 3G and 3H), or directly between the sequenced oligos (Figures S3C and S3D). Analysis indicates that the nonamer sequence motif of m<sup>6</sup>A-enriched structures occurs with a higher frequency in a paired stem region. However, the 15th nt adenosine that is expected to be methylated within the motif is often not paired

### Figure 3. METTL16 Requires Structured RNA for m<sup>6</sup>A Methylation

- (A) *In vitro* methylation assay with RNAs carrying truncations of the stem region. See also Figure S3A. The predicted structures of RNAs used are shown below.
- (B) *In vitro* methylation assay.
- (C) *In vitro* methylation assay with RNAs carrying mutations in the nonamer consensus sequence (shown below). Short and long exposures of the gel are shown.
- (D) Scheme of an *in vitro* methylation experiment using a library of randomized (N = any of the four nucleotides) RNA oligos.
- (E) For each sequence, we predicted the minimum free energy (MFE) secondary structure using RNAfold (STAR Methods). A model structure is shown in dot bracket notation.
- (F) The representation of individual structures (corresponding to unique dot bracket notation) was compared between m<sup>6</sup>A-IP samples and input samples. Top ten IP-enriched structures are shown. The 15th position adenosine (A) that is in the consensus nonamer sequence is highlighted.
- (G) Frequency of structures forming stem, loop and other selected features at individual positions is shown. The IP-enriched structures have increased frequency of 15A (red arrowhead) in a bulge and surrounded by double-stranded regions (stems), pointing to specific structural requirements of RNA substrates for METTL16.
- (H) Structures enriched or depleted in m<sup>6</sup>A IP were compared to those that do not show such difference (between IP and input). While the IP-enriched structures have higher proportion of 15A (red arrowhead) forming a bulge or lying between two stems, the IP-depleted structures show the opposite trend, with lack of structures with 15A in a bulge or in between two stems.
- (I) The barplot shows the proportion of structural features in which the 15A was found. Note the high proportion of structures with 15A in the bulge and between two stems, among the m<sup>6</sup>A IP-enriched structures. See also Figure S3.
- (J) *In vitro* methylation assay with METTL16-core protein and RNAs (RNA21 and RNA23) selected from randomized library methylation experiment (D). This confirms the specific methylation of 15A which is in a 1 nt bulge (in RNA21, but not in mutant RNA22).

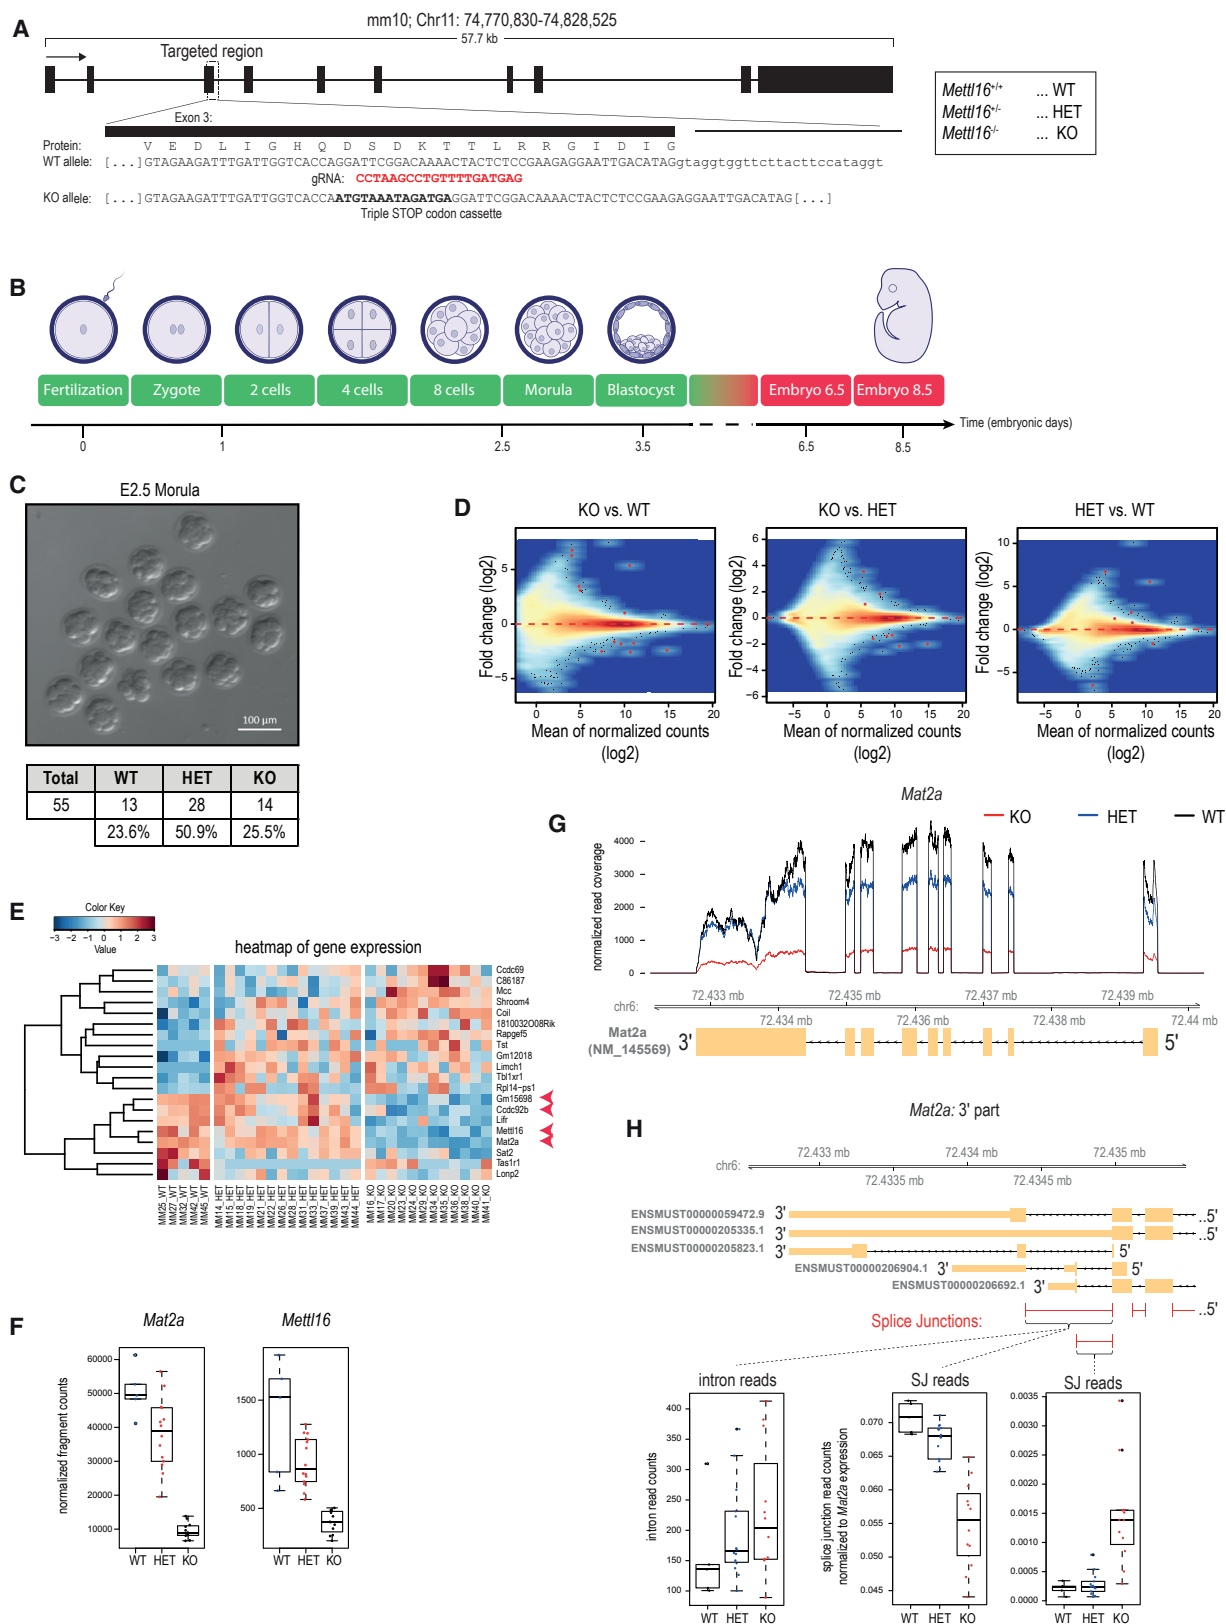

(legend on next page)

and more frequently present in a 1 nt bulge. There is also a higher frequency for the unpaired 15A to lie between two stems (Figures 3G–3I). m<sup>6</sup>A IP-enriched and IP-depleted sequences show an opposing trend affirming the importance of an unpaired adenosine surrounded by local double-strands for methylation (Figure 3H). Indeed, an RNA (RNA 21) representative of the structure enriched in the m<sup>6</sup>A-IP (15th position adenosine in a bulge between two stems) supports methylation by METTL16 (Figure 3J). This is specific as methylation is abolished when the 15th position A is mutated to U (RNA22) (Figure 3J). However, another RNA (RNA23) did not show any methylation activity (Figure 3J). These results show that the nonamer motif does not necessarily have to adopt a loop structure for activity but that the target adenosine must be unpaired and surrounded by stems. Taken together, we reveal that besides the sequence motif there is a structural requirement for a nonamer to serve as a substrate for METTL16 methylation.

### Mouse METTL16 Regulates Embryonic *Mat2a* mRNA Levels and This Is Essential for Embryonic Development

To uncover the endogenous targets of METTL16, we created a knockout allele (*Mettl16*<sup>−/−</sup>) by inserting a triple-stop codon cassette into exon 3 of the mouse *Mettl16* genomic locus (Figures 4A, S4A, and S4B; STAR Methods). Heterozygous (HET) *Mettl16*<sup>+/-</sup> mice of both sexes are viable and fertile. Intercrosses between them provided litters that were completely devoid of any homozygous (KO) *Mettl16*<sup>−/−</sup> animals, indicating potential embryonic lethality (Figure S4C).

After fertilization of the oocyte by the sperm, the 1-cell zygote goes through mitotic divisions to take it through a totipotent 2-cell stage, followed later by the pluripotent 16-cell morula seen at embryonic day 2.5 (E2.5) and 32- to 64-cell blastocyst at E3.5. Subsequently, the embryo becomes implanted in the uterine wall and proceeds into post-implantation development (Figure 4B). To examine the embryonic arrest in the *Mettl16* mutant, we first isolated E2.5 morula from superovulated *Mettl16*<sup>+/-</sup> females crossed with *Mettl16*<sup>+/-</sup> males (Figure 4C). Visual examination revealed no apparent differences in the embryos at this stage. Examination of E3.5 blastocysts resulted in a similar conclusion (Figure 5A). Indeed, genotyping of individual

embryos confirmed the presence of all genotypes in the expected Mendelian ratios at both E2.5 and E3.5 (Figures 4C and 5A). However, examination of post-implantation embryos at E8.5 and E12.5 indicated a total absence of the knockout genotype, but E6.5 KO embryos (1.9%) were detected at sub-Mendelian ratios (Figures S4D–S4F). These results indicate that the *Mettl16*<sup>−/−</sup> knockout mutation allows embryonic development until blastocyst stage but causes developmental arrest around the time of implantation.

To evaluate the impact of loss of METTL16, we sequenced the transcriptomes of individual 16-cell morulas at E2.5 originating from heterozygous *Mettl16*<sup>+/-</sup> crosses. Embryos were genotyped based on presence or absence of specific *Mettl16* reads (STAR Methods), and gene expression levels were compared between different genotypes (Figure 4D). We find 20 genes to be differentially expressed between the different genotypes (WT, HET, and KO) (Figure 4E; Table S3). However, only four genes are consistently different in the KO embryos when compared to both WT and HET (marked with red arrowheads in Figures 4E and S5B). Examination of transcript changes in the individual embryos reveals an expected and consistent downregulation of *Mettl16* in the KO embryos (Figure 4F). Strikingly, the most significantly dysregulated transcript was *Mat2a*, which displays a 5-fold downregulation in the KO embryos. Two additional transcripts *Ccdc92b* and *Gm15698* also display significant downregulation in the KO embryos (Figure S5C).

Identification of *Mat2a* as a downregulated transcript in the *Mettl16* knockout embryos is interesting, as it is already an established target of METTL16 in human cell lines (Pendleton et al., 2017). METTL16 was proposed to promote splicing of the terminal intron, failure of which leads to intron-retention and transcript degradation (Pendleton et al., 2017). Examination of the read count distribution over the exons and introns of *Mat2a* reveals that while the exonic reads are consistently decreased in the KO, we did not observe any dramatic change in intronic reads (Figures 4G and S5D). The same was true for the two other transcripts downregulated in the KO embryos (Figure S5E). Nevertheless, a closer examination around the terminal intron of the *Mat2a* indicates a differential usage of splice junctions in the KO accompanied by a slight increase in the terminal intronic

### Figure 4. Reduced *Mat2a* mRNA Levels and Embryonic Lethality around Implantation Stage in the *Mettl16* Mutant Mice

(A) Generation of a *Mettl16* knockout (KO) allele. See also Figure S4A and STAR Methods.

(B) Timeline of mouse embryogenesis. Embryonic day 2.5 (E2.5) embryos referring to 16-cell morula stage, E3.5 blastocysts, and E6.5 and E8.5 embryos were collected for genotyping. KO embryos were detected in expected Mendelian ratios till E3.5 (colored in green), but at sub-Mendelian ratios at E6.5 or none beyond (colored in red). See also Figures S4C–S4F.

(C) Genotyping of E2.5 embryos from *Mettl16*<sup>+/-</sup> × *Mettl16*<sup>+/-</sup> crosses confirmed the expected Mendelian ratios among the genotypes. Scale bar in μm is indicated.

(D) Transcriptome of individual isolated E2.5 embryos of *Mettl16*<sup>−/−</sup> (KO), *Mettl16*<sup>+/-</sup> (HET), and *Mettl16*<sup>+/+</sup> (WT) was sequenced and compared between the genotypes. The MA plots show a very limited number of differentially expressed genes (red dots, adjusted *p* ≤ 0.1). See also Figure S5.

(E) Heatmap shows the expression of genes with significant differential expression between any two genotypes (adjusted *p* ≤ 0.1). Genes differentially expressed in *Mettl16*<sup>−/−</sup> (KO) when compared to both *Mettl16*<sup>+/-</sup> (HET) and *Mettl16*<sup>+/+</sup> (WT) are marked by red arrowhead.

(F) The boxplots show the expected downregulation of the targeted gene (*Mettl16*) in KO samples, as well as the downregulation of *Mat2a*. Transcript levels of individual samples are shown as dots. See also Figure S5C.

(G) Normalized read coverage along the *Mat2a* locus demonstrates the overall depletion in the KO. Note that the gene is on the Crick strand, so it goes from right to left.

(H) Lack of METTL16 results in aberrant splicing of the last intron. The reads spanning the splice junction (SJ) of last *Mat2a* (ENSMUST00000059472.9) intron are significantly depleted in the KO even when normalized to overall *Mat2a* transcript levels. This is accompanied by slight increase for intron reads and increased usage of alternative 3' splice-site characteristic for the ENSMUST00000206904.1 and ENSMUST00000206692.1 variants. See also Figure S5D.

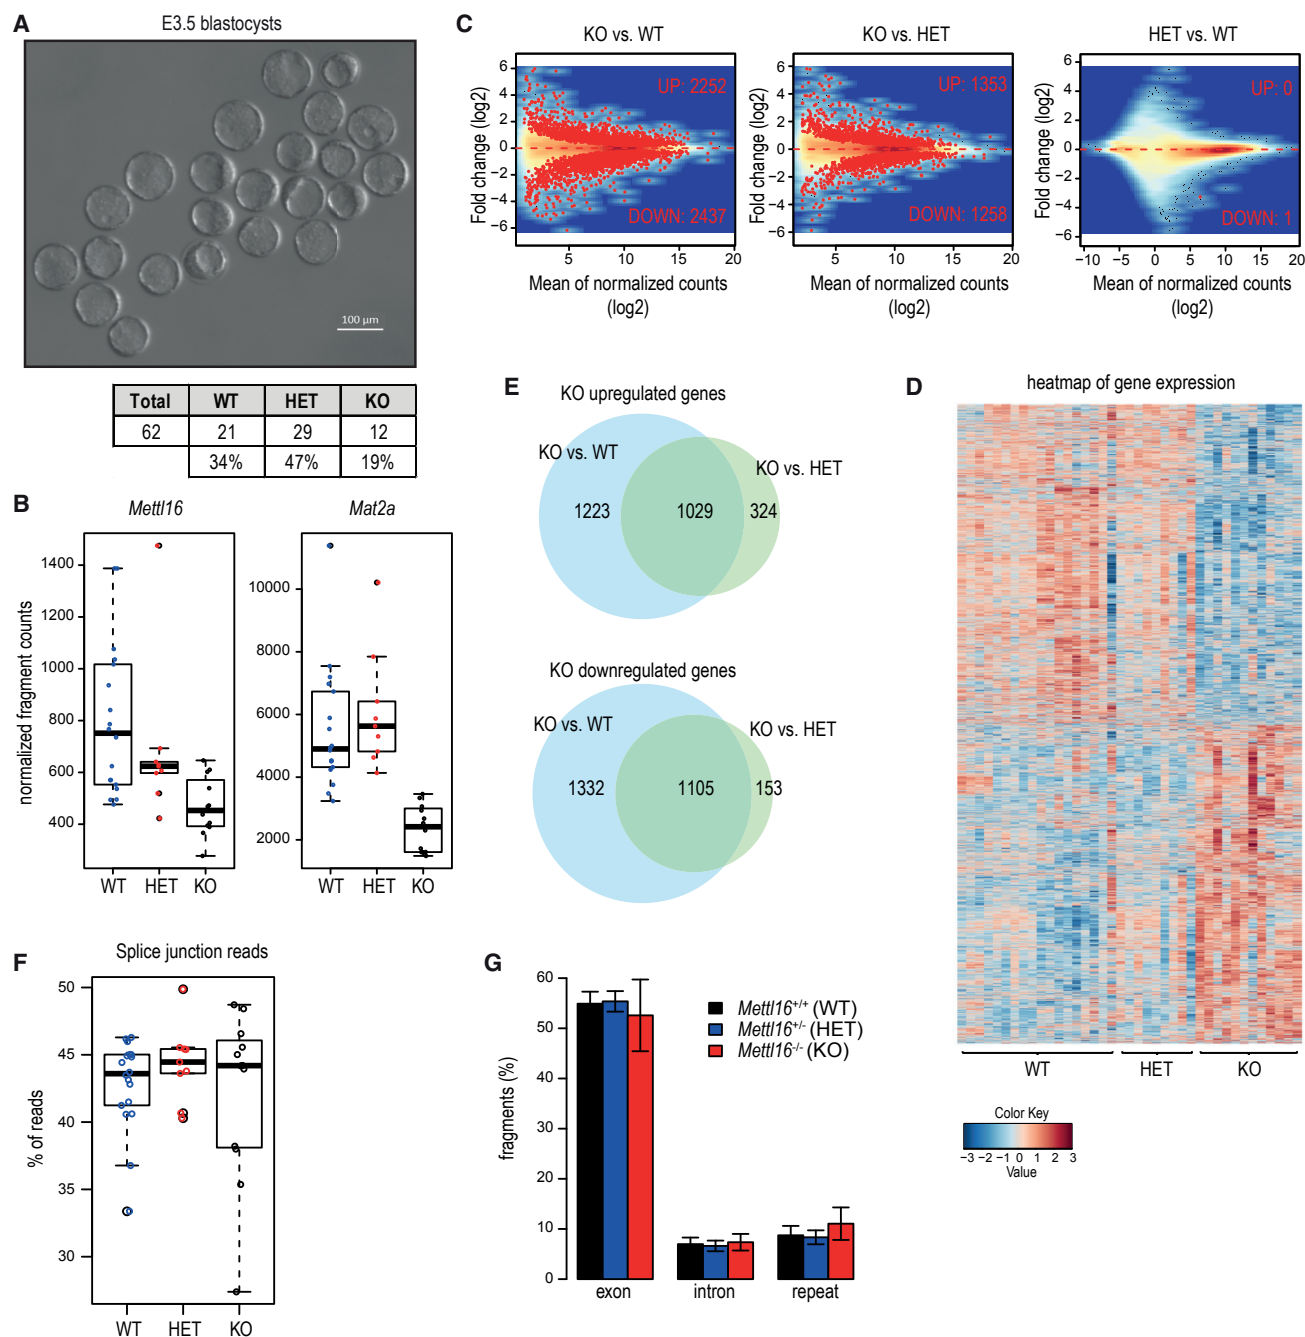

**Figure 5. E3.5 *Mettl16*<sup>-/-</sup> Blastocysts Display Normal Morphology but Vast Transcriptome Dysregulation**

(A) E3.5 *Mettl16*<sup>-/-</sup> KO embryos display normal morphology and their counts from *Mettl16*<sup>+/-</sup> × *Mettl16*<sup>+/-</sup> crosses correspond to expected Mendelian ratios among the genotypes. Scale bar in  $\mu\text{m}$  is indicated.

(B) The boxplots show the expected downregulation of the targeted gene (*Mettl16*) in KO samples, as well as the downregulation of *Mat2a*. Transcript levels of individual samples are shown as dots. See also Figure S6A.

(C) MA plots comparing the expression between the genotypes reveal that the vast number of genes are dysregulated in the *Mettl16*<sup>-/-</sup> KO embryos. The genes with significantly different expression are shown as red dots (adjusted  $p \leq 0.1$ ).

(D) Heatmap shows the expression of 5,166 genes with significant differential expression between any two genotypes (adjusted  $p \leq 0.1$ ). Note the massive dysregulation in the KO embryos. See also Figures S6B–S6D.

(E) Venn diagrams compare the lists of dysregulated genes when *Mettl16*<sup>-/-</sup> expression is compared to *Mettl16*<sup>+/-</sup> or to *Mettl16*<sup>+/+</sup>.

(F) Comparison of proportion of reads encompassing splice junctions does not reveal a difference in splicing between individual genotypes.

(G) Global transcription from exons, introns, and repeats is not affected in *Mettl16*<sup>-/-</sup>. Error bars refer to SD.

reads (Figure 4H). In conclusion, we demonstrate that *Mettl16* is essential for viability of early mouse embryos where it regulates the levels of *Mat2a* mRNA.

### Loss of METTL16 Leads to Dramatic Alterations in the E3.5 Blastocyst Transcriptome

To examine whether the downregulation of very few transcripts in E2.5 embryos has further consequences in the E3.5 blastocysts, we collected such embryos from superovulated *Mettl16*<sup>+/-</sup> females crossed with *Mettl16*<sup>+/-</sup> males (Figure 5A). Sequencing of single embryos revealed the expected downregulation of *Mettl16* and *Mat2a* (Figure 5B). Strikingly, ~5,000 other transcripts were either upregulated or downregulated in the KO, when compared to the WT embryos, while up to half that number was altered in the KO versus HET comparison (Figures 5C, 5D, and S6D). Examination of these altered-gene lists indicates that up to 1,000 genes are either commonly up- or downregulated in the KO when compared to both WT and HET embryos (Figure 5E). A previous study identified key transcription and chromatin factors that define specific developmental stage transcriptomes (Mohammed et al., 2017). Examination of these factors in our datasets did not reveal any altered expression profile between the genotypes (Figures S6B and S6C). A Gene Ontology (GO) term analysis of the altered transcripts revealed an upregulation in splicing-related factors (Table S3), but analysis of splice junction reads did not reveal any changes in the KO embryos (Figure 5F). We also did not observe any dramatic changes in the representation of exon, intron, and repeat reads in the different libraries (Figure 5G). Taken together, even though the molecular effect of the loss of METTL16 is already seen in E2.5 embryos in the form of reduced mRNA levels of its methylation target *Mat2a*, its consequences are amplified in the E3.5 KO embryos. Here, a massive dysregulation of gene expression is observed, such that mutant embryos undergoing implantation are doomed to fail in further development.

## DISCUSSION

Crystal structures now reveal how two RNA methyltransferases are built to recognize distinct RNA targets and install the same m<sup>6</sup>A mark. The two methyltransferase (MTase) domains in the heterodimeric METTL3/METTL14 complex interact to create a narrow groove lined with conserved positively charged residues into which single-stranded RNAs can fit (Śledź and Jinek, 2016; Wang et al., 2016a, 2016b). This interaction facilitates stabilization of a large “interface loop” in METTL3 that contributes to the catalytic activity. Indeed, this ensures that METTL3, which binds SAM, is not active on its own, requiring at least the MTase domain of METTL14 to complete the creation of a functional catalytic complex (Śledź and Jinek, 2016; Wang et al., 2016a). In contrast, we show here that METTL16 is active as a monomer (Figures 1 and S1B), and it contains a large deep-cut groove that can accommodate structured RNAs (Figure 2). Interestingly, the METTL3/METTL14 crystal complex with the two MTase domains is inactive and requires the two N-terminal CCCH zinc finger motifs of METTL3 to recover methylation activity (Śledź and Jinek, 2016; Wang et al., 2016a), presumably because it aids in substrate RNA binding. Similarly, here we demonstrate

that the N-terminal module attached to the MTase of METTL16 is essential for RNA-binding and catalysis (Figures 1 and 2). We note that the recently reported crystal structure of the human METTL16 core MTase domain (PDB 6B92) (Ruszkowska et al., 2018) shows a high degree of overlap with the one studied here (Figure S1F; Star Methods).

A structural comparison of the human METTL3/METTL14 complex (PDB 5IL2) with that of our human METTL16-core (PDB 6GFN) reveals similarity to METTL3 in the overall Rossmann fold (Figure 6A). It also shows how the disordered loop in METTL16 (Figures 1E and 2G) is very similar to the “gate loop 1” in METTL3, as both harbor the catalytic residues and are likely involved in contacting the bound RNA during enzymatic reaction. Our mutational studies indicate that the disordered loop in METTL16 is not required for RNA binding (Loop-Del in Figure 2F) but is essential for catalytic activity (Figure 2G). Thus, its role might be to contact the substrate bound via the RNA-binding groove and orient it for catalysis. This is supported by our finding that mutation of positively charged arginine (R) residues in the loop to glutamic acid (E) abolishes RNA binding (Figure 2F), perhaps via charge repulsions. We modeled a structured RNA (tRNA from PDB 2ZZM) into this groove, and it shows how an unpaired adenosine in the loop region might reach into the catalytic pocket for methylation (Figure 6B). To get better insight into the catalytic mechanism, we modeled a methyl-acceptor adenosine (from PDB 4ZCF, chain B) (Gupta et al., 2015) into the SAH binding site of METTL16-core (PDB 6GFN) (Figure 6C). Superimposition of the METTL16-core structure with that of the m<sup>6</sup>A DNA MTase, EcoP1G1 (PDB 4ZCF, chain B), reveals how the adenosine is favorably positioned by coordination with catalytic residues N184 and P185 for the methyl transfer from SAM (represented by SAH in Figure 6C). However, our experiments do not reveal how METTL16 might be able to recognize an adenosine within a specific nonamer sequence for m<sup>6</sup>A methylation. This information will be forthcoming only when structures with bound RNA become available.

Regulation of gene expression by m<sup>6</sup>A is essential at multiple steps during mouse embryonic development. The writer *Mettl3* is essential for embryonic development, with *Mettl3*-deficient embryonic stem cells (ESCs) failing to exit pluripotency despite differentiation cues (Batista et al., 2014; Geula et al., 2015; Wang et al., 2014). Now we show that the writer *Mettl16* is also essential for embryonic development around implantation stage (Figures 4 and 5). Our biochemical studies and *in vivo* transcriptome profiling reveals severe sequence and structural constraints on potential RNA targets of METTL16 (Figures 3 and 4). Although a few hundred transcripts carrying the nonamer sequence motif exist in the mouse genome, we did not find any differences in their levels in *Mettl16* knockout E2.5 embryos (Figure 4). This reinforces our finding that a combination of sequence and structural features define the target set for METTL16. The fact that *Mat2a* is the sole main target of METTL16 in pre-implantation embryos is interesting, as it encodes for the SAM synthetase, which produces SAM, the main methyl donor required for many methylation reactions (including DNA, protein, and RNA methylation) with huge regulatory potential. Before implantation, the embryonic genome undergoes massive erasure of DNA methylation marks, while during post-implantation development,

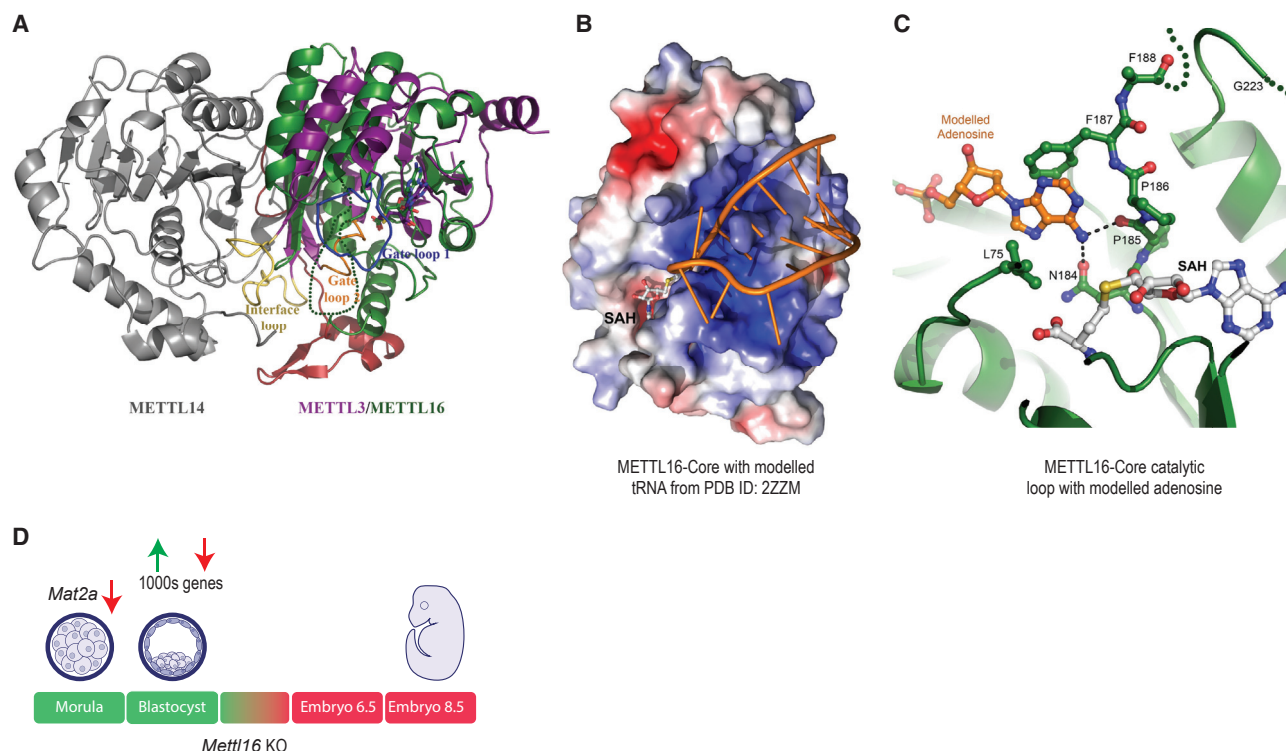

**Figure 6. A Model for METTL16 Function during Early Embryonic Development**

(A) Structural comparison of METTL16 core and METTL3/METTL14 complex. METTL3 (PDB 5IL2), colored purple, was superimposed on the METTL16-core-SAH (PDB 6GFN), colored in green (core) and red (N-terminal). Gate loops 1 and 2, and the interface loop of METTL3, are colored in blue, orange, and yellow, respectively. The disordered loop in our METTL16-core is shown as a dotted line.

(B) Surface charge representation of human METTL16-core domain with a modeled tRNA (from PDB: 2ZZM). See STAR Methods. The SAH bound in the catalytic pocket is shown.

(C) A methyl-acceptor adenosine (orange) was modeled into the SAH binding site of METTL16 core (PDB 6GFN) by superimposition of an  $m^6A$  DNA MTase, EcoP151 (PDB: 4ZCF, chain B). The sulfate binding site (as in Figure 1F) overlaps with the adenosine base moiety.

(D) A model summarizing the physiological role of METTL16 during early mouse development. The downregulation of the SAM synthetase *Mat2a* mRNA in *Mettl16* KO E2.5 morula is potentially a trigger for subsequent massive alteration in gene expression in the E3.5 blastocysts. Such mutant embryos fail to proceed further in development (indicated in red).

DNA methylation increases and is restored back to normal levels (Reik et al., 2001). Given our finding that the transcriptome in the E3.5 embryos is massively dysregulated (Figure 5), we propose that it is a snowballing effect of the initial downregulation of *Mat2a*. The low levels of *Mat2a* mRNA will mean that downstream epigenetic reprogramming events are also bound to fail. Such E3.5 mutant blastocysts are unfit for continuing in development (Figure 6D). In this context, it is interesting to point out that a homozygous *Mat2a* knockout mutation results in embryonic lethality in mice (International Mouse Phenotyping Consortium [IMPC]). Furthermore, chemical inhibition of bovine MAT2A enzyme in cultured bovine pre-implantation embryos also reduced blastocyst development (Ikeda et al., 2017).

How might METTL16 function to stabilize *Mat2a* mRNA in the mouse embryos? METTL16-mediated methylation of the hairpin structures in the 3' UTR in *Mat2a* mRNA is used by YTHDC1 to promote its decay in high-SAM conditions (Shima et al., 2017). Thus in the absence of *Mettl16* we would have expected a stabilization of the transcript. Perhaps an explanation might come from the proposed non-canonical function of METTL16 as a

splicing enhancer (Pendleton et al., 2017), where it promotes splicing to remove the 3' terminal intron to create a stable mature *MAT2A* mRNA during low-SAM conditions. Based on this model, loss of *Mettl16* leads to reduced splicing of the terminal exon, resulting in intron-retained unstable transcripts and hence not detected in our sequencing experiments (Figures 4 and 5). Consistently, we detected higher levels of intronic reads in the *Mettl16* knockout embryos (Figure 4H). The C-terminal vertebrate conserved regions (VCRs) of METTL16 are proposed to mediate this activity (Pendleton et al., 2017). We speculate that some of the splicing factors we identified in endogenous METTL16 complexes from mouse tissues, and from transfected human cell lines, may participate in this role (Figures S5F and S5G). Future studies using a catalytic-dead METTL16 mutant mouse should help settle this issue of methylation-mediated decay versus splicing role. However, it is also possible that multiple pathways co-exist to control *Mat2a* levels.

HeLa cell extracts were originally shown to harbor an activity that adds an  $m^6A$  mark at position A43 in the splicing machinery component U6 snRNA (Shimba et al., 1995). This activity was

later identified to be METTL16 (Pendleton et al., 2017; Warda et al., 2017). Mutation of this methylation site in yeast U6 snRNA, which lies within a region that base pairs with the 5' splice site of pre-mRNAs, causes lethality (Madhani et al., 1990). However, our analysis of the *Mettl16* knockout mouse embryos did not reveal any gross changes in splicing patterns across the transcriptome (Figures S5A and 5G). Thus, it is possible that methylation of U6 snRNA is not critical for splicing in higher organisms, perhaps due to the diversity of 5' splice site sequences (Yang et al., 2013). Alternatively, complementation by another MTase activity in our mutant might account for lack of splicing defects. In conclusion, our studies place the m<sup>6</sup>A writer METTL16 in a dominant position to influence early developmental decisions in the mouse embryo via regulation of SAM synthetase expression.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Animal Work
  - *Mettl16* knockout mice
  - Genotyping
  - Mouse embryos
- METHOD DETAILS
  - Clones and constructs
  - Antibodies
  - Recombinant protein production
  - Purification of METTL3-METTL14 complex
  - Purification of METTL16
  - Limited proteolysis of hMETTL16-FL
  - Crystallization and data collection
  - Structure determination and refinement
  - *In vitro* transcription of RNA substrates for methylation assay
  - *In vitro* RNA methylation assay with METTL16
  - UV crosslinking assay
  - Cell culture and transfections
  - Isolation of human METTL16 complexes for mass spectrometry
  - Isolation of METTL16 complexes from mouse testes and spleen
  - Mass spectrometry
  - Preparation of RNA libraries
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - *In vitro* methylation with METTL16 and m<sup>6</sup>A-IP-RNaseq
  - Transcriptome analysis of *Mettl16* mutant mouse embryos
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes six figures and three tables and can be found with this article at <https://doi.org/10.1016/j.molcel.2018.08.004>.

## ACKNOWLEDGMENTS

We thank Olivier Fazio and Leonardo Beccari for help with mouse embryo collection, Margot Riggi for scientific illustrations, Magdalena Wojtas for the METTL3/14 protein complex, and Johanna Mattay for critical reading of the manuscript. We thank the following facilities: iGE3 Genomics Platform, University of Geneva, and the EMBL Genomics core facility for sequencing; the Transgenic Mouse Facility, University of Geneva for mouse creation; the Functional Genomics Center, Zurich for proteomics analyses. M.M. is grateful for a PhD Fellowship from the Boehringer Ingelheim Fonds. This work was supported by grants to R.S.P. from the Swiss National Science Foundation: ERC Transfer Grant (GermMethylation), Project Grant (Origin-of-pi), and funding from the NCCR RNA & Disease. Work in the Pillai lab is supported by the Republic and Canton of Geneva.

## AUTHOR CONTRIBUTIONS

M.M. performed all biochemical and mouse experiments with help from P.G.; K.-M.C. produced recombinant proteins and performed structural analyses with A.A.M.; R.R.P. prepared the *Mettl16* knockout mouse and sequencing libraries; D.H. conducted all computational analysis; manuscript preparation and writing was by R.S.P. with input from everyone.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: May 7, 2018

Revised: June 22, 2018

Accepted: July 30, 2018

Published: September 6, 2018

## REFERENCES

- Bailey, T.L., and Elkan, C. (1994). Fitting a mixture model by expectation maximization to discover motifs in biopolymers. *Proc. Int. Conf. Intell. Syst. Mol. Biol.* 2, 28–36.
- Bailey, A.S., Batista, P.J., Gold, R.S., Chen, Y.G., de Rooij, D.G., Chang, H.Y., and Fuller, M.T. (2017). The conserved RNA helicase YTHDC2 regulates the transition from proliferation to differentiation in the germline. *eLife* 6, e26116.
- Batista, P.J., Molinie, B., Wang, J., Qu, K., Zhang, J., Li, L., Bouley, D.M., Lujan, E., Haddad, B., Daneshvar, K., et al. (2014). m(6)A RNA modification controls cell fate transition in mammalian embryonic stem cells. *Cell Stem Cell* 15, 707–719.
- Bieniossek, C., Imasaki, T., Takagi, Y., and Berger, I. (2012). MultiBac: expanding the research toolbox for multiprotein complexes. *Trends Biochem. Sci.* 37, 49–57.
- Bricogne, G., Blanc, E., Brandl, M., Flensburg, C., Keller, P., Paciorek, W., Roversi, P., Sharff, A., Smart, O.S., Vornrhein, C., et al. (2016). BUSTER (Global Phasing Ltd.).
- Brown, J.A., Kinzig, C.G., DeGregorio, S.J., and Steitz, J.A. (2016). Methyltransferase-like protein 16 binds the 3'-terminal triple helix of MALAT1 long noncoding RNA. *Proc. Natl. Acad. Sci. USA* 113, 14013–14018.
- Chen, V.B., Arendall, W.B., 3rd, Headd, J.J., Keedy, D.A., Immormino, R.M., Kapral, G.J., Murray, L.W., Richardson, J.S., and Richardson, D.C. (2010). MolProbity: all-atom structure validation for macromolecular crystallography. *Acta Crystallogr. D Biol. Crystallogr.* 66, 12–21.
- Chen, E.Y., Tan, C.M., Kou, Y., Duan, Q., Wang, Z., Meirelles, G.V., Clark, N.R., and Ma'ayan, A. (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* 14, 128.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.

- Dolinsky, T.J., Nielsen, J.E., McCammon, J.A., and Baker, N.A. (2004). PDB2PQR: an automated pipeline for the setup of Poisson-Boltzmann electrostatics calculations. *Nucleic Acids Res.* 32, W665-7.
- Dominissini, D., Moshitch-Moshkovitz, S., Schwartz, S., Salmon-Divon, M., Ungar, L., Osenberg, S., Cesarkas, K., Jacob-Hirsch, J., Amariglio, N., Kupiec, M., et al. (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. *Nature* 485, 201-206.
- Emsley, P., Lohkamp, B., Scott, W.G., and Cowtan, K. (2010). Features and development of Coot. *Acta Crystallogr. D Biol. Crystallogr.* 66, 486-501.
- Flot, D., Mairs, T., Giraud, T., Guijarro, M., Lesourd, M., Rey, V., van Brussel, D., Morawe, C., Borel, C., Hignette, O., et al. (2010). The ID23-2 structural biology microfocus beamline at the ESRF. *J. Synchrotron Radiat.* 17, 107-118.
- Fu, Y., Dominissini, D., Rechavi, G., and He, C. (2014). Gene expression regulation mediated through reversible m6A RNA methylation. *Nat. Rev. Genet.* 15, 293-306.
- Geula, S., Moshitch-Moshkovitz, S., Dominissini, D., Mansour, A.A., Kol, N., Salmon-Divon, M., Hershkovitz, V., Peer, E., Mor, N., Manor, Y.S., et al. (2015). Stem cells. m6A mRNA methylation facilitates resolution of naïve pluripotency toward differentiation. *Science* 347, 1002-1006.
- Goto-Ito, S., Ito, T., Kuratani, M., Bessho, Y., and Yokoyama, S. (2009). Tertiary structure checkpoint at anticodon loop modification in tRNA functional maturation. *Nat. Struct. Mol. Biol.* 16, 1109-1115.
- Gupta, Y.K., Chan, S.H., Xu, S.Y., and Aggarwal, A.K. (2015). Structural basis of asymmetric DNA methylation and ATP-triggered long-range diffusion by EcoP151. *Nat. Commun.* 6, 7363.
- Hahne, F., and Ivanek, R. (2016). Visualizing genomic data using Gviz and Bioconductor. *Methods Mol. Biol.* 1418, 335-351.
- Hartley, S.W., and Mullikin, J.C. (2016). Detection and visualization of differential splicing in RNA-Seq data with JunctionSeq. *Nucleic Acids Res.* 44, e127.
- Hausmann, I.U., Bodi, Z., Sanchez-Moran, E., Mongan, N.P., Archer, N., Fray, R.G., and Soller, M. (2016). m6A potentiates Sxl alternative pre-mRNA splicing for robust *Drosophila* sex determination. *Nature* 540, 301-304.
- Hsu, P.J., Zhu, Y., Ma, H., Guo, Y., Shi, X., Liu, Y., Qi, M., Lu, Z., Shi, H., Wang, J., et al. (2017). Ythdc2 is an N6-methyladenosine binding protein that regulates mammalian spermatogenesis. *Cell Res.* 27, 1115-1127.
- Huber, W., Carey, V.J., Gentleman, R., Anders, S., Carlson, M., Carvalho, B.S., Bravo, H.C., Davis, S., Gatto, L., Girke, T., et al. (2015). Orchestrating high-throughput genomic analysis with Bioconductor. *Nat. Methods* 12, 115-121.
- Ikeda, S., Kawahara-Miki, R., Iwata, H., Sugimoto, M., and Kume, S. (2017). Role of methionine adenosyltransferase 2A in bovine preimplantation development and its associated genomic regions. *Sci. Rep.* 7, 3800.
- Ivanova, I., Much, C., Di Giacomo, M., Azzi, C., Morgan, M., Moreira, P.N., Monahan, J., Carrieri, C., Enright, A.J., and O'Carroll, D. (2017). The RNA m(6A) reader YTHDF2 is essential for the post-transcriptional regulation of the maternal transcriptome and oocyte competence. *Mol. Cell* 67, 1059-1067.
- Jain, D., Puno, M.R., Meydan, C., Lailier, N., Mason, C.E., Lima, C.D., Anderson, K.V., and Keeney, S. (2018). *ketu* mutant mice uncover an essential meiotic function for the ancient RNA helicase YTHDC2. *eLife* 7, e30919.
- Kabsch, W. (2010). Xds. *Acta Crystallogr. D Biol. Crystallogr.* 66, 125-132.
- Kasowitz, S.D., Ma, J., Anderson, S.J., Leu, N.A., Xu, Y., Gregory, B.D., Schultz, R.M., and Wang, P.J. (2018). Nuclear m6A reader YTHDC1 regulates alternative polyadenylation and splicing during mouse oocyte development. *PLoS Genet.* 14, e1007412.
- Ke, S., Alemu, E.A., Mertens, C., Gantman, E.C., Fak, J.J., Mele, A., Haripal, B., Zucker-Scharff, I., Moore, M.J., Park, C.Y., et al. (2015). A majority of m6A residues are in the last exons, allowing the potential for 3' UTR regulation. *Genes Dev.* 29, 2037-2053.
- Ke, S., Pandya-Jones, A., Saito, Y., Fak, J.J., Vågbo, C.B., Geula, S., Hanna, J.H., Black, D.L., Darnell, J.E., Jr., and Darnell, R.B. (2017). m6A mRNA modifications are deposited in nascent pre-mRNA and are not required for splicing but do specify cytoplasmic turnover. *Genes Dev.* 31, 990-1006.
- Knuckles, P., Carl, S.H., Musheev, M., Niehrs, C., Wenger, A., and Bühler, M. (2017). RNA fate determination through cotranscriptional adenosine methylation and microprocessor binding. *Nat. Struct. Mol. Biol.* 24, 561-569.
- Kuleshov, M.V., Jones, M.R., Rouillard, A.D., Fernandez, N.F., Duan, Q., Wang, Z., Koplev, S., Jenkins, S.L., Jagodnik, K.M., Lachmann, A., et al. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 44 (W1), W90-W97.
- Lence, T., Akhtar, J., Bayer, M., Schmid, K., Spindler, L., Ho, C.H., Kreim, N., Andrade-Navarro, M.A., Poeck, B., Helm, M., and Roignant, J.Y. (2016). m6A modulates neuronal functions and sex determination in *Drosophila*. *Nature* 540, 242-247.
- Liao, Y., Smyth, G.K., and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930.
- Liu, N., Dai, Q., Zheng, G., He, C., Parisien, M., and Pan, T. (2015). N(6)-methyladenosine-dependent RNA structural switches regulate RNA-protein interactions. *Nature* 518, 560-564.
- Lorenz, R., Bernhart, S.H., Höner Zu Siederdissen, C., Tafer, H., Flamm, C., Stadler, P.F., and Hofacker, I.L. (2011). ViennaRNA Package 2.0. *Algorithms Mol. Biol.* 6, 26.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Madhani, H.D., Bordonné, R., and Guthrie, C. (1990). Multiple roles for U6 snRNA in the splicing pathway. *Genes Dev.* 4 (12B), 2264-2277.
- McCarthy, A.A., Barrett, R., Beteva, A., Caserotto, H., Dobias, F., Felisaz, F., Giraud, T., Guijarro, M., Janocha, R., Khadrouche, A., et al. (2018). ID30B—a versatile beamline for macromolecular crystallography experiments at the ESRF. *J. Synchrotron Radiat.* 25, 1249-1260.
- McCoy, A.J., Grosse-Kunstleve, R.W., Adams, P.D., Winn, M.D., Storoni, L.C., and Read, R.J. (2007). Phaser crystallographic software. *J. Appl. Cryst.* 40, 658-674.
- Mohammed, H., Hernando-Herraez, I., Savino, A., Scialdone, A., Macaulay, I., Mulas, C., Chandra, T., Voet, T., Dean, W., Nichols, J., et al. (2017). Single-cell landscape of transcriptional heterogeneity and cell fate decisions during mouse early gastrulation. *Cell Rep.* 20, 1215-1228.
- Morin, A., Eisenbraun, B., Key, J., Sanschagrin, P.C., Timony, M.A., Ottaviano, M., and Sliz, P. (2013). Collaboration gets the most out of software. *eLife* 2, e01456.
- Patil, D.P., Pickering, B.F., and Jaffrey, S.R. (2018). Reading m6A in the transcriptome: m6A-binding proteins. *Trends Cell Biol.* 28, 113-127.
- Patro, R., Duggal, G., Love, M.I., Irizarry, R.A., and Kingsford, C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods* 14, 417-419.
- Pendleton, K.E., Chen, B., Liu, K., Hunter, O.V., Xie, Y., Tu, B.P., and Conrad, N.K. (2017). The U6 snRNA m(6A) methyltransferase METTL6 regulates SAM synthetase intron retention. *Cell* 169, 824-835.
- Picelli, S., Faridani, O.R., Björklund, A.K., Winberg, G., Sagasser, S., and Sandberg, R. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171-181.
- R Core Team (2017). R: A Language and Environment for Statistical Computing (Vienna, Austria: R Foundation for Statistical Computing).
- Reik, W., Dean, W., and Walter, J. (2001). Epigenetic reprogramming in mammalian development. *Science* 293, 1089-1093.
- Ruszkowska, A., Ruszkowski, M., Dauter, Z., and Brown, J.A. (2018). Structural insights into the RNA methyltransferase domain of METTL6. *Sci. Rep.* 8, 5311.
- Schwartz, S., Agarwala, S.D., Mumbach, M.R., Jovanovic, M., Mertins, P., Shishkin, A., Tabach, Y., Mikkelsen, T.S., Satija, R., Ruvkun, G., et al. (2013). High-resolution mapping reveals a conserved, widespread, dynamic mRNA methylation program in yeast meiosis. *Cell* 155, 1409-1421.
- Sergiev, P.V., Serebryakova, M.V., Bogdanov, A.A., and Dontsova, O.A. (2008). The ybiN gene of *Escherichia coli* encodes adenine-N6 methyltransferase

- specific for modification of A1618 of 23 S ribosomal RNA, a methylated residue located close to the ribosomal exit tunnel. *J. Mol. Biol.* **375**, 291–300.
- Shima, H., Matsumoto, M., Ishigami, Y., Ebina, M., Muto, A., Sato, Y., Kumagai, S., Ochiai, K., Suzuki, T., and Igarashi, K. (2017). S-Adenosylmethionine synthesis is regulated by selective N<sup>6</sup>-adenosine methylation and mRNA degradation involving METTL16 and YTHDC1. *Cell Rep.* **21**, 3354–3363.
- Shimba, S., Bokar, J.A., Rottman, F., and Reddy, R. (1995). Accurate and efficient N-6-adenosine methylation in spliceosomal U6 small nuclear RNA by HeLa cell extract in vitro. *Nucleic Acids Res.* **23**, 2421–2426.
- Śledź, P., and Jinek, M. (2016). Structural insights into the molecular mechanism of the m(6)A writer complex. *eLife* **5**, e18434.
- Slobodin, B., Han, R., Calderone, V., Vrieling, J.A., Loayza-Puch, F., Elkon, R., and Agami, R. (2017). Transcription impacts the efficiency of mRNA translation via co-transcriptional N6-adenosine methylation. *Cell* **169**, 326–337.
- Soneson, C., Love, M.I., and Robinson, M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res.* **4**, 1521.
- Tickle, I.J., Flensburg, C., Keller, P., Paciorek, W., Sharff, A., Vornrhein, C., and Bricogne, G. (2017). STARANISO (Global Phasing Ltd.).
- Vornrhein, C., Flensburg, C., Keller, P., Sharff, A., Smart, O., Paciorek, W., Womack, T., and Bricogne, G. (2011). Data processing and analysis with the autoPROC toolbox. *Acta Crystallogr. D Biol. Crystallogr.* **67**, 293–302.
- Wang, Y., Li, Y., Toth, J.I., Petroski, M.D., Zhang, Z., and Zhao, J.C. (2014). N6-methyladenosine modification destabilizes developmental regulators in embryonic stem cells. *Nat. Cell Biol.* **16**, 191–198.
- Wang, P., Doxtader, K.A., and Nam, Y. (2016a). Structural basis for cooperative function of Mettl3 and Mettl14 methyltransferases. *Mol. Cell* **63**, 306–317.
- Wang, X., Feng, J., Xue, Y., Guan, Z., Zhang, D., Liu, Z., Gong, Z., Wang, Q., Huang, J., Tang, C., et al. (2016b). Structural basis of N(6)-adenosine methylation by the METTL3-METTL14 complex. *Nature* **534**, 575–578.
- Warda, A.S., Kretschmer, J., Hackert, P., Lenz, C., Urlaub, H., Höbartner, C., Sloan, K.E., and Bohnsack, M.T. (2017). Human METTL16 is a N<sup>6</sup>-methyladenosine (m<sup>6</sup>A) methyltransferase that targets pre-mRNAs and various non-coding RNAs. *EMBO Rep.* **18**, 2004–2014.
- Wojtas, M.N., Pandey, R.R., Mendel, M., Homolka, D., Sachidanandam, R., and Pillai, R.S. (2017). Regulation of m6A transcripts by the 3'→5' RNA helicase YTHDC2 is essential for a successful meiotic program in the mammalian germline. *Mol. Cell* **68**, 374–387.
- Yang, F., Wang, X.Y., Zhang, Z.M., Pu, J., Fan, Y.J., Zhou, J., Query, C.C., and Xu, Y.Z. (2013). Splicing proofreading at 5' splice sites by ATPase Prp28p. *Nucleic Acids Res.* **41**, 4660–4670.
- Zhao, B.S., Wang, X., Beadell, A.V., Lu, Z., Shi, H., Kuuspalu, A., Ho, R.K., and He, C. (2017). m<sup>6</sup>A-dependent maternal mRNA clearance facilitates zebrafish maternal-to-zygotic transition. *Nature* **542**, 475–478.

## STAR★METHODS

## KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

**EXPERIMENTAL MODEL AND SUBJECT DETAILS****Animal Work**

Mutant mice were generated at the Transgenic Mouse Facility of University of Geneva. The mice were bred in the Animal Facility of Sciences III, University of Geneva. The use of animals in research at the University of Geneva is regulated by the Animal Welfare Federal Law (LPA 2005), the Animal Welfare Ordinance (OPAn 2008) and the Animal Experimentation Ordinance (OEXA 2010). The Swiss legislation respects the Directive 2010/63/EU of the European Union. Any project involving animals has to be approved by the Direction Générale de la Santé and the official ethics committee of the Canton of Geneva, performing a harm-benefit analysis of the project. Animals are treated with respect based on the 3Rs principle in the animal care facility of the University of Geneva. We use the lowest number of animals needed to conduct our specific research project. Discomfort, distress, pain and injury is limited to what is

indispensable and anesthesia and analgesia is provided when necessary. Daily care and maintenance are ensured by fully trained and certified staff. This particular work was approved by the Canton of Geneva (GE/6/18).

### Mettl16 knockout mice

The *Mettl16* gene locus is located on mouse chromosome 11 and consists of 10 exons (Figure S4A). We targeted the endogenous *Mettl16* locus in mouse embryos of the B6D2F1/J hybrid line (also called B6D2; The Jackson Laboratory, stock no. 100006). It is a cross between C57BL/6J (B6) and DBA/2J (D2), and heterozygous for all B6 and D2 alleles. Single-cell mouse embryos were injected with a guide RNA (gRNA) that directs the DNA endonuclease Cas9, and a 170 nt single-stranded DNA (ssDNA) repair template (IDT). The ssDNA carries a triple-stop codon flanked by a 81 nt 5' homology arm and a 75 nt 3' homology arm. Founder mice were identified by genotyping PCR (Figure S4B) and crossed with wild-type C57BL/6JRj (Janvier) partners to obtain germline transmission. We obtained two lines: line #2112 where the homology recombination template was inserted, resulting in a triple-stop codon cassette (sequence: ATGTAAATAGATGA) in exon 3, and line #2175 where a 7 bp deletion led to removal of a splicing donor site in intron 4. It is expected that creation of premature termination codons in both lines should result in removal of the transcripts via nonsense-mediated decay (NMD). Heterozygous *Mettl16*<sup>+/-</sup> mice of both sexes were viable and fertile, while homozygous mutants were not recovered in born litters (Figure S4C). Indeed, our analysis indicates that homozygous *Mettl16*<sup>-/-</sup> mutation results in embryonic lethality around implantation (Figures 4, 5, and S4D–S4F). Both the generated lines showed the embryonic lethality phenotype. We used the line #2112 (with the triple-stop codon cassette) for sequence analysis of early embryos.

**Preparation of gRNAs:** A cloning-free method was used to prepare DNA template for *in vitro* transcription of the chimeric crRNA-tracrRNA, termed single guide RNA (sgRNA or gRNA). Briefly, a common reverse primer (CRISPR sgR primer) and a gene specific forward primer (CRISPR F primer) with T7 promoter sequence was used to PCR amplify the single-stranded sgDNA template. Primer sequences are provided in Table S1.

Forward (F) primer design template:

5'-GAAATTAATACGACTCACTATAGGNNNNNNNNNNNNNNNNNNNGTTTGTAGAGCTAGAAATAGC-3'

N represent the gene-specific sequence.

How the deposited data were processed for this re-analysis (not part of the article)

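The study deposited processed tables of 2 experiments, in vitro methylation of a randomized RNA library by METTL16 and transcriptomes of single embryos from heterozygous Mettl16 crosses. The in vitro experiment has 2 input and 2 m6A-IP libraries, and the embryos are 31 at E2.5 (5 WT, 14 HET and 12 KO) and 39 at E3.5 (18 WT, 9 HET and 12 KO). No raw reads were used here.

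For the in vitro table the authors kept reads with the nonamer in place, folded each RNA with RNAfold, counted reads per predicted structure and divided them by size factors of DESeq2, so the signal as deposited is a normalized number of reads per structure. The authors also deposited, from DESeq2, a log2 fold change of m6A-IP over input, its Wald score and its p-value with and without adjustment. The paper's text does not name the filter that leaves the structures listed. The embryo tables hold no value per embryo. For them the authors estimated counts of RefSeq transcripts on mm10 with Salmon, summed them to genes, counted reads on single exons and introns with featureCounts, and deposited the mean normalized signal over all embryos of a stage, the log2 fold changes between genotypes and each adjusted p-value of DESeq2.

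In vitro values were tested with limma 3.58.1 in R 4.3.3 on log2 of the value plus 5, as moderated tests with a mean-variance trend of 2 m6A-IP against 2 input libraries, Benjamini-Hochberg adjustment and a threshold of 0.1. The design fixed earlier had planned a test that models counts, which was replaced because the values as deposited are normalized. Reads per structure could be calculated back from them, but no count model was run on these reads. The limma step was tested on simulated data with 200 changed structures, of which it called 99, with 0 false calls. The simulated spread was set from the input libraries alone, so it leaves out the larger spread of the m6A-IP libraries. Position 15 of each structure was classed as in a stem, a hairpin loop, a bulge or interior loop, between stems, or in a tail, and enriched, depleted and unchanged structures were compared by two-sided Fisher's exact tests across structures. Shares of reads carry 95% Wilson intervals, which cover counting error only. The depth is 1154715 reads for the m6A-IP library of reaction 12 and at least 18106811 for the others.

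From the embryo tables were derived mean normalized counts per genotype, percentages of the WT or HET level, standard errors calculated back from adjusted p that occur only once in their column, the overlap of comparisons with a simulation of shared KO embryos, Fisher's exact tests of genes within 20 Mb of Mettl16, medians of gene lists against 10000 random lists matched on mean expression, and the difference between stages from both standard errors. The model fits, permutation tests and fits without single embryos planned for the embryos could not be run without values per embryo. Reads per embryo are those of Table S2. Sequences were located on GRCm38 with GENCODE vM21 transcripts, and windows around the nonamer were folded with RNAfold 2.7.2. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

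The genes named are all genes of the E2.5 lists in Table S3, whose values had been seen there, methyltransferases, readers and methionine cycle genes of the paper, the first genes of its E3.5 list, the 5 largest rises and falls at E3.5 past the threshold in the same direction in both KO comparisons with at least 10 CPM in WT or KO, the genes called at E2.5 in both KO comparisons, and the genes called in HET against WT where 5 or fewer were. Of the genes of the splicing and lineage lists past the threshold in both KO comparisons, at most 5 per list were named, by smallest p in KO against WT. Of the structures, the 10 with the largest enrichment and the 3 with the largest depletion were examined singly. Alternatives tried were other pseudocounts, totals in place of size factors, a filter on low values, a replicate block, array weights, each in vitro library left out, other definitions of a bulge, weighting by reads, summed exon counts in place of Salmon estimates, HET in place of WT and other distances from Mettl16. Splice junctions, repeats and the Gene Ontology lists of the paper were not analysed here.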

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

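The tests of normalization and of the choice of WT as the control for Mat2a, of overlapping genes for the exons and introns outside the 4 genes, and of a linked haplotype and allele dosage were chosen after the results were seen.

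The fall of Mat2a differed between the stages. KO against WT was lower at E2.5 than at E3.5 by -1.19 on the log2 scale (standard error 0.26, two-sided normal test of the difference from both back-calculated standard errors, adjusted p = 1.8e-05 over 6 differences tested), and KO against HET by -0.63 (adjusted p = 0.015). Mettl16 differed by -1.07 in KO against WT (adjusted p = 7.8e-04). Lifr went the other way, with 1.30 in KO against HET (adjusted p = 0.015), since it fell further at E3.5. Gm15698 differed by -0.92 in KO against WT, which did not pass the threshold of 0.05 used for these differences (adjusted p = 0.091), nor did its -0.72 in KO against HET (adjusted p = 0.144). For the other genes of this family a standard error could not be calculated back. Scaling each genotype to its total left the difference of Mat2a at -1.09, which argues against the use of size factors in place of totals as its source. The totals differed by only -0.07 at E2.5 and 0.04 at E3.5 on the log2 scale in KO against WT. Scaling to them could therefore not have removed the difference, and other effects of normalization stay open. The difference of -0.63 with HET as the control argues against the choice of WT as the whole source. It is smaller than the -1.19 with WT, so the choice of WT may contribute. A difference in the age of maternal or embryonic transcripts between the stages may remain, and no test here addresses it. The stages also differ in embryos, litters and libraries, which these tables cannot separate from stage.

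In the table of exons and introns at E2.5, 5 features on chromosome 11 outside the 4 genes passed the threshold in both KO comparisons, and the paper does not report on them. The log2 fold change in KO against WT in the authors' deposited table was -2.51 for an exon of Acaca from 84399560 to 84401651, -2.43 for an intron of Bcas3 from 85495962 to 85509427, -1.74 for an intron of Myo1c from 75662664 to 75665517, and -1.63 and -2.12 for the introns of Scpep1 from 88937052 to 88941283 and from 88941357 to 88943796. All lie within 20 Mb of Mettl16. Reads shared with an overlapping gene were tested as a source, and 0 of the 5 overlap an exon of a called gene. An exon of Particl on chromosome 6, also called, overlaps 1 called exon, of Mat2a, so its reads may be those of Mat2a. The mice come from a B6D2 hybrid line, so a strain haplotype linked to the targeted allele stays open for the features on chromosome 11. Its test on genes, in the part on other observations, gave a percentage of 5.96% and does not decide it.

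Reads per embryo were examined in the groups of 5 WT embryos at E2.5 and 9 HET embryos at E3.5, and no embryo of these groups lay apart from the others. Larger groups were not tested for this. Among them, 1 WT embryo at E3.5 had 103815156 reads, against a median of 39306046 in its group, and without values per embryo its weight in the comparisons could not be examined.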

How the results depend on the processing

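Among the alternatives, the pseudocounts, the array weights and all settings for the 1-nt bulge and for single structures were chosen after seeing the data, and the others were fixed before the data were examined.

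The number of enriched structures was 4621 and of depleted structures 10036. Scaled to totals, 8299 structures were enriched. Without single libraries the number of enriched structures ranged from 855 (without the input library of reaction 12, 871 without that of reaction 11) to 11188 (without the m6A-IP library of reaction 12, 8436 without that of reaction 11), and of depleted structures from 1994 (without input 12, 2104 without input 11) to 20642 (without m6A-IP 11, 15155 without m6A-IP 12). In these fits the lone library is assumed to vary like the other group, so the numbers rise when the spread comes from the input libraries alone and fall when it comes from the m6A-IP libraries. Pseudocounts of 1 and 20, the filter of at least 50 in at least 2 libraries and array weights left both numbers within 1.5 times of these.

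By their labels and the paper's methods, the input and m6A-IP libraries of the same number come from the same reaction. Across structures, the difference between the reactions in the input correlated with that in the m6A-IP by 0.015, and by -0.015 over 1243 structures with a mean of at least 1000. With the replicate block, 4282 structures were enriched and 10863 depleted.

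Position 15 in a hairpin loop was less frequent, and in a bulge, a 1-nt bulge or between stems more frequent, in enriched structures than in those without a difference under every alternative run, with no test for the weighting by reads. In a stem it was more frequent under every alternative, but past the threshold neither without the input library of reaction 11 (31.3%, p = 0.081) nor of reaction 12 (30.9%, p = 0.135). Over fits without single libraries, the percentage of enriched structures with position 15 in a stem ranged from 30.9% to 38.9%, in a loop from 29.2% to 46.6%, in any bulge from 7.42% to 14.5%, in a 1-nt bulge from 1.95% to 11.0% and between stems from 8.51% to 23.4%. The size of these percentages thus depends on the libraries used. Weighted by input reads, which allows no test, it was 21.5% in a loop, 50.2% in a stem, 9.79% in a bulge and 4.83% between stems. Of 130 values for single structures, 128 kept their side of the threshold. With a pseudocount of 1, 2 depleted structures with no read in the m6A-IP library of reaction 12 did not pass, and the cause was not tested.

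For the embryos, the fits by edgeR and with other factors, covariates, thinned libraries, only 2 groups or single embryos left out, and the permutation tests, were not run, since the tables hold no value per embryo. The numbers of genes past the threshold thus have no alternative. Mat2a and Mettl16 moved by less than their standard error in KO against WT at both stages with totals or summed exon counts. The Mat2a stage difference kept its direction and threshold with totals and with HET in place of WT. Of 302 values for other named genes, 88 moved by less than their standard error, 212 moved by more or had no standard error, and 2 changed sign, both with summed exon counts at E3.5, C86187 to -0.21 and Sox7 to -1.02. The cause was not tested.

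The last intron of Mat2a at E2.5 changed by 0.59 with totals and by 73.6 normalized counts on the linear scale. Its ratio to the exons was 2.96 on the log2 scale with the Salmon estimate and 7.85 as a fold. With the exon over intron ratio in place of shares, taken as introns over exons, the log2 difference of KO was 0.078 from WT and -0.078 from HET at E2.5, and 0.21 and 0.32 at E3.5. The median of the nonamer genes at E2.5 with summed exon counts per gene of the featureCounts table in place of Salmon estimates was 0.074, now above 99.18% of random lists in place of 91.8%, and the cause was not tested. The splicing and lineage lists at E3.5 kept their side of the limits of 95% of random lists under the alternatives run. Genes near Mettl16 were in excess in all 4 comparisons at 10, 20 and 40 Mb, except that KO against HET at E2.5 gave p = 0.129 within 10 Mb, where 1 gene was called. The correlation of KO changes with the stage change at E3.5 was -0.28 for KO against HET and -0.34 over highly expressed genes, in place of -0.31.

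Depth limits the m6A-IP library of reaction 12 most. Its median structure had 6 reads.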

Differences from the paper's values

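The paper gives the number of structures enriched in the m6A-IP library as 2800, and the limma test of the deposited values gave 4621. Of the alternatives set before the data were examined, only the filter of at least 50 in at least 2 libraries came within 1.5 times of the paper's number, with 3369, and it leaves out or drops 657 of the 2855 structures enriched in the authors' deposited table. The others did not, with 8299 for totals, 4282 with the replicate block, 871 and 855 without the input library of reaction 11 and 12, and 8436 and 11188 without the m6A-IP library of reaction 11 and 12. Array weights, chosen after seeing the values, gave 4143, within 1.5 times, and drop 4 of these 2855. The limma test without them drops 147. Pseudocounts of 1 and 20, also chosen after, gave 4469 and 4833 and did not come within it.

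The log2 ratio of reads with position 15 in a 1-nt bulge, m6A-IP over input, is about 0.7 in Fig. S3D, read by eye, and was 1.55 here. No alternative set before the data were examined gives this ratio. With position 15 counted whenever it is unpaired and both neighbors are paired, a definition chosen after seeing the values, the ratio was 0.69. It keeps all structures with a 1-nt bulge and drops 0 of them. The other definitions looked at gave 0.52 for any bulge or interior loop, 0.48 for a bulge of at least 2 nt and 0.25 for an interior loop.

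The paper states that the levels of mouse transcripts with the nonamer do not differ at E2.5, and puts the number of these transcripts lower than found here. By sequence alone 2401 genes had the nonamer in a transcript, 993 of them in a protein-coding transcript. Apart from Mat2a, 1 gene with the nonamer was higher and 1 lower in KO against WT in the authors' deposited table, Limch1 and Ccdc92b, and the median of the list did not differ from random lists. With summed exon counts it lay above 99.18% of random lists.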

Other observations

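Apart from the tests of depth, of reads shared with another transcript for Coil, of clustering and of delay as the only cause, the tests in this part were chosen after the results were seen.

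Far fewer genes passed the threshold at E2.5 than at E3.5. The number of embryos argues against group sizes as the source, since KO against HET has 26 embryos at E2.5 and 21 at E3.5 but calls 8 and 2611 genes. Depth is also argued against, since among genes with a mean of at least 1000 normalized counts 0.0604% were called at E2.5 and 21.1% at E3.5. The biological difference between the stages was not tested apart from this.

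Coil passed the threshold in KO against WT at both stages in opposite directions, 1.02 at E2.5 (DESeq2 adjusted p = 0.047) and -0.84 at E3.5 (adjusted p = 7.4e-04) in the authors' deposited table. Against HET only the fall at E3.5 passed (-0.73, adjusted p = 0.029), and the value at E2.5 was 0.41, so the rise is called against the 5 WT embryos alone. At E3.5 its exon 1 rose by 0.89 on the log2 scale while the other 6 exons fell, and at E2.5 all 7 exons were higher. Reads shared with another transcript may therefore contribute to its values. A strain difference near Mettl16 stays open too.

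Genes within 20 Mb of Mettl16 on chromosome 11 passed the threshold more often than others. At E3.5 these were 209 of 518 genes (40.3%) against 4424 of 15158 (29.2%) in KO against WT (odds ratio 1.64, two-sided Fisher's exact test across genes, p = 1.1e-07), and 121 of 487 against 2446 of 13987 in KO against HET (p = 6.4e-05). Clustering of changed genes anywhere in the genome is argued against, since 0.889% of 225 other windows of this width held as high a share in KO against WT, 2.84% in KO against HET at E3.5, and 0.837% and 0.833% at E2.5. The windows were 40 Mb wide and moved in steps of 10 Mb. They thus overlap and are not independent, so these percentages are approximate. For dosage of the targeted allele, the change in HET was 0.178 of that in KO (median over the 209 genes). It was 0.185 elsewhere (two-sided permutation test, p = 0.857), and a midway level would give 0.5. Dosage is thus argued against as typical of the 209 genes. With 29.2% of the genes called elsewhere, most of the 209 may not belong to the excess. The median therefore cannot decide on dosage for the genes in excess. Single genes stay open, such as Slc43a2, whose log2 fold change in HET against WT at E3.5 was -3.25 in the authors' deposited table, although it was 3.36 at E2.5, without passing the threshold. A strain haplotype linked to the targeted allele cannot be told apart from other sources here. The fold changes in the window correlated between the stages by 0.13 (Spearman, across 264 genes) in KO against WT, and 5.96% of 218 other windows had as high a value.

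At E3.5, the fold changes in KO against WT ran against the change of HET embryos from E2.5 to E3.5 (Spearman correlation -0.31 across 7598 genes). HET embryos were taken because they have no part in KO against WT. Other splits of the embryos, which would give the correlation without a change, could not be run, and the HET means are derived ones. Of 630 called genes with a stage change of at least 1 on the log2 scale, 81.7% moved toward their E2.5 level, against 66.1% of all 3042 genes with such a stage change, so a delay of KO blastocysts is a candidate explanation. RNA composition stays open, since scaling to totals, which left this share at 81.7%, adds the same small constant to every gene and could not have changed it. The 18.3% that moved away leave open whether delay is the only cause, since genes with a peak between the stages could do so as well. The stages were normalized separately. At E2.5 the correlation was 0.23 in KO against WT and -0.17 in KO against HET, so its sign there depends on the control.

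In the exons of Mettl16, exons 1 and 2 rose at E3.5 without passing the threshold, by 0.43 and 0.37 on the log2 scale in KO against WT, while the others fell. At E2.5 these exons fell as well, with -1.33 and -1.37, less than the other exons, so the same pattern at E2.5 is neither met nor excluded.

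Of the Y chromosome genes at E3.5, Kdm5d, Uty and Ddx3y had log2 fold changes of 1.33, 0.90 and 0.80 in KO against WT and Eif2s3y 0.038, with -0.45 for Xist, all in the authors' deposited table and none of them past the threshold. As an explanation, unequal numbers of male embryos cannot be told apart from other sources, since Eif2s3y at 0.038 did not move with the others and the sex of each embryo is not given.

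The E3.5 embryos with a genotype were 18 WT, 9 HET and 12 KO, which departs from the ratio 1:2:1 of a heterozygous cross (exact multinomial test, p = 0.00125), unlike the 5, 14 and 12 at E2.5 (p = 0.190). A heterozygous embryo may have been taken for WT where no KO read was found, which this test of the numbers does not address. The choice of embryos for sequencing is open as well. Table S2 lists 1 more E3.5 embryo without a genotype, not analysed here, and the tables cannot decide.

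More structures were depleted than enriched in m6A-IP. Scaled to totals, 47.6% of the called structures were enriched, close to even but with depleted structures still in excess, so size factors may account for most of the excess and neither outcome was met in full. Without the m6A-IP library of reaction 12 the share was 42.5%, which argues against this shallow library as the whole source.

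The enrichment of a 1-nt bulge at position 15 was tested against a preference of the immunoprecipitation for bulged RNA. The median log2 ratio at the other 25 positions was -0.22, which argues against a preference for a bulge wherever it lies. Position 17, with 553 structures, was at 0.62 and position 16, with 21 structures, at 0.81, so a preference for a bulge near position 15 may contribute and cannot be told apart from the activity of METTL16. Structures with few reads are argued against as well, since 7 of the top 10 structures with a mean of at least 1000 had a 1-nt bulge at position 15, against 19 of 1243 such structures. The files hold no m6A-IP of RNA without METTL16, so a preference for this position stays open.

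The 5 nonamer sites of Mat2a, each folded as a 30-nt window, have position 15 in a hairpin loop. Of the structures of these windows 3 were depleted and none enriched in the limma test, with log2 fold changes from -1.72 to -0.22. These are windows of 30 nt, not the full hairpins of the transcript. Of 1745 distinct windows around the nonamer in mouse transcripts with a listed structure, 658 were depleted and 166 enriched. Depletion was thus not limited to the windows of Mat2a.

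Another list of 19 lineage factors had a median log2 fold change of -0.06 at E3.5 in KO against WT, above 12.5% of random lists. At E2.5 the median was 0.07 in KO against WT (19 genes, above 82.3% of random lists) and -0.09 in KO against HET (20 genes, above 0.96% of them), so it depends on the control. None passed the threshold at E2.5. At E3.5 in KO against WT, 4 were higher and 4 lower past the threshold in the authors' deposited table, 8 when adjusted over the list alone, and Gata6, Fgf4, Tead4, Tdgf1 and Sox7 passed in both KO comparisons. With summed exon counts Sox7, with a mean of 9.79 normalized counts, changed sign. The list of the paper is not used here.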
